# Sox8 is essential for vertebrate gastrulation

**DOI:** 10.1038/s44319-025-00617-z

**Published:** 2025-11-10

**Authors:** Sofia Moreira, Artemis G Korovesi, Elias H Barriga

**Keywords:** Gastrulation, Ventrolateral Mesoderm, Sox8, Kremen2, *Xenopus laevis*, Chromatin, Transcription & Genomics, Development

## Abstract

Gastrulation is a fundamental developmental process during which germ layers are formed and the body axes are defined by the precise orchestration of cell movements and fate specification. Here, we identify the SOXE transcription factor Sox8 as a pivotal regulator of *Xenopus laevis* gastrulation. We show that Sox8 is expressed in the ventrolateral mesoderm, and that its depletion—via CRISPR-DiCas7-11—leads to blastopore closure defects and impaired AP axis elongation. Transcriptomic analysis reveals that Sox8 modulates Wnt signalling, in part by directly activating transcription of* kremen2*, a Wnt inhibitor. Indeed, chromatin immunoprecipitation confirms direct binding of Sox8 to the *kremen2* promoter. Consequently, Sox8 or Kremen2 knockdown results in an abnormal ventral expansion of *wnt11b* mRNA that was consistent with increased nuclear β-catenin and reduced BMP signalling. These treatments also led to disruptions in axial and paraxial mesodermal patterning. Together, our data provide new insights into the molecular control of vertebrate gastrulation and invite researchers to assess whether this Sox8/Kremen2 regulatory axis is involved in other biological processes.

## Synopsis

The use of CRISPR Cas7-11 uncovers a role for *sox8* in *Xenopus* gastrulation as a regulator of Wnt signaling.

- *sox8* downregulation in the ventrolateral mesoderm disrupts blastopore closure and anterior-posterior axis elongation.
- *sox8* directly activates the transcription of the Wnt inhibitor Kremen2, modulating Wnt signaling.
- CRISPR 7-11 is an effective tool for RNA knockdown in *Xenopus laevis*.

## Abstract (web summary)

The use of CRISPR Cas7-11 uncovers a role for *sox8* in *Xenopus* gastrulation as a regulator of Wnt signaling.

## Introduction

Gastrulation is one of the earliest and most relevant developmental processes requiring the orchestration of cell movements, divisions and fate acquisition. This high degree of coordination is achieved through the concerted activity of transcriptional activities and signaling pathways, which in turn define the border between the dorsal and ventral territories (De Robertis, 2009; Gao and Zhu, 2012). A key experiment performed 100 years ago by Spemann and Mangold provided an essential platform for understanding amphibian gastrulation (Spemann and Mangold, 1924, 2003). In that experiment, the dorsal lip of the blastopore was grafted onto the opposite side of a host embryo, causing a non-cell-autonomous effect in which this small piece of tissue induced the formation of dorsal structures in otherwise ventral territories. Since this seminal work, a large body of evidence concerning the dorsalizing roles of signaling pathways and transcription factors has been published (Steinbeisser et al, 1995; Piccolo et al, 1996; De Robertis and Wessely, 2004; Sander et al, 2007; Kumar et al, 2021). In brief, the organizer is characterized by strong dorsal activity of the Wnt/β-catenin signaling pathway, which antagonizes the ventralizing activities of the BMP pathway. Although most attention has focused on understanding the gene regulatory networks of the dorsal organizer center, recent progress has also been made in identifying transcription factors with ventralizing activities (Ding et al, 2017a). For example, *ventx1*, a BMP-induced gene that shares homology with Nanog, was shown to play a role as a transcriptional repressor of dorsal gene expression in the ventral gastrula (Gawantka et al, 1995; Sander et al, 2007; Kumar et al, 2022, 2023). Despite these advances, we are still far from fully understanding the convoluted transcriptional networks underlying the formation of ventral territories during gastrulation. Therefore, we investigated transcriptional regulators of the ventral *Xenopus laevis* gastrula, a well-established model of gastrulation. In our RNA sequencing experiments, we focused on SOXE transcription factor 8 (Sox8), as its expression in the ventral territories of the *Xenopus laevis* gastrula was previously detected (O’Donnell et al, 2006; Hong et al, 2008; Ding et al, 2017a, 2017b). However, whether and how Sox8 regulates the establishment of ventral territories and consequently gastrulation remains largely unexplored. By combining RNA-seq experiments with a novel CRISPR Cas7–11 knockdown approach, we discovered that Sox8 is required for gastrulation by allowing the expression of the Wnt inhibitor Kremen2 in ventral regions. This mechanism contributes to reinforcing the ventralizing activity of BMP signaling in ventral tissues by biasing Wnt activity to dorsal tissues.

## Results

### *sox8* is expressed in the ventrolateral mesoderm of *Xenopus laevis* gastrula

To explore the molecular mechanisms involved in the ventral territories, we performed transcriptomic analysis (RNAseq) of isolated ventral tissues at stage 11.5 (Nieuwkoop and Faber, 1994) (Fig. 1A,B). 

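Ventral explants of control embryos at stage 11.5 gave 2 libraries. They were made with Smart-seq2, which copies polyadenylated RNA into full-length cDNA and amplifies it by PCR without molecular identifiers, so reads are not independent molecules. The sample labels state that these control embryos received Cas7-11 mRNA without guides, whereas the drawing of the injections names only the dextran tracer. The authors trimmed the reads, removed ribosomal RNA reads, aligned the rest to the X. laevis genome with HISAT2, counted them per gene with featureCounts, removed genes with a mean under 5 across all samples and divided the counts by a size factor per library from DESeq2. The deposited values are these normalized counts. In control replicate 1, 1 read was worth 1.56 normalized counts, and in control replicate 2 it was worth 0.795. Dividing by these steps returned whole reads for 100% of the values, with totals of 18189895 reads on genes in control replicate 1 and 20783274 in control replicate 2. Of the 21531 genes in the table, 1290 were listed at 0 in control replicate 1 and 989 in control replicate 2. Between these replicates, 49.8% of genes differed by more than 2-fold on the log2(normalized count + 1) scale, with a Pearson correlation across genes of 0.876, where genes are not independent replicates.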

We first validated the quality of our RNA libraries by PCR against the general mesodermal marker *brachyury* (*xbra*) and a specific marker of the ventral mesoderm, *ventx1*. The expression of these markers was enriched in our libraries as compared to the expression of dorsal mesoderm markers such as *dickkopf-1* (*dkk1*) and *nodal3.1*, which were lower in our isolates, confirming enrichment in ventral tissues (Fig. 1C,D). Further RNA-seq and g:Profiler (Raudvere et al, 2019) analyses revealed a list of candidates in which mRNAs encoding transcription factors and other transcriptional regulators were highly enriched (Appendix Fig. S1A). SOX transcription factors, which are related to tissue morphogenesis in multiple species (Okuda et al, 2010; Hong and Saint-Jeannet, 2005; Schock and LaBonne, 2020; Buzzi et al, 2022; Kamachi and Kondoh, 2013; Cizelsky et al, 2013; McGary et al, 2010), were highly represented in our RNAseq analysis (Fig. 1E). Therefore, we next generated a list of the five most highly expressed SOX transcription factors in ventral tissues (Appendix Fig. S1B). 

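The table held 26 sox genes, with the .L and .S homeologs of this allotetraploid species as separate genes, and all 26 are in Fig. 1E. In the control libraries, 10 of them lay at or above the median of all genes, against 50.0% of all genes by construction. The values behind Fig. 1E that the paper provides are the mean regularized log of these control libraries: recomputed from the recovered reads with DESeq2, the 26 values differed from the paper's by at most 8.43e-12. With 2 libraries no test was made. Reads of near-identical homeologs can be split between them by the counting.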

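Ranked by the mean of log2(normalized count + 1) over both control libraries, the sox genes with the highest expression were sox13.S, sox15.L, sox11.L, sox8.L and sox3.S. Normalized counts of sox13.S were 8194 in control replicate 1 and 6454 in control replicate 2, and those of sox15.L were 3014 and 2092. For sox11.L they were 837 and 668, for sox8.L 508 and 927, and for sox3.S 476 and 483. The order of sox11.L and sox8.L lies within the spread between the replicates, since sox8.L was above sox11.L in control replicate 2 and below it in control replicate 1. Without control replicate 1, sox8.L ranked 3, and with the regularized log or with homeologs summed it ranked 5. The homeolog sox8.S had 14.1 and 43.7 normalized counts and ranked 17.

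**Figure D1:**
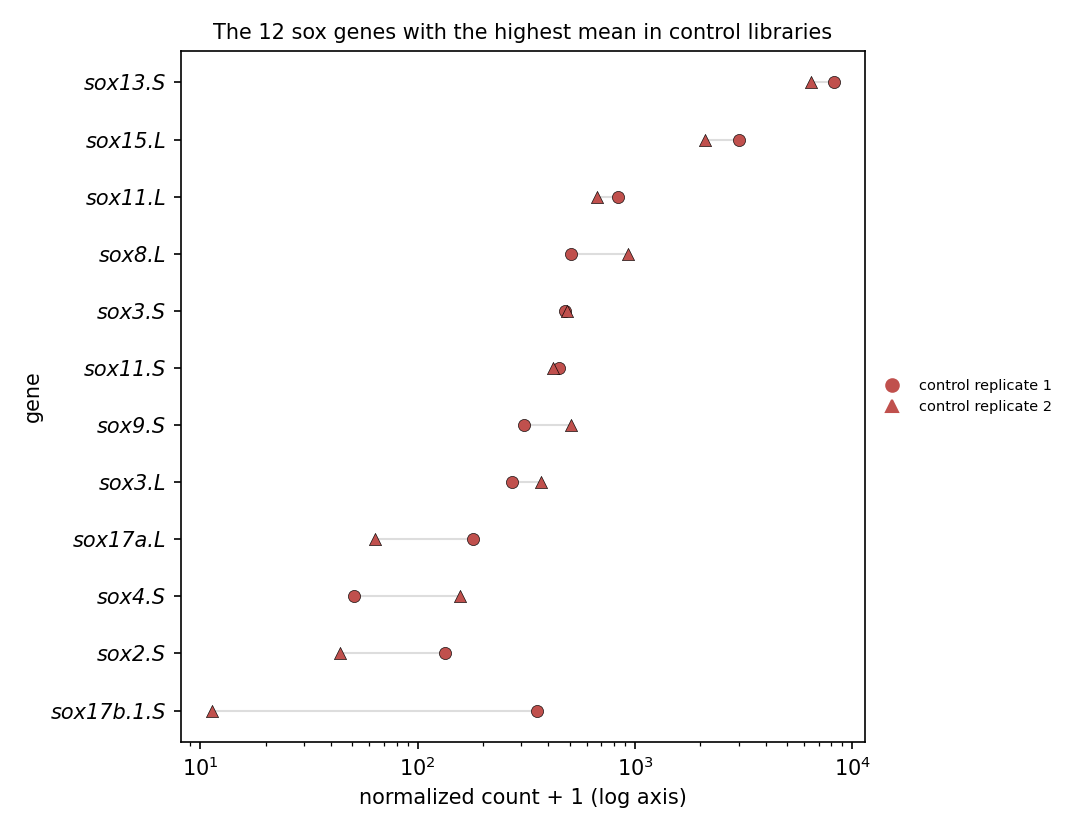
Normalized counts plus 1 (log axis) of the 12 sox genes with the highest mean in the control libraries, with 1 point for each control library and a grey line between them. The points of sox11.L and sox8.L overlap in range, those of sox3.S lie below both, and sox17b.1.S lies at 351 in control replicate 1 and 10.3 in control replicate 2.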

The expression pattern of these SOX transcription factors is ubiquitous in gastrulas, with some of them being expressed mostly in dorsal tissues (Rorick et al, 2007; de Almeida et al, 2008; Satow et al, 2006; Nitta et al, 2004; Marchak et al, 2017). In contrast, the expression of the SOXE transcription factor Sox8 was previously reported in the ventrolateral domain of *Xenopus laevis* gastrula (O’Donnell et al, 2006; Hong et al, 2008; Ding et al, 2017b, 2017a) (Appendix Fig. S1B). Nevertheless, whether and how Sox8 participates in gastrulation remains largely unknown. Therefore, we next focused on the role of Sox8 in gastrulation. We first performed whole-mount in situ hybridization against *sox8* at stage 11.5, followed by tissue sectioning. Our in situ hybridizations revealed that *sox8* is specifically expressed in the ventrolateral mesoderm, as shown by comparison with the expression of *ventx1*, a well-known ventrolateral mesoderm marker (Ault et al, 1996) (Fig. 1F). We also confirmed the ventral expression of *sox8* by PCR analyses of isolated ventral mesoderm libraries (Fig. 1C,D). These results suggest that Sox8 plays a role in gastrulation by operating in the ventrolateral mesoderm.

**Figure 1:**
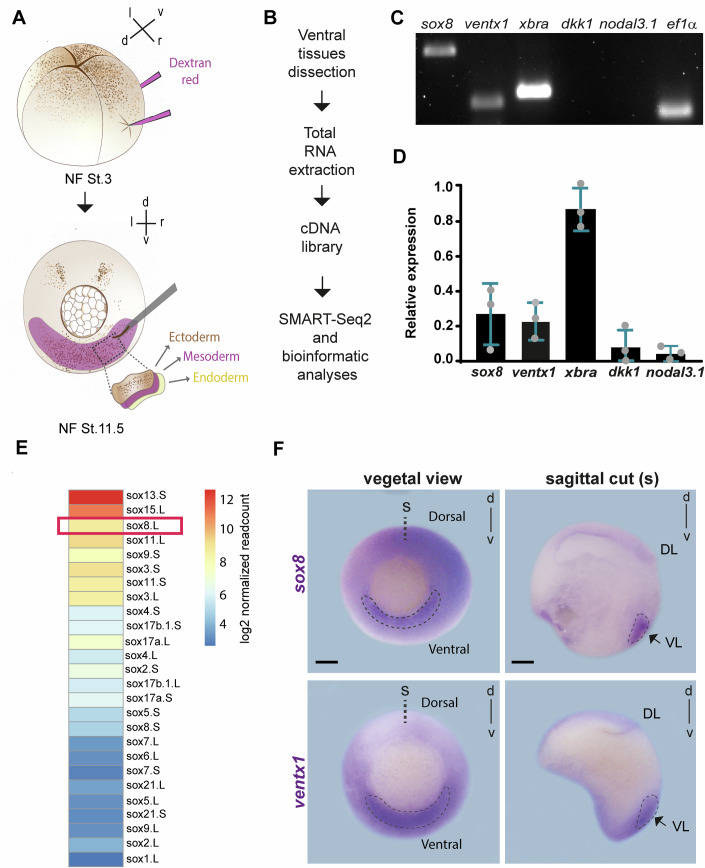
*sox8* is expressed in the ventrolateral mesoderm during gastrulation. (**A**) Schematic representation of targeted ventrolateral mesoderm injections (detected by Dextran Red dye) at four cell-stage (Nieuwkoop and Faber, NF, stage 3), followed by ventral tissue dissection at NF stage 11.5 for RNA-seq. (**B**) Workflow of the RNA-seq pipeline, including ventral tissue isolation and SMART-seq2 processing. (**C**) Semi-quantitative RT-PCR (sqRT‒PCR) gel image showing the expression of *sox8*, genes related to ventral mesoderm tissues (*xbra* and v*entx1*) and the absence of dorsal markers (*dkk1* and *nodal3.1*). (**D**) Quantification of relative gene expression normalized to *ef1α* (*n* = 3 three independent biological experiments). Error bars: mean ± SD. (**E**) Heatmap showing the mean regularized log-transformed read counts of *sox* gene expression from two independent RNA-seq datasets of mesoderm explants. (**F**) in situ hybridization (ISH) of *sox8* and *ventx1*. A sagittal section is shown to reveal internal tissues and confirm *sox8* expression in the ventrolateral mesoderm (arrows). DL dorsal lip, VL ventral lip, s sagittal. Scale bars: 250 μm. Source data are available online for this figure.

### Sox8 is required for *Xenopus laevis* gastrulation

We next assessed the requirement of Sox8 during gastrulation by using an RNA-targeting knockdown tool described as CRISPR-DiCas7-11 (Özcan et al, 2021; Moreno-Sánchez et al, 2025) and hereafter referred to as *sox8* CRISPR 7–11 (Fig. 2A). Further details about the implementation of the CRISPR 7–11 methodology in *Xenopus laevis* can be found in the Methods section (Appendix Figs. S4–S7). We first determined that *sox8* CRISPR 7–11 injection targets the ventral gastrula (Fig. 2B,C) and that it effectively decreases *sox8* mRNA expression in that territory, as observed by in situ hybridization (Fig. 2D). Morphologically, the inhibition of *sox8* in the ventral mesoderm elicited an evident delay in the closure of the blastopore (Figs. 2E–G and EV1A,B). These defects were rescued by co-injection of *sox8* mRNA along with *sox8* CRISPR 7–11 (Fig. 2E–G), confirming the specificity of our results. These observations were complemented by the use of morpholino knockdown, which was previously used to assess the role of Sox8 in neural crest induction (O’Donnell et al, 2006). By targeting this morpholino to the ventral mesoderm, we recapitulated the blastopore closure defects observed by using CRISPR 7–11 knockdown (Fig. EV2A–C). Conversely, the injection of *sox8* CRISPR 7–11 knockdown into the dorsal territories affected *sox8* expression in the neural crest (Fig. EV2D–H). Together, our results indicate the requirement of Sox8 in ventral territories to ensure correct gastrulation and validated CRISPR 7–11 as an effective new mRNA-knockdown tool in *Xenopus laevis*. Blastopore closure defects have been previously associated with defects in cell movements, which are required for axis elongation (Cervino et al, 2021). Indeed, when analysed at later tailbud stages, we observed that embryos exhibited open blastopores, and a significant percentage of embryos appeared shortened (Fig. EV1C–E), suggesting defects in anterior‒posterior axis elongation. Thus, to further characterize the observed effects on blastopore closure, we performed live imaging of control and *sox8* CRISPR embryos. Trajectory analyses of involuting ventral cell movements (Fig. 3B–D; Methods) revealed that while the velocity of migrating cells was slightly affected, the persistence of cell movement was drastically reduced in *sox8* CRISPR-treated embryos (Fig. 3C,D). Consistently, sagittal sections revealed increased accumulation of ventral tissues in *sox8* knockdown-treated embryos compared with control embryos (Fig. 3A). In addition, in situ hybridization revealed that the axial and paraxial mesoderm markers *chordin*, *brachyury*, and *myoD* are affected by Sox8 loss-of-function (Fig. 3E–M). These observations indicate that Sox8 contributes to gastrulation by supporting correct blastopore closure and associated axis elongation.

**Figure 2:**
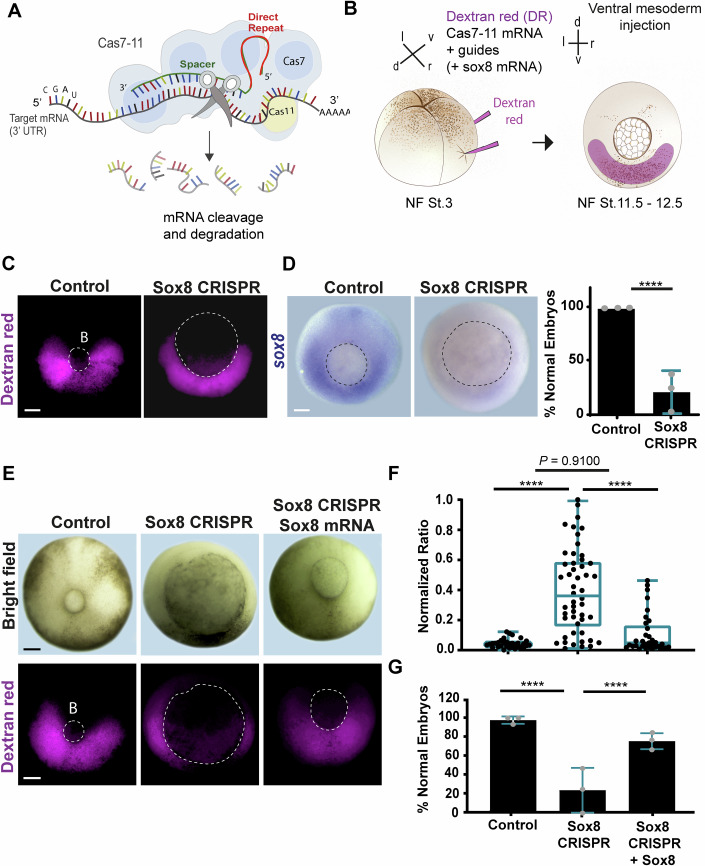
CRISPR-mediated knockdown of *sox8* in the ventrolateral mesoderm induces gastrulation defects. (**A**) Schematic of the CRISPR Cas7–11 technique, highlighting the endonuclease Cas7–11, the target mRNA and guide binding to the 3’UTR mRNA through a complementary spacer. For simplicity, we represent just one guide, although three guides targeting distinct regions of the 3′ UTR were used in the injection mixture. (**B**) Schematic of targeted injections at the four-cell stage (NF stage 3) specifically directed to the ventrolateral mesoderm. (**C**) Injection control showing successful ventrolateral targeting of Dextran Red dye (in magenta); B blastopore. (**D**) Percentage of embryos displaying a normal *ISH* signal of *sox8*. Statistical significance was assessed by two-sided Fisher’s exact test, ****P < 0.0001. Error bars: mean ± SD; *N* = 3 independent biological experiments (*n* = 9 control embryos; *n* = 22 *sox8* CRISPR embryos). (**E**) Representative phenotypes for the control, *sox8* CRISPR Cas7–11 and rescue (co-injection of *sox8* mRNA). B blastopore. (**F**) Box plot showing the normalized ratio of blastopore area to embryo area under the indicated conditions. Boxes represent the interquartile range (IQR; 25th–75th percentile), with the center line indicating the median and whiskers extending to the minimum and maximum values. Statistical significance was assessed by Kruskal–Wallis multiple comparison test, ****P < 0.0001; ns non-significant: *P* = 0.9100. (**G**) Percentage of embryos exhibiting normal blastopore size per condition (embryos displaying values below the maximum control ratio value are classified as normal). Two-sided Fisher’s exact test, ****P < 0.0001; Error bars: mean ± SD. In (**C**–**E**), dotted lines delineate the blastopore. For panels (**F**, **G**), *N* = 3 independent biological experiments (*n* = 32 control embryos (injected with DR and Cas7–11); *n* = 50 *sox8* CRISPR embryos; *n* = 33 *sox8* CRISPR + *sox8* mRNA embryos). Scale bars: 250 μm. Source data are available online for this figure.

**Figure 3:**
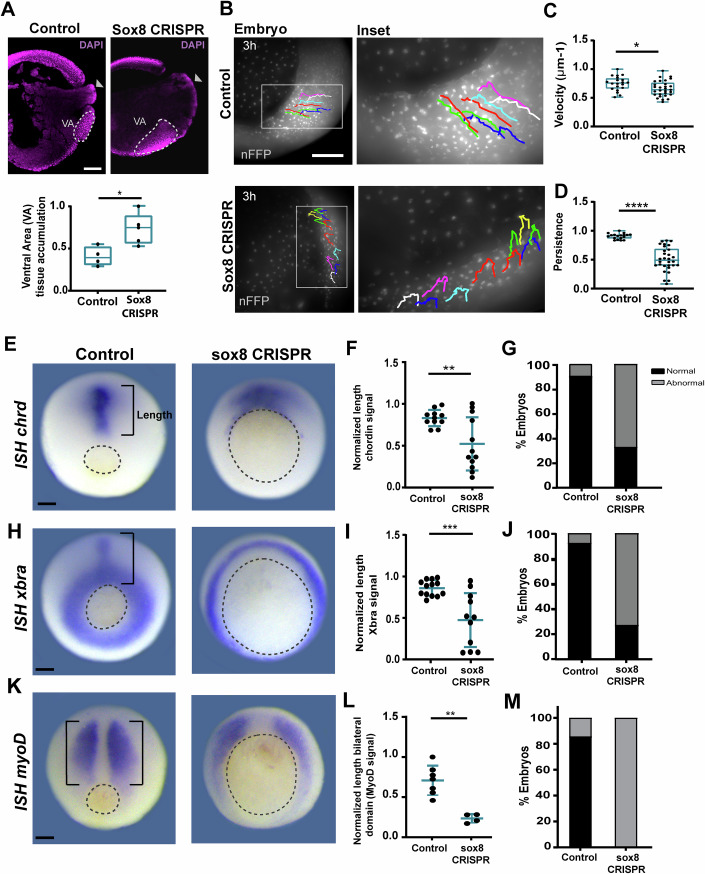
*sox8* CRISPR disrupts internal tissue organization and ventral cell movement during gastrulation. (**A**) Sagittal histological sections of control and *sox8* CRISPR gastrulae show impaired internalization of the yolk plug (arrowhead) and abnormal accumulation of ventral tissues in *sox8* CRISPR conditions. Box plot showing the quantification of ventral tissue area revealed a significant increase in *sox8* CRISPR gastrulae compared with controls. Statistical significance was assessed by Mann‒Whitney test, *P = 0.0317. *n* = 4 embryos per group (control and *sox8* CRISPR). (**B**‒**D**) Tracking of superficial involuting cell movements on the ventral side using nuclear RFP. (**C**) Box plot showing cell velocity. Two-tailed t-test, *P = 0.0219. (**D**) Box plot showing migration persistence in *sox8* CRISPR embryos compared with controls. Two-tailed *t*-test, ****P < 0.0001. For (**A**, **C**, **D**), boxes represent the interquartile range (IQR; 25th–75th percentile), with the center line indicating the median and whiskers extending to the minimum and maximum values. For (**C**, **D**), *n* = 20 cells (control) and *n* = 30 cells (*sox8* CRISPR). (**E**,** H**,** K**) Whole-mount in situ hybridization (*ISH*) for *chordin* (*chrd*) (**E**), *brachyury* (*xbra*) (**H**), and *myogenic differentiation 1* (*myoD*) (**K**) shows abnormal expression patterns in *sox8* CRISPR knockdown embryos compared with controls. (**F**,** I**,** L**) Scatter dot plot showing the quantification of axial mesoderm expression length reveals significant reductions under CRISPR conditions. Error bars: mean ± SD. (**F**) Two-tailed *t*-test, **P = 0.0057. (**I**) Two-tailed *t*-test, ***P = 0.0005. (**L**) Two-tailed Mann‒Whitney test, **P = 0.0061. (**G**,** J**,** M**) Percentages of normal and abnormal embryos in each condition (embryos displaying higher values than the baseline control length value are classified as normal). Sample sizes: For *ISH, chordin*: *n* = 10 control; *n* = 12 *sox8* CRISPR; for *Xbra* ISH: *n* = 13 control; *n* = 11 *sox8* CRISPR; for *ISH, MyoD*: *n* = 7 control; *n* = 4 *sox8* CRISPR. Scale bars: 250 μm. Source data are available online for this figure.

**Figure EV1:**
*sox8* knockdown by Cas7–11 in the ventrolateral mesoderm impairs embryonic development. (**A**, **B**) Time-course analysis of the blastopore area shows delayed closure in *sox8* CRISPR embryos compared with controls. Dotted lines delineate the blastopore. Statistical significance was assessed using the two-tailed Mann‒Whitney test, ****P < 0.0001. Error bars: mean ± SD. (**C**) Representative images of *sox8* CRISPR embryos at the neurula and tailbud stages showing open blastopores (arrow) and shortened anteroposterior axis. Dotted lines delineate the blastopore. (**D**) Percentage of embryos with normal morphology at the neurulation stage. Statistical significance was assessed using a two-sided Fisher’s exact test, **** *P* < 0.0001. Error bars represent mean ± SD. *N* = 3 independent experiments (*n* = 32 control, *n* = 56 *sox8* CRISPR Cas7–11). (**E**) Quantification of embryos with normal morphology at the tailbud stage, showing a significant reduction in normal morphology following *sox8* knockdown. Two-sided Fisher’s exact test, **** *P* < 0.0001. Error bars represent mean ± SD; *N* = 3 independent experiments (*n* = 33 control, *n* = 55 *sox8* CRISPR). Scale bars: 250 μm.

**Figure EV2:**
*sox8* CRISPR recapitulates Sox8 MO phenotypes during the gastrulation and neurula stages. (**A**–**C**) Injection of a validated Sox8 morpholino (MO) into the ventrolateral mesoderm induces defects in blastopore closure, as illustrated by representative examples. Dotted lines delineate the blastopore (**B**). (**B**) Box plot showing the normalized ratio of blastopore area to embryo area. Boxes represent the interquartile range (IQR; 25th–75th percentile), with the center line indicating the median and whiskers extending to the minimum and maximum values. Statistical significance was assessed using the two-tailed Mann‒Whitney test, ****P < 0.0001; *N *= 3 independent experiments (*n* = 37 control embryos; n = 54 sox8 MO). Scale bars: 250 μm. (**C**) Percentage of embryos exhibiting normal blastopore size per condition (embryos displaying values below the maximum control ratio value are classified as normal). Two-sided Fisher’s exact test, ****P < 0.0001; Error bars: mean ± SD. *N* = 3 independent experiments (*n* = 37 control; *n* = 52 *sox8* MO). (**D**–**F**) Semi-quantitative RT‒PCR of stage 21 heads (early neurulation), confirming the depletion of *sox8*. The purple stripes represent target injections in the neural crest. Statistical significance was assessed using a two-tailed Mann‒Whitney test, ****P < 0.0001; Error bars: mean ± SD. *N* = 3 independent experiments. (**G**) CRISPR Cas7–11-mediated depletion of *sox8* in the neural crest phenocopies previously reported *sox8* MO phenotypes in the neural crest, such as a delay in neural crest induction (as detected by *ISH* for *snail2*). Dotted lines delineate the neural crest region. (**H**) Quantification of the percentage of embryos with normal signals for *sox8* or *snail2*. Two-sided Fisher’s exact test, ****P < 0.0001; **P = 0.0033. Error bars: mean ± SD. *N* = 3 independent experiments; *n* = 17 control embryos (*ISH snail2*); *n* = 18 s*ox8* CRISPR Cas7–11 (*ISH snail2*); *n* = 38 control embryos (*ISH sox8*); *n* = 41 *sox8* CRISPR (*ISH Sox8*). Scale bars: 250 μm.

### Transcriptomic analysis reveals that Sox8 influences ventral markers and Wnt inhibitors

To gain molecular insights into how Sox8 regulates gastrulation, we performed RNA-seq analysis of ventral tissue from control and *sox8* CRISPR 7–11-treated embryos (Fig. 4A). 

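The 2 control libraries were compared with 2 libraries of ventral tissue from embryos injected with 800 pg per blastomere of mRNA of Cas7-11, an RNA-guided enzyme that cuts transcripts, and 160 pg per blastomere of guides against sox8. The recovered totals were 24108577 reads on genes in sox8 CRISPR replicate 1 and 18427818 in sox8 CRISPR replicate 2, and 667 and 3862 genes were listed at 0. The most abundant 20 genes took 18.5% and 12.8% of the reads in control replicates 1 and 2, and 12.8% and 16.7% in sox8 CRISPR replicates 1 and 2. Differential expression was tested with limma (lmFit and eBayes with an intensity trend, two-sided) on log2(normalized count + 1), a scale that understates the change of genes with low counts throughout a group and on which a single library near 0 weighs heavily, with Benjamini-Hochberg adjustment over all genes. A gene was called when its adjusted p was under 0.05 and its log2 fold change was beyond the paper's threshold of 0.58. The targeted gene sox8.L lies on chromosome 9_10L of the X. laevis v10.1 assembly, from 120506029 to 120514402. Its normalized counts were 26.9 in sox8 CRISPR replicate 1 and 25.4 in replicate 2, below both control libraries. The log2 fold change was -4.66 (standard error 0.97, limma adjusted p = 0.0436). That adjusted p lay between 3.26e-06 and 0.425 over the 11 fits, passing the threshold in 6 of them, and without the intensity trend it was 0.425. The homeolog sox8.S had 134 normalized counts in sox8 CRISPR replicate 1 and was listed at 0 in replicate 2 (log2 fold change -1.16, limma adjusted p = 0.925), and without sox8 CRISPR replicate 2 its log2 fold change was 2.38.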

The quality of our RNA libraries was determined by PCR analyses of *xbra*, a pan mesodermal marker; *msfGFP* from Cas7–11, for correct targeting; and *sox8*, to confirm the efficiency of its depletion (Fig. EV3A). Principal component analysis (PCA) was also performed to confirm the overall sample variability (Appendix Fig. S2). 

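On the 500 most variable genes of log2(normalized count + 1), the first principal component held 68.3% of the variance and the second 25.0%. Coordinates on the first component were -38.1 and -60.8 for control replicates 1 and 2, 2.54 for sox8 CRISPR replicate 1 and 96.3 for sox8 CRISPR replicate 2, so the distance between the CRISPR replicates was larger than that from sox8 CRISPR replicate 1 to either control. With the variance stabilizing transformation, sox8 CRISPR replicate 1 lay at 24.2 and replicate 2 at 42.2, with the controls at -27.9 and -38.5. Over all genes the first component held 57.5%, and sox8 CRISPR replicate 1 lay among the controls at -76.0. Pearson correlations across genes were 0.757 between the CRISPR replicates and 0.828 between control replicate 2 and sox8 CRISPR replicate 1.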

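Over 21531 genes, 31 were higher and 41 lower in sox8 CRISPR than in control at an adjusted p under 0.05 from limma together with the fold threshold, and 1463 had an unadjusted p under 0.05. In all 72 called genes both sox8 CRISPR libraries lay beyond both control libraries, which held for 36.1% of all genes, where chance gives 33.3%. The fold threshold alone was passed by 6392 genes that were higher and 8101 that were lower. Among the alternatives with an adjusted p under 0.05 set before the data were examined, the count moved most with DESeq2's Wald test on the recovered reads, which called 238 higher and 185 lower, and limma without an intensity trend called 0, with 1450 genes at an unadjusted p under 0.05. DESeq2's fold changes with the threshold of 0.58 alone, a setting chosen after seeing the data, were passed by 7273 genes that were higher and 6933 that were lower. The largest rises among called genes with a mean of 50 or more were chrd.2.L, chrd.1.S, chrd.1.L, nog.L and tmem150b.L, and the largest falls were szl.S, gata2.S, hoxa9.L, msx2.L and crybg2.L.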

A list of 7273 upregulated and 6933 downregulated candidates was generated and further filtered by grouping these candidates on the basis of the biological processes and signaling pathways in which they are involved. For this purpose, we performed functional enrichment analysis in g:Profiler, including Gene Ontology (GO) biological process and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses. As observed in the Manhattan plot for “Biological Processes” (Fig. 4B), significant results were obtained for GO terms related to cytoskeleton organization, cell migration, and axial pattern formation (among others) (Fig. 4C). These findings align with earlier observations of phenotypes related to morphogenetic movements and axis elongation in *sox8* CRISPR (Figs. 3 and EV1). 

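The database of g:Profiler was not used here, and hand-written gene lists stand in for pathway terms, tested against all genes of the table with Fisher's exact test (two-sided). No list for the cell migration or pattern formation terms of Fig. 4C was tested this way, so the values below do not address those terms. Of 257 genes of the actin cytoskeleton list, 0 were called and 16 had an unadjusted p under 0.05 from limma. In the focal adhesion list, 0 of 214 genes were called (10 at an unadjusted p under 0.05), and in the adherens junction list 0 of 114 (6 at an unadjusted p under 0.05). Among genes past the fold threshold alone, the odds ratios were 0.869 for the actin cytoskeleton list, 0.881 for focal adhesion and 0.643 for adherens junction, with adjusted p of 0.760, 0.760 and 0.127 from Fisher's exact test. With DESeq2 fold changes past the threshold alone, they were 0.807, 0.828 and 0.658 against tested genes, and 1.64, 1.31 and 1.49 against all protein-coding genes, a background chosen after seeing the data (adjusted p = 3.56e-05, 0.0254 and 0.0254, Fisher's exact test).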

KEGG pathway analysis revealed overrepresented terms such as “Wnt signaling pathway” and “TGF-β signaling pathway” (in which BMP signaling is included) (Fig. 4D,E). 

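The Wnt signaling list held 224 tested genes, of which 6 were called (2.68%, against 0.310% of the other genes, odds ratio 8.86, adjusted p = 3.14e-04 from Fisher's exact test over the 6 pathway lists). Of these 6 genes, 5 were lower in sox8 CRISPR and 1 was higher. The lower genes include szl.L and szl.S, and szl encodes a secreted BMP feedback regulator. The Wnt odds ratio therefore rests in part on BMP feedback genes. The TGF-β signaling list, which includes BMP components, held 148 tested genes, of which 12 were called (8.11%, odds ratio 31.3, adjusted p = 4.58e-13 from the same exact test), 6 higher and 6 lower. The higher calls include chrd.1.L and chrd.2.L of Fig. 4F, which the paper chose from these libraries. This odds ratio is therefore not wholly independent of that choice. The Notch list had 0 called genes of 105, and 12 at an unadjusted p under 0.05. With the genes past the fold threshold alone, 66.5% of the Wnt list and 66.9% of the TGF-β list passed, against 67.3% of the other genes, and the odds ratios were 0.964 and 0.981 (adjusted p = 0.930 for both, Fisher's exact test). With DESeq2 fold changes past the threshold alone, the Wnt, TGF-β and Notch odds ratios were 0.984, 1.04 and 1.23 against tested genes, and 1.76, 1.64 and 2.97 against all protein-coding genes, a background chosen after seeing the data.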

Gene expression analyses revealed that the expression of ventral genes, such as *ventx*, *bmp* and *kremen2*, was downregulated in our libraries (Fig. 4F). On the other hand, dorsal genes such as *wnt11b* and *frzd* as well as dorsal organizer genes, such as *gsc*, *not,* and *chrd*, are upregulated in ventral tissues (Fig. 4F). This strongly suggests an expansion of Wnt activity to ventral territories. Consequently, we performed in situ hybridization against *wnt11b*—a ligand whose zygotic expression is found in dorsal territories after the onset of gastrulation (Castro Colabianchi et al, 2024; Tada and Smith, 2000; Smith, 2001). 

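Of the 7 ventrolateral genes of Fig. 4F, all were lower in both sox8 CRISPR libraries than in both controls, and 1 was called over all genes. This was bmp4.S, with 3426 and 3333 normalized counts in the controls and 231 and 321 in sox8 CRISPR (log2 fold change -3.63, standard error 0.70, limma adjusted p = 0.0254, between 4.70e-05 and 0.446 over 11 fits). The other 6 genes had limma adjusted p from 0.265 to 0.654. The ventx2 genes of Fig. 4F had log2 fold changes from -1.75 (ventx2.L) to -2.10 (ventx2.S). For ventx2.S, there were 4607 and 7068 normalized counts in the controls and 899 and 1974 in sox8 CRISPR. For bmp7.1.L the counts were 403 and 1223 in the controls and 127 and 55.6 in sox8 CRISPR. The ventx1 genes, which are not in Fig. 4F, fell further: ventx1.S had 3031 and 3341 normalized counts in the controls and 26.2 and 82.2 in sox8 CRISPR (log2 fold change -6.06, limma adjusted p = 1.04e-03). For kremen2.S, sox8 CRISPR replicate 1 kept 63.3% of the control mean and replicate 2 kept 0.943%, and without replicate 2 the log2 fold change was -0.63.

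**Figure D2:**
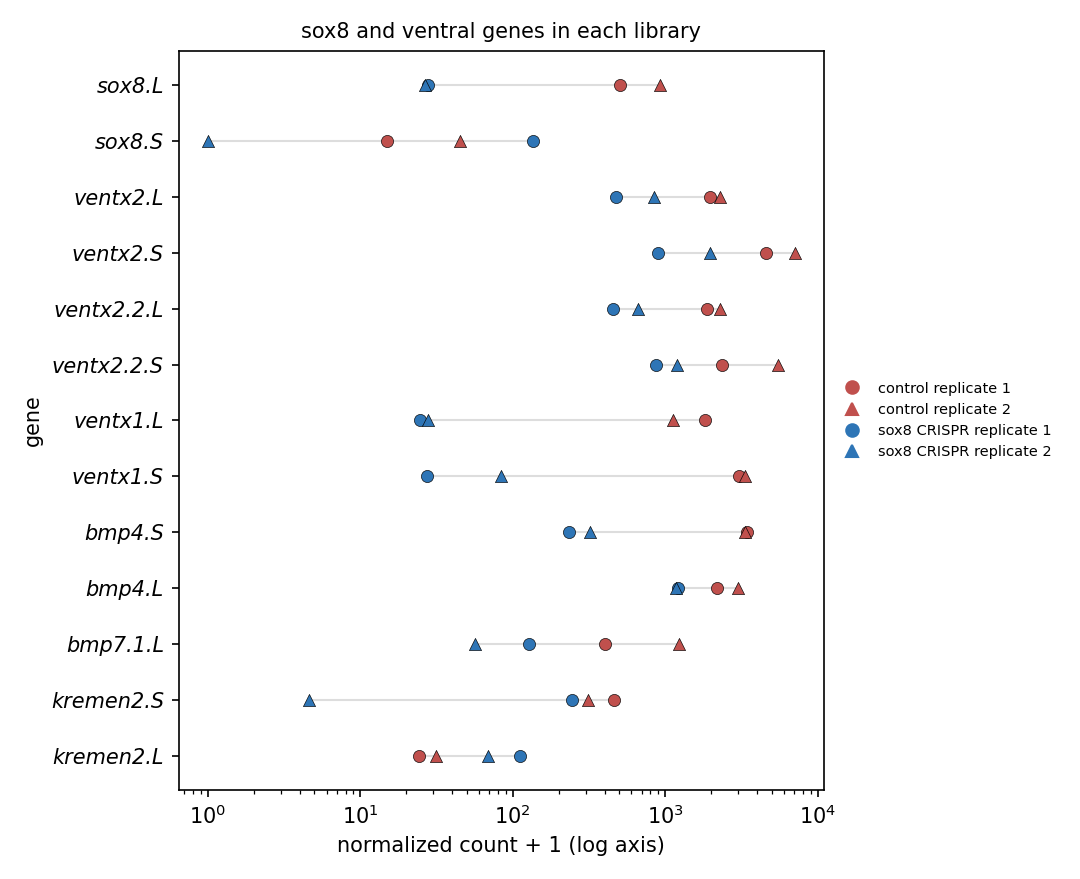
Normalized counts plus 1 (log axis) of sox8 and ventral genes in each of the 4 libraries, with controls in red and sox8 CRISPR in blue. The ventx and bmp4.S points of both sox8 CRISPR libraries lie below both controls, while kremen2.S lies at 244 in sox8 CRISPR replicate 1 and 3.63 in replicate 2.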

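All 6 dorsal genes of Fig. 4F had a positive log2 fold change, 0 of them were called over all genes, and 2 had an unadjusted p under 0.05 from limma. Normalized counts of wnt11b.L were 3309 and 2855 in the controls and 6419 and 7616 in sox8 CRISPR (log2 fold change 1.19, standard error 0.78, limma adjusted p = 0.818). For fzd7.L they were 725 and 2396 in the controls and 5645 and 3955 in sox8 CRISPR (log2 fold change 1.84, limma adjusted p = 0.679). The groups overlapped for ctnnb1.S, with 2900 and 12993 in the controls and 19163 and 6628 in sox8 CRISPR, and without control replicate 1 its log2 fold change was -0.21, and without sox8 CRISPR replicate 1 it was 0.11. All 7 organizer genes of Fig. 4F were higher in both sox8 CRISPR libraries, and chrd.1.L, chrd.2.L, nog.L and admp.L were called. Both control libraries listed chrd.2.L at 0, and sox8 CRISPR held 11979 and 1483 normalized counts (at least 1437-fold higher, limma adjusted p = 2.26e-04). This bound uses the mean of the sox8 CRISPR libraries, and from replicate 2 alone it would be lower. For nog.L the counts were 0 and 7.95 in the controls and 4948 and 1091 in sox8 CRISPR (limma adjusted p = 1.24e-03). Its homeolog nog.S did not rise, with 9.37 and 37.4 in the controls and 9.99 and 1.21 in sox8 CRISPR. Its groups overlapped (log2 fold change -2.02, limma adjusted p = 0.874). The homeologs chrd.1.S, gsc.S and not.S were higher in both sox8 CRISPR libraries than in both controls. The genes gsc.L (at least 80.1-fold higher, limma adjusted p = 0.0580, between 9.35e-07 and 0.424 over 11 fits) and not.L (log2 fold change 3.99, limma adjusted p = 0.0955, between 1.22e-03 and 0.666) were each past the threshold in 4 of the 11 fits, DESeq2 among them.

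**Figure D3:**
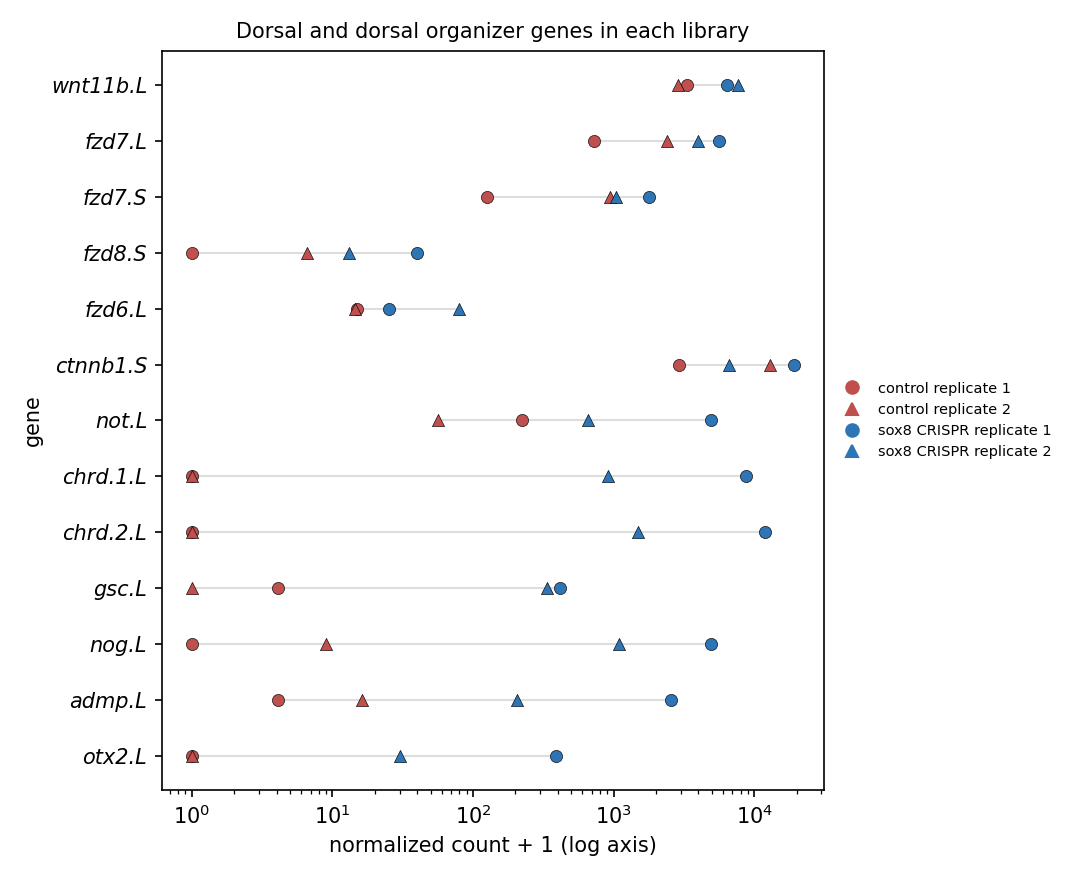
Normalized counts plus 1 (log axis) of dorsal and dorsal organizer genes in each of the 4 libraries, with controls in red and sox8 CRISPR in blue. The 7 organizer genes, from not.L to otx2.L, lie higher in both sox8 CRISPR libraries than in both controls, with chrd.1.L, chrd.2.L and otx2.L at 0 in both controls and replicate 1 above replicate 2.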

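Of the 23 genes of Fig. 4F, 6 were called over all genes and 17 adjusted over the list alone. The latter count is not independent evidence, since the paper chose Fig. 4F from these libraries. DESeq2 called 10 and edgeR 7 of them over all genes, and 22 passed the fold threshold. Both sox8 CRISPR libraries lay beyond both controls for 20 of the 23. From the lower ventral genes and the higher dorsal and organizer genes in ventral tissue, the paper proposes that Wnt activity expanded to ventral territories.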

We observed that *wnt11b* expression domain expanded to ventral tissues in *sox8-*knockdown embryos (Fig. 4G). This ventral expansion was consistent with an increase in nuclear β-catenin, a readout of Wnt activity, which is normally increased in dorsal tissues (Fagotto and Brown, 2009; Schohl and Fagotto, 2002) (Fig. 4I,J). Similarly, this ventral expansion of Wnt activity was accompanied by an inhibition of ventralizing BMP signaling, as observed by a decrease in pSmad protein (Fig. 4K,L). These results indicate that Sox8 may control gastrulation by modulating the activity of Wnt and BMP in ventral tissues.

**Figure 4:**
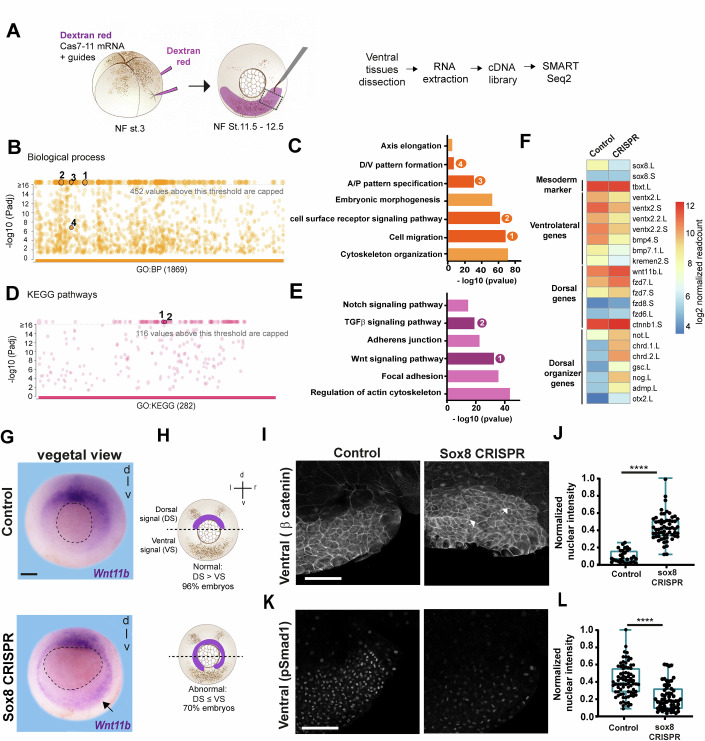
Transcriptomic analysis following *sox8* knockdown reveals the involvement of the Wnt and BMP pathways. (**A**) Schematic representation of targeted ventrolateral mesoderm injections and RNA-seq workflow. (**B**) Manhattan plot generated by g:Profiler showing functional enrichment of gene ontology (GO) BP (biological process) terms from up- and downregulated genes. (**C**) Bar chart of selected enriched GO BP (biological process) terms with corresponding numbers in the Manhattan plot (B): (1) cell migration (GO:0016477); (2) “cell surface receptor signaling pathways (GO:0007166); (3) anterior/posterior pattern specification (GO:0009952), and (4) dorsal/ventral pattern formation (GO:0009953). (**D**) Manhattan plot generated by g:Profiler showing functional enrichment using gene ontology KEGG analysis from a list of up- and down-regulated genes. (**E**) Bar chart of selected KEGG (Kyoto Encyclopedia of Genes and Genomes) terms highlighting significant enrichment of (1) “Wnt signaling pathway” and (2) “TGF-β signaling pathway”. (**F**) Heatmap showing the mean regularized log-transformed read counts for genes identified via RNA-seq analysis, both in the control and *sox8* CRISPR samples. (**G**) In situ hybridization of *wnt11b* showing expanded ventrolateral expression in *sox8* CRISPR embryos (arrow). Dotted lines delineate the blastopore. (**H**) Schematic illustration of the predominant *wnt11b* expression phenotypes in each condition. Dashed lines indicate the embryo’s equatorial region, dividing the dorsal (above) and ventral (below) regions. The shaded purple area denotes *wnt11b* expression. See EV3E, F for quantifications. (**I**) β-catenin immunofluorescence showing an increased nuclear β-catenin signal (arrows) on the ventral side of *sox8* CRISPR embryos compared with controls. Scale bar: 100 μm. (**J**) Box plot showing the normalized nuclear β-catenin intensity in ventral cells. Statistical significance was assessed by a two-tailed Mann‒Whitney test, ****P < 0.0001. *n* = 4 control embryos (31 cells); *n* = 8 sox8 CRISPR (60 cells). (**K**) pSmad staining levels are decreased in *sox8* CRISPR conditions. (**L**) Box plot showing the quantification of nuclear pSmad signal in ventral regions; Statistical significance was assessed by two-tailed Mann‒Whitney test, ****P < 0.0001. *n* = 9 control embryos (80 cells); *n* = 6 sox8 CRISPR (60 cells). Scale bar: 250 μm. For box plots in (**J**, **L**), boxes represent the interquartile range (IQR; 25th–75th percentile), with the center line indicating the median and whiskers extending to the minimum and maximum values. Source data are available online for this figure.

**Figure EV3:**
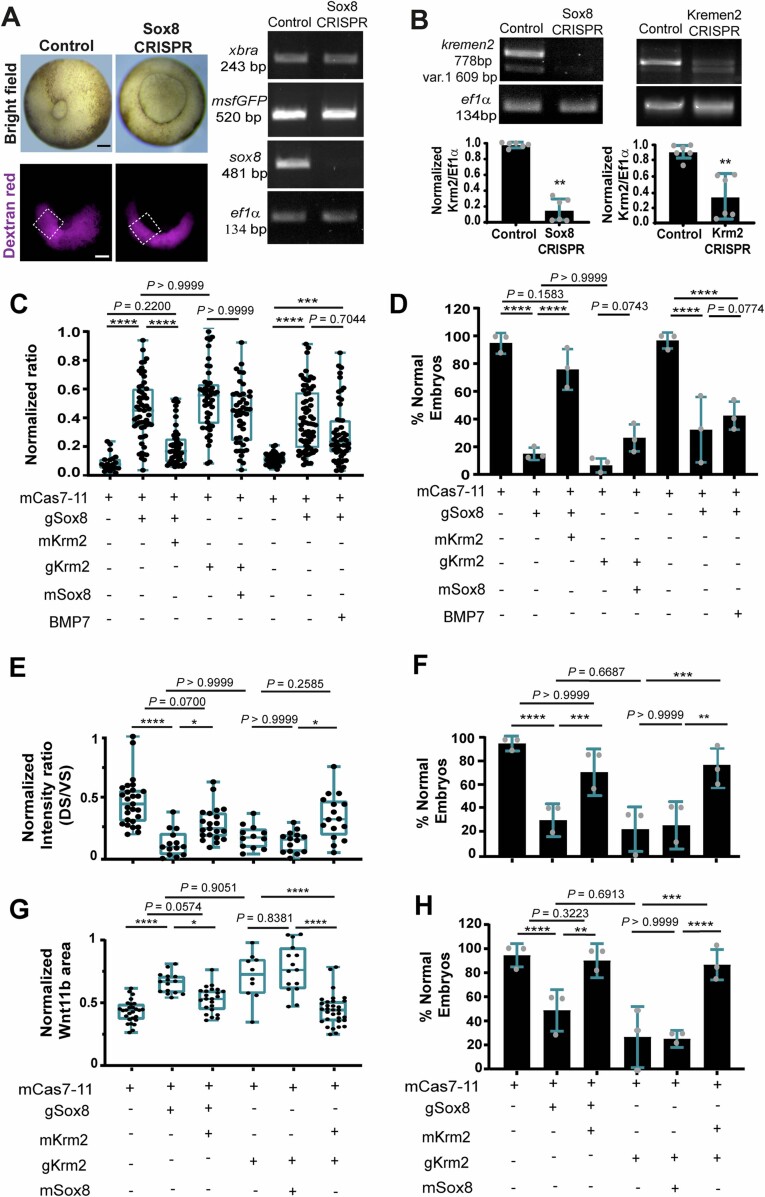
*sox8* and *kremen2* downregulation impairs blastopore closure and alters the *wnt11b* expression pattern. (**A**) SqRT‒PCR was performed as a quality control for samples sent for RNA-seq. (**B**) SqRT‒PCR and quantification of samples sent for RNA-seq revealed that *kremen2* is downregulated. Statistical significance was assessed by a two-tailed Mann‒Whitney test, **P = 0.0022. Control for *kremen2* depletion in the context of *kremen2* CRISPR is also shown. Mann‒Whitney test, **P = 0.0022; Error bars: mean ± SD. (**C**) Box plot showing the normalized ratio of blastopore area to embryos. Statistical significance was assessed by Kruskal‒Wallis multiple comparisons test, ****P < 0.0001; ***P = 0.0002 (control vs *sox8* CRISPR + *bmp7* mRNA); ns non-significant: *P* = 0.2200 (control vs *sox8* CRISPR + *kremen2* mRNA); *P* > 0.9999 (*sox8* CRISPR vs kremen2 CRISPR); *P* > 0.9999 (*kremen2* CRISPR vs *kremen2* CRISPR + *sox8* mRNA); *P* = 0.7044 (*sox8* CRISPR vs *sox8* CRISPR + *bmp7* mRNA). (**D**) Percentage of embryos exhibiting normal blastopore size per condition (embryos displaying values below the maximum control ratio value are classified as normal). Two-sided Fisher’s exact test, ****P < 0.0001; ns non-significant: *P* = 0.0774 (*sox8* CRISPR vs *sox8* CRISPR + *bmp7* mRNA); *P* = 0.1583 (control vs *sox8* CRISPR + *kremen2*); *P* > 0.9999 (*sox8* CRISPR vs *kremen2* CRISPR); *P* = 0.0774 (*sox8* CRISPR vs *sox8* CRISPR + *bmp7* mRNA); *P* = 0.0743 (*kremen2* CRISPR vs *kremen2* CRISPR + *sox8* mRNA). Error bars: mean ± SD; For (**C**, **D**): *n* = 20 control Cas7–11; *n* = 55 *sox8* CRISPR; *n* = 51 *sox8* CRISPR + *kremen2* mRNA; *n* = 45 *kremen2* CRISPR; *n* = 45 *kremen2* CRISPR + *sox8* mRNA; *n* = 39 control (for rescue with *bmp7* mRNA); *n* = 68 *sox8* CRISPR (for rescue with *bmp7* mRNA); *n* = 51 *sox8* CRISPR +  *bmp7* mRNA. *N* = 3 independent experiments. (**E**) Box plot showing the *wnt11b* intensity ratio between dorsal and ventral signals in different conditions. Statistical significance was assessed by Kruskal‒Wallis multiple comparisons test, ****P < 0.0001; *P = 0.0184 (*kremen2* CRISPR + *sox8* mRNA vs *kremen2* CRISPR + *kremen2* mRNA); *P = 0.0472 (*sox8* CRISPR vs *sox8* CRISPR + *kremen2* mRNA); ns non-significant: *P* = 0.0700 (control vs *sox8* CRISPR + *kremen2* mRNA); *P* > 0.9999 (*kremen2* CRISPR + *kremen2 sox8* mRNA); *P* > 0.9999 (*sox8* CRISPR vs *kremen2* CRISPR); *P* = 0.2585 (*kremen2* CRISPR vs *kremen2* CRISPR + *kremen2* mRNA). (**F**) Percentage of embryos displaying a normal *wnt11b* expression pattern is shown; percentage of normal and abnormal embryos in each condition (embryos displaying higher values than the baseline control intensity ratio value are classified as normal). Two-sided Fisher’s exact test, ****P < 0.0001 (control vs *sox8* CRISPR); ***P = 0.0001 (*sox8* CRISPR vs *sox8* CRISPR + *kremen2* mRNA); **P = 0.0092 (*kremen2* CRISPR + *sox8* mRNA vs *kremen2* CRISPR); *P* > 0.9999 (Control vs *sox8* CRISPR +  *kremen2* mRNA); *P* = 0.6687 (*sox8* CRISPR vs *kremen2* CRISPR); *P* > 0.9999 (*kremen2* CRISPR vs *kremen2* CRISPR + *sox8* mRNA). Error bars: mean ± SD. *N* = 3 independent experiments; *n* = 27 control embryos; *n* = 14 sox8 CRISPR; *n* = 21 sox8 CRISPR + kremen2 mRNA; *n* = 8 kremen2 CRISPR; *n* = 14 *kremen2* CRISPR + sox8 mRNA and *n* = 15 kremen2 CRISPR + kremen2 mRNA; (**G**) Box plot showing area of the wnt11b intensity in different conditions. Statistical significance was assessed by ordinary one-way ANOVA, ****P < 0.0001; *P = 0.0147 (*sox8* CRISPR vs sox8 CRISPR + kremen2 mRNA); *P* = 0.0574 (control vs *sox8* CRISPR + *kremen2* mRNA); *P* = 0.9051 (*sox8* CRISPR vs *kremen2* CRISPR); *P* = 0.8381 (*kremen2* CRISPR vs *kremen2* CRISPR + *sox8* mRNA); (**H**) Percentage of embryos displaying a normal *wnt11b* expression pattern is shown; percentage of normal embryos in each condition (embryos displaying lower values than the maximum control area value are classified as normal). Two-sided Fisher’s exact test, ****P < 0.0001; ***P = 0.0004 (*kremen2* CRISPR + *sox8* mRNA); **P = 0.0041 (*sox8* CRISPR vs *sox8* CRISPR + *kremen2* mRNA); *P* = 0.3223 (control vs *sox8* CRISPR + *kremen2* mRNA); *P* = 0.6913 (*sox8* CRISPR vs *kremen2* CRISPR); *P* > 0.9999 (*kremen2* CRISPR +  *kremen2* CRISPR + *sox8* mRNA). Error bars: mean ± SD. *n* = 27 control embryos; *n* = 15 *sox8* CRISPR; *n *= 23 *sox8* CRISPR + *kremen2* mRNA; *n* = 10 *kremen2* CRISPR; *n* = 15 *kremen2* CRISPR + *sox8* mRNA and *n* = 32 *kremen2* CRISPR +  *kremen2* mRNA (**E**–**H**) *N* = 3 independent experiments; Scale bars: 250 μm. For box plots in (**C**, **E**, **G**), boxes represent the interquartile range (IQR; 25th–75th percentile), with the center line indicating the median and whiskers extending to the minimum and maximum values.

### Sox8 directly regulates *kremen2* transcription

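Of 34 tested genes of a list of Wnt inhibitors, 21 were lower and 13 higher in sox8 CRISPR, and 5 were called both over all genes and adjusted over the list alone. The 4 called lower were the homeologs of szl and of bambi, and frzb.L was called higher, with 10.9 and 17.5 normalized counts in the controls and 802 and 643 in sox8 CRISPR (log2 fold change 5.60, limma adjusted p = 0.0212). Since szl encodes a secreted BMP feedback regulator, the lower calls rest in part on BMP feedback genes. By themselves they do not show a loss of Wnt inhibition. The gene kremen2.S lies on chromosome 9_10S of the v10.1 assembly, from 108770367 to 108784540, and had 459 and 310 normalized counts in the controls (log2 fold change -3.49, standard error 1.40, limma adjusted p = 0.645, between 0.395 and 0.927 over 11 fits). Its log2 fold change was smaller with DESeq2 (-1.63), edgeR (-1.51) and the regularized log (-1.77). Adjusted over the Fig. 4F list alone, its p was 0.0365. Its homeolog kremen2.L rose, from 23.4 and 30.2 normalized counts in the controls to 110 and 67.7 in sox8 CRISPR (log2 fold change 1.66, limma adjusted p = 0.851).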

The expansion of Wnt activity and, in turn, *wnt11b* expression into the ventral territories is consistent with the downregulation of well-known inhibitors of the Wnt signaling pathway, such as *kremen2*, which is typically expressed in the ventrolateral region of control embryos (Hassler et al, 2007; Rothbächer and Lemaire, 2002) (Fig. 5A). Thus, we hypothesize that Sox8 might regulate gastrulation, at least in part, by repressing Wnt activity in the ventral domain. Since the interaction between Sox8 and Kremen2 has not been previously described, we first focused on the regulation of this Wnt inhibitor by *sox8*. We first validated the requirement of Sox8 for *kremen2* expression by in situ hybridization and PCR (Figs. 5A,B and EV3B). In light of this regulation, we next investigated whether Sox8 regulates *kremen2* expression through direct binding to its promoter or in a non-direct manner. To address this, we performed chromatin immunoprecipitation (ChIP) against Sox8-GFP from gastrulating embryos. We used in silico approaches to identify potential binding sites of Sox8 in the regulatory elements of *kremen2* and identified three putative binding sites in the proximal promoter region of *kremen2* (Fig. 5C, Methods). PCR analyses revealed that Sox8-GFP was significantly enriched in one of these regions compared with that in samples obtained from control embryos (Fig. 5D–F; Appendix Fig. S3A). Moreover, this increase was not observed for another putative binding site (Appendix Fig. S3B), suggesting specific binding. Next, we evaluated whether the recruitment of Sox8 to this proximal binding site is associated with the recruitment of the transcriptional machinery. Indeed, we detected Pol II enrichment in control ChIP samples, but PoL II recruitment was decreased in samples obtained from *sox8*-depleted embryos (Fig. 5D,G,H; Appendix Fig. S3C). Together, these results indicate that Sox8 directly regulates *kremen2* transcription in the ventral regions of the *Xenopus* gastrula.

**Figure 5:**
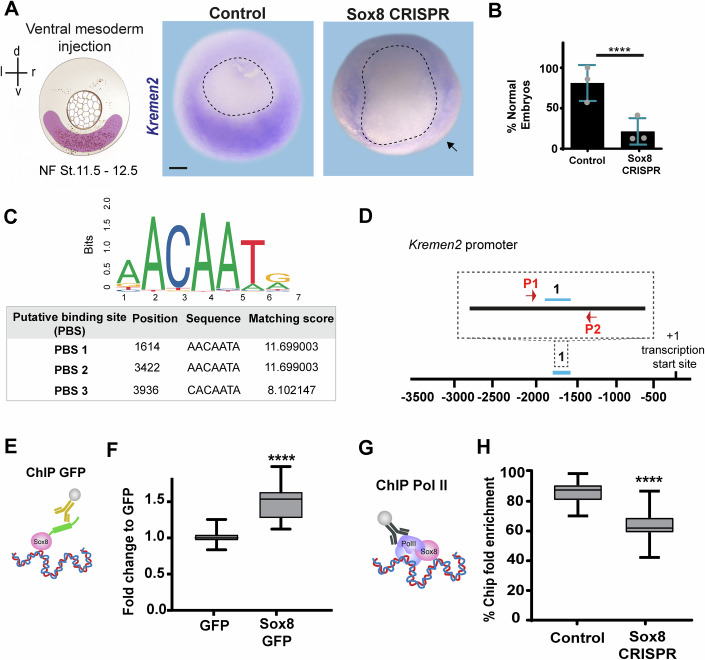
*kremen2* expression is directly regulated by Sox8. (**A**,** B**) *kremen2* is downregulated in *sox8* CRISPR Cas7–11 embryos, as shown by (**A**) representative *ISH* images and (**B**) quantification of the percentage of normal embryos (with *kremen2* ventral signal). The arrow indicates the reduction in the *kremen2* signal in the ventral region. Dotted lines delineate the blastopore. Statistical significance was assessed by two-sided Fisher’s exact test, ****P < 0.0001. Error bars: mean ± SD; *N* = 3 independent experiments (*n* = 30 controls injected with Cas7–11 and DR; *n* = 29 *sox8* CRISPR embryos). (**C**) Enrichment analysis of the Sox8 consensus motif, showing the localization of three putative binding sites with higher matching scores in the proximal promoter of *kremen2*. (**D**) Schematic representation of the localization of the putative binding site 1 motif in the *kremen2* proximal promoter and primers used for ChIP‒PCR. (**E**) Schematic representation of the ChIP assay using an anti-GFP antibody. (**F**) Box plot showing ChIP‒PCR enrichment at putative binding site 1 in the *kremen2* promoter, following ChIP with GFP or Sox8-GFP. Enrichment is shown relative to the GFP-only control. Statistical significance was assessed by a two-tailed Mann‒Whitney test, ****P < 0.0001. (**G**) Schematic representation of the ChIP experiment using an anti-Pol II antibody to assess transcriptional activity at the *kremen2* promoter in control and *sox8* CRISPR embryos. (**H**) Box plot showing Pol II ChIP enrichment at the *kremen2* promoter in the control vs *sox8* CRISPR conditions. Statistical significance was assessed by a two-tailed Mann‒Whitney test, ****P < 0.0001. *N* = 3 independent biological experiments. Scale bar: 250 μm. For box plots in (**F**, **H**), boxes represent the interquartile range (IQR; 25th–75th percentile), with the center line indicating the median and whiskers extending to the minimum and maximum values. Source data are available online for this figure.

### *kremen2* controls gastrulation by restricting Wnt activity to dorsal tissues

Next, we assessed the requirement of *kremen2* for both gastrulation and *wnt11b* expression by targeting *kremen2* CRISPR 7–11 to ventral tissues (Fig. 6; depletion controls in Fig. EV3B). Morphological analysis revealed that *kremen2* knockdown recapitulates the blastopore closure defects observed upon *sox8* depletion (Fig. 6A–C), which are defects that persist at a later stage (Fig. EV4). In addition, we also found that *kremen2* inhibition affected the localization of mesoderm markers such as *myoD*, *chordin* and *brachyury* (Fig. EV5A–I), suggesting a requirement for axial patterning. Indeed, double-knockdown experiments for *sox8* and *kremen2* elicited a stronger effect (Fig. EV5A–I), which makes sense with drastic, but not full, depletion of *kremen2* expression in *sox8* knockdown (Fig. 5A,B). Furthermore, in situ hybridization analyses revealed that, as observed with *sox8* CRISPR 7–11, *wnt11b* localization also expanded to ventral tissues upon *kremen2* knockdown (Figs. 6D and EV3E–H for further details). Blastopore closure and the wnt11b expression pattern were rescued by co-injection of *kremen2* mRNA with *kremen2* CRISPR 7–11 (Fig. 6A–D), confirming the specificity of the observed effects. To corroborate whether Wnt expansion towards the ventral territories was functional, we performed immunostaining for β-catenin. We detected greater accumulation of nuclear signals in the ventral tissue of *kremen2* CRISPR-treated embryos than in control embryos, indicating an increase in Wnt signaling (Fig. 6E,F). 

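Among BMP ligand genes, the homeologs bmp4.S and bmp4.L both fell. For bmp4.L the normalized counts were 2196 and 3010 in the controls and 1212 and 1169 in sox8 CRISPR, with a log2 fold change of -1.11 and a limma adjusted p of 0.817. The log2 fold change of bmp7.1.L was -3.04 (standard error 0.88, limma adjusted p = 0.265, and 0.0228 with DESeq2 on the recovered reads, between 0.0228 and 0.666 over 11 fits). The paralog bmp7.2.L did not move beyond its spread, with 11784 and 8637 normalized counts in the controls and 10892 and 10612 in sox8 CRISPR (log2 fold change 0.09, limma adjusted p = 0.987).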

In our analyses, we also observed effects on the transcription of BMP components in *sox8* CRISPR embryos, as revealed by RNA-seq and *ISH* (Figs. 4F and EV6A,B). Additionally, pSmad protein expression, a readout of BMP signaling, was reduced upon *sox8* and *kremen2* knockdowns (Figs. 4K,L and EV6C,D). These observations raised the possibility that the observed defects are a consequence of BMP signaling defects. However, co-injection of *bmp* mRNA was not sufficient to rescue the blastopore defects caused by *sox8* CRISPR (Figs. 6H,J and EV3C,D). On the other hand, the co-injection of *sox8* CRISPR 7–11 alongside *kremen2* mRNAs was sufficient to rescue both blastopore closure and the *wnt11b* expression pattern (Figs. 6G–I,M–O and EV3C–H). In contrast, *sox8* mRNA co-injection failed to rescue the defects observed in *kremen2* CRISPR 7–11 treated embryos (Figs. 6K,L,P,Q and EV3C–H). These findings confirm that *kremen2* works downstream of *sox8* and strongly suggest that BMP downregulation may not be the primary cause of the observed defects upon Sox8 knockdown but rather a secondary effect of Wnt signaling modulation via Kremen2.

**Figure 6:**
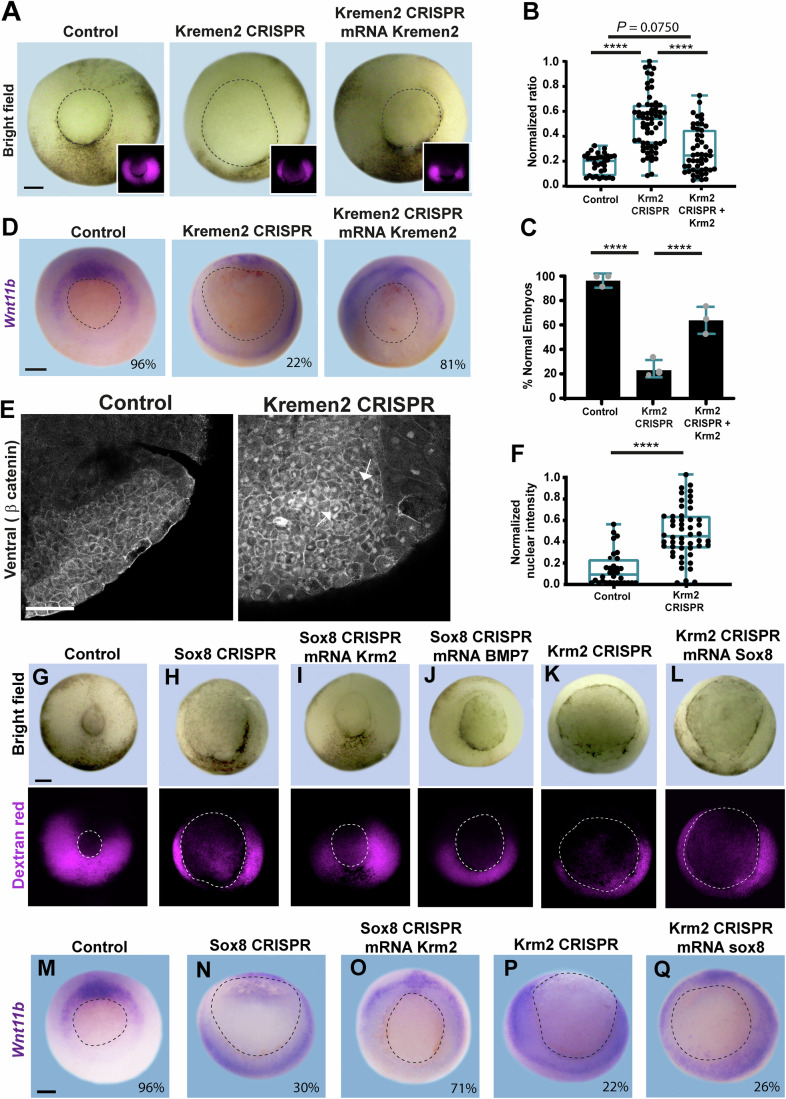
CRISPR-mediated knockdown of *kremen2* recapitulates the gastrulation defects and ventral Wnt expansion observed upon *sox8* downregulation. (**A**) Representative images of gastrulation phenotypes in *kremen2* CRISPR embryos. (**B**) Box plot showing the normalized ratio of blastopore area to embryo area under the indicated conditions. Statistical significance was assessed by Kruskal‒Wallis multiple comparisons test, ****P < 0.0001; ns, non-significant: *P* = 0.0750. *N* = 3 independent experiments (*n* = 34 control embryos; *n* = 63 *kremen2* CRISP; *n* = 50 *kremen2* CRISPR + *kremen2* mRNA). Scale bars: 250 μm. (**C**) Percentage of embryos exhibiting normal blastopore size per condition (embryos with values below the maximum control ratio value were classified as normal). Statistical significance was assessed by two-sided Fisher’s exact test, ****P < 0.0001. *N* = 3 to 4 independent experiments; Error bars: mean ± SD. (**D**) ISH of *wnt11b* in the control, *kremen2* CRISPR and rescue (co-injection of *kremen2* CRISPR with mRNA *kremen2*); see Fig. EV3C, D for quantifications of the percentage of embryos displaying normal expression *wnt11b*. Scale bars: 250 μm. (**E**,** F**) β-catenin immunofluorescence showing increased nuclear β-catenin signal (arrows) on the ventral side of *kremen2* CRISPR embryos compared with controls. Scale bar: 100 μm. (**F**) Box plot of normalized nuclear β-catenin intensity in ventral cells. Statistical significance was assessed by a two-tailed Mann‒Whitney test, ****P < 0.0001. *n* = 4 control embryos (32 cells); *n* = 5 embryos *kremen2* CRISPR embryos (50 cells). (**G**–**L**) Representative images of gastrulation phenotypes from epistasis experiments and respective controls for injection with Dextran Red dye. Scale bars: 250 μm. (**M**‒**Q**) In situ hybridization (ISH) for *wnt11b* expression under different conditions. See Fig. EV3E–H for quantification of the percentage of embryos displaying normal *wnt11b* expression. Scale bar: 250 μm. For (**A**, **D**, **G**–**Q**), dotted lines delineate the blastopore. For box plots in (**B**, **F**), boxes represent the interquartile range (IQR; 25th–75th percentile), with the center line indicating the median and whiskers extending to the minimum and maximum values. Source data are available online for this figure.

**Figure EV4:**
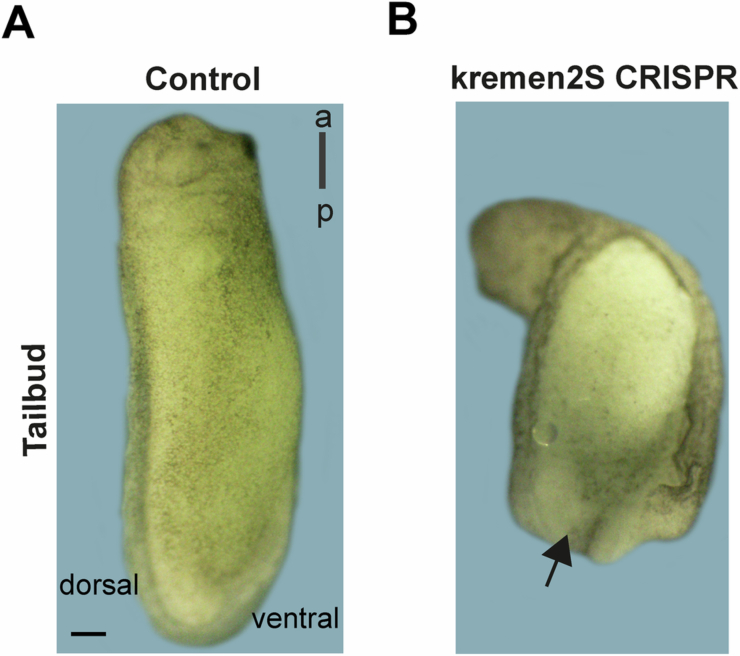
*kremen2* knockdown by Cas7–11 in the ventrolateral mesoderm impairs embryonic development. Representative images of (**A**) control embryos and (**B**) *kremen2* CRISPR embryos at the tailbud stage, showing open blastopores (arrows), with shortened embryos on the anteroposterior axis. Scale bars: 250 μm.

**Figure EV5:**
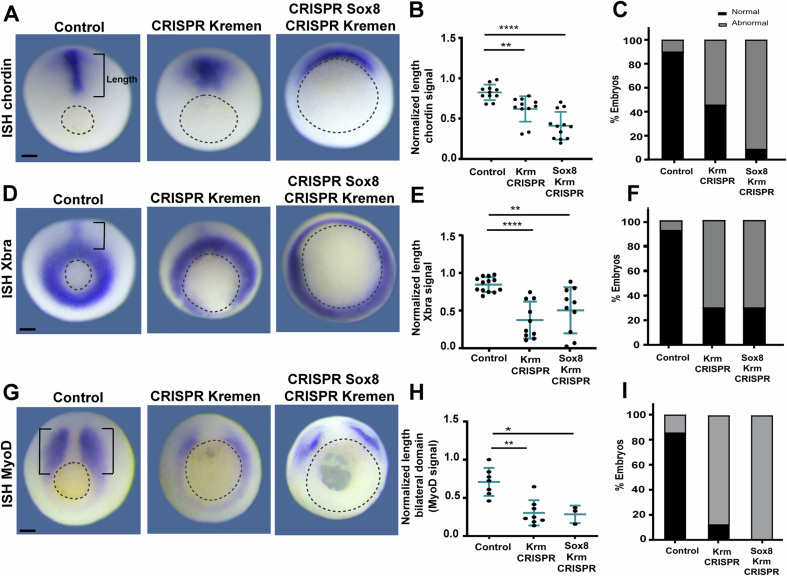
*kremen2* CRISPR and *sox8 kremen2* CRISPR double-knockdown disrupt the expression of mesodermal markers. (**A**,** D**,** G**) Whole-mount in situ hybridization (ISH) for different markers, *chordin* (**A**), *brachyury* (**D**), and *myoD* (**G**), revealed abnormal expression patterns of these markers in *kremen2* CRISPR and *sox8 kremen2* CRISPR double-knockdown embryos compared with control embryos. Dotted lines delineate the blastopore. (**B**,** E**,** H**) Quantification of marker expression length in the axial mesoderm revealed a significant reduction under CRISPR conditions. (**B**) Ordinary one-way ANOVA, **P = 0.0081; ****P < 0.0001. Error bars: mean ± SD. (**E**) Ordinary one-way ANOVA, **P = 0.0028; ****P < 0.0001. Error bars: mean ± SD. (**H**) Two-tailed Mann‒Whitney test, **P = 0.0022 (control vs *kremen2* CRISPR) *P = 0.0167 (control vs *sox8 kremen2* CRISPR). Error bars: mean ± SD. (**C**, **F**, **I**) Percentages of normal and abnormal embryos in each condition (embryos displaying greater values than the baseline control length value are classified as normal). Sample sizes: ISH chordin: *n* = 10 control; *n* = 11 *kremen2* CRISPR; *n* = 12 *sox8 kremen2* CRISPR; *Xbra* ISH: *n* = 13 control; *n* = 10 *kremen2* CRISPR; *n* = 10 *sox8 kremen2* CRISPR ; *ISH MyoD*: *n* = 7 control; *n* = 7 *kremen2* CRISPR; *n* = 3 *sox8 kremen2* CRISPR. Scale bars: 250 μm.

**Figure EV6:**
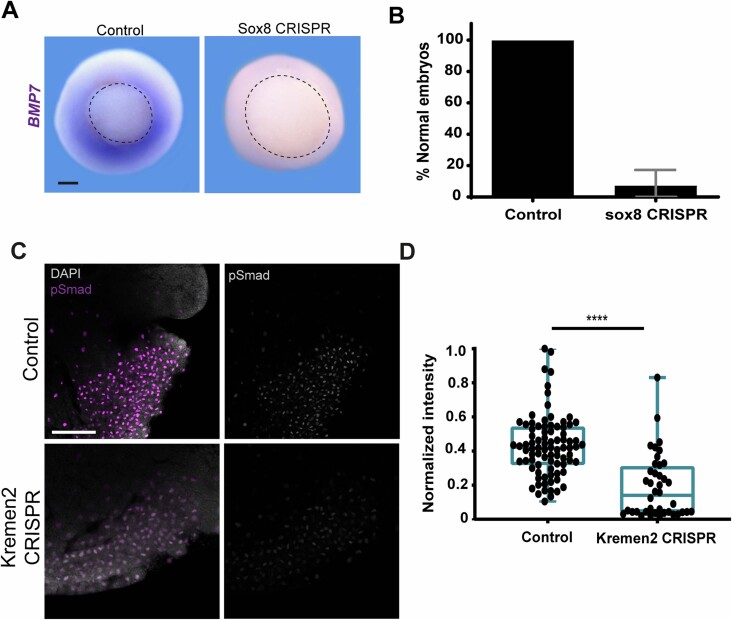
*BMP* signaling is perturbed under CRISPR conditions. (**A**) Whole-mount *ISH* for *bmp7* revealed reduced expression in *sox8* CRISPR embryos. Dotted lines delineate the blastopore. Scale bar: 250 μm. (**B**) Quantification of the percentage of embryos with a normal *bmp7 ISH* signal. *N* = 2 independent experiments (*n* = 5 embryos control; n = 7 embryos *sox8* CRISPR). (**C**) pSmad staining levels are decreased in *kremen2* CRISPR conditions compared with controls. (**D**) Box plot showing the quantification of the nuclear signal in the ventral regions. Boxes represent the interquartile range (IQR; 25th–75th percentile), with the center line indicating the median and whiskers extending to the minimum and maximum values. Statistical significance was assessed by a two-tailed Mann‒Whitney test, ****P < 0.0001. n = 9 control embryos (85 cells); *n* = 4 *kremen2* CRISPR (40 cells). Scale bar: 100 μm.

Taken together, our results indicate that Sox8 contributes to gastrulation by directly regulating the expression of the Wnt inhibitor Kremen2, thereby limiting the expansion of Wnt-related genes, such as *wnt11b*, into ventral territories.

## Discussion

Most SOX transcription factors have been reported to be involved mainly in cell pluripotency and neural crest development in *Xenopus* (Schock and LaBonne, 2020), but less is known about their role in gastrulation. The Sox F-group transcription factor Xsox17 was reported to control gastrulation in *Xenopus* by defining the endodermal territory and inhibiting Wnt signaling by repressing the transcriptional activity of β-catenin (Howard et al, 2007; Zorn et al, 1999). In zebrafish, *sox8* is not expressed during gastrulation (https://zfin.org), but the B1 SOX transcription factor SOX2/3/19 reportedly regulates gastrulation by controlling BMP-related genes and Wnt to coordinate cell fate specification with patterning and morphogenesis (Okuda et al, 2010). In chick and mouse embryos, SOX3 was reported to play a role in gastrulation by defining embryonic territories (Acloque et al, 2011). These findings collectively support a conserved role for SOX transcription factors in morphogenesis.

Here, we demonstrate that direct transcriptional regulation of *kremen2* by sox8 is required for repressing Wnt activity in ventral territories, thereby ensuring proper gastrulation and anterior-posterior (AP) patterning. Since Kremen2 is involved in the Wnt/β-catenin (canonical) pathway (Rothbächer and Lemaire, 2002), we expected that downregulation of Sox8 or Kremen2 would lead to increased nuclear β-catenin in ventral tissues. Such an increase was indeed observed in our conditions. Nevertheless, we cannot exclude the contribution of non-canonical Wnt signaling. In fact, involvement of non-canonical Wnt pathways could account for fluctuations observed in the localization of different gastrulation markers upon double Sox8/Kremen2 knockdowns or upon individual Kremen2 and Sox8 knockdowns. This possibility warrants further investigation.

Beyond gastrulation, AP patterning is also required in other contexts, such as in neural crest and limb development, but whether Sox8 regulates *kremen2* in these contexts remains to be determined. Both Kremen2 and Sox8 are involved in limb development and osteogenesis in mice (Schmidt et al, 2005; Ellwanger et al, 2008; Schulze et al, 2010; González Alvarado and Aprato, 2025), as well as in neural crest development in *Xenopus* (O’Donnell et al, 2006; Hassler et al, 2007) but whether they operate through the same regulatory axis remains an open question. In addition, investigating whether Sox8 also mediates *kremen2* expression in these contexts would contribute to exploring the extent to which this regulatory axis can be generalized. In addition to their role in embryonic development, Wnt and SOX interactions are associated with many types of cancer (Kormish et al, 2010); interestingly, Kremen2 has also been reported to be involved in gastric, colon and lung cancers (Chen et al, 2021; Sun et al, 2023; Long et al, 2023). Thus, our finding that Sox8 regulates Kremen2 expression could expand our understanding of pathological scenarios in which this regulatory axis might be involved.

In our data, we additionally observed that *sox8* downregulation also affects BMP expression. One possibility is that the observed effect could be due to a parallel role of BMP. However, injection of *bmp* mRNA was not able to rescue the effects of *sox8* loss-of-function. Accordingly, depletion of ventral markers such as *bmp* or *ventx1* often leads to a dorsalisation of embryos at later stages, which is characterized by the lack of ventral features (Sander et al, 2007; Reversade et al, 2005). In contrast, *sox8* and *kremen2* depletion resulted in marked failure of blastopore closure and defects in axis elongation, consistent with defective convergence movements and altered patterning of axial and mesodermal markers. These results suggest that the role of *sox8* in gastrulation is not related to the establishment of the ventral structure itself, but rather to AP axis patterning. Previous studies suggest that gastrulation and AP axis patterning are linked, sharing common mechanisms such as convergent extension movements (Shook et al, 2018). On the other hand, blastopore closure can also occur independently of AP axis patterning in *Xenopus* (Nutt et al, 2001; Shook et al, 2022). Nonetheless, further research is necessary to distinguish between these possibilities.

Other intriguing questions are related to the upstream signals that promote and restrict Sox8 expression to ventrolateral regions of the mesoderm. Notch1, for example, has been demonstrated to be the earliest sign of ventral development in vertebrates, positively controlling, directly or indirectly, the expression of genes from the ventral program (Acosta et al, 2011; Castro Colabianchi et al, 2018; López, 2022). Investigating whether Notch1 affects *sox8* expression and localization in the ventrolateral mesoderm, thereby influencing the expression of other ventral genes, is important for future research. Additionally, Notch was reported to antagonize Wnt signaling by destabilizing transcriptionally active β-catenin on the ventral side of the early embryo (Acosta et al, 2011). Thus, the regulation of Sox8 by Notch could also represent an additional regulatory layer through which Notch inhibits Wnt activity in the ventral territory. In addition to Notch, several other mechanisms can also regulate *sox8* localization. A role for Wnt signaling in mediating the transcriptional regulation of *sox8* through epigenetic modification of its promoter has also been described in spermatogonial cells (Kayyar et al, 2022). Hif1α was also demonstrated to regulate Sox9 expression in early skeletogenesis (Amarilio et al, 2007), but whether similar mechanisms could act on Sox8 during *Xenopus* gastrulation remains to be shown. Additionally, recent studies have shown that mechanical forces influence Sox9 expression during craniofacial development in zebrafish (Subramanian et al, 2023). Given the relevance of cell mechanics in gastrulation (Keller, 1981; Wilson and Keller, 1991; Shook et al, 2018) and the role of mechanics in controlling gene transcription (Dupont and Wickström, 2022; Miroshnikova et al, 2017), investigating whether mechanical forces during gastrulation could also play a role in restricting *sox8* spatial expression in the ventrolateral mesoderm would be interesting. Later in development, SoxE factors are involved in neural crest development, a process that is highly influenced by mechanical signals (Barriga et al, 2018; Marchant et al, 2022). This illustrates the potential broad relevance of studying the mechanical control of *sox8* expression and its related *kremen2* regulation in other biological contexts.

Finally, our study highlights Sox8 as a key factor that contributes to gastrulation by allowing the expression of *kremen2* in ventral tissues and biasing Wnt activity to dorsal territories. These results provide new insights into the mechanisms of gastrulation, a process that is central across the animal kingdom.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
*Xenopus laevis* (wildtype)	Xenopus1 (https://xenopus1.com)	N/A
**Recombinant DNA**		
pCS2^+^ nRFP	Barriga et al, 2018	N/A
pDF0159 pCMV-huDisCas7-11	Addgene	Cat# 172507
pCS2^+^ msfGFP	This study	N/A
pCS2^+^ huDisCas7-11-msfGFP	This study	N/A
pCS2^+^8CmCherry	Barriga et al, 2018	N/A
pCS2^+^ sox8	Provided by Saint-Jeannet lab (published in O’Donnell et al, 2006)	N/A
pCS2^+^ kremen2S	This study	N/A
pCS2^+^ bmp7.1 L	This study	N/A
pCS2^+^8CeGFP	Addgene	Cat# #34952
pCS2^+^ Sox8-GFP	This study	N/A
Plasmid for Snail2/Slug	Provided by Eric Thevenau lab (published in Mayor et al, 1995)	N/A
pBSK-ventx1	Provided by Philipp Vick Laboratory	N/A
pCS2^+^ Chordin	Provided by Saint-Jeannet lab	N/A
pBSK-MyoD	Provided by Saint-Jeannet lab	N/A
pSP73-Xbra	Provided by Saint-Jeannet lab	N/A
BMP7-CS110K	European Xenopus Resource Center (EXRC)	HAR310
**Antibodies**		
pSmad1/5/8	Millipore	Cat# AB3848-I
β-CAT active	Sigma-Aldrich	Cat# 05-665
Anti-mouse Alexa Fluor 647	Invitrogen	Cat# A32728
Anti-rabbit Alexa Fluor 647	Invitrogen	Cat# A31573
Anti-Pol II	Diagenode	Cat #C15200004
Anti-GFP	Abcam	Cat # ab6556
**Oligonucleotides and other sequence-based reagents**		
Sox8 MO	GeneTools (O’Donnell et al, 2006)	N/A
PCR primers	This study or others	Table EV1
gRNAs	This study	Table EV2
**Chemicals, enzymes and other reagents**		
Human chorionic gonadotrophin (hCG)	MSD Animal Health, Chorulon	5x1500UI
Ficoll	Sigma	Cat# P7798
Dextran Texas Red	Life Technologies	Cat# D1863
mMESSAGE mMACHINE SP6	Thermo Fisher	Cat# AM1340
mMESSAGE mMACHINE T7	Thermo Fisher	Cat# AM1344
Gibson Assembly® Master Mix	New England Biolabs (NEB)	Cat# E2611
Q5® Hot Start High-Fidelity DNA Polymerase	New England Biolabs (NEB)	Cat# M0493
RNeasy kit	Qiagen	Cat# 74104
Monarch RNA Cleanup Kit	New England Biolabs (NEB)	Cat# T2040L
MinElute Gel Extraction Kit	Qiagen	Cat# 28604
Promega Riboprobe® SP6	Promega	Cat# P1085
Promega Riboprobe® T7	Promega	Cat# P2075
Qubit RNA BR (Broad-Range) assay kit	Invitrogen	Cat# Q10210
DIG RNA labeling mix	Roche	Cat# 11277073910
Proteinase K	GRiSP	Cat# GE010.0100
SuperScript IV	Invitrogen	Cat# 18090050
Oligo (dT) Primer 50 µM	Invitrogen	Cat# AM5730G
Dynabeads™ Protein G	Thermo Fisher Scientific	Cat# 10004D
M-280 Dynabeads	Thermo Fisher Scientific	Cat# 11203D
Triethylamine	Millipore	Cat# T0886
Acetic anhydride	Millipore	Cat# A6404
Benzyl benzoate	Sigma	Cat# B6630-250ML
Benzyl alcohol	Sigma	8.22259.0100
BCIP	Roche	11383221001
NBT	Roche	11383213001
Low-melting agarose	Sigma	A9414-5G
**Software**		
Leica’s software	Leica, IM50	Leica, IM50
Graph Pad Prism 10.2.2	GraphPad Software (La Jolla, CA, USA)	N/A
FIJI	Schindelin et al, 2012	N/A
SnapGene**®**	Dotmatics	
**Other**		
NextSeq500 Sequencer	Illumina	N/A
Stereo LUMAR stereoscope	Zeiss	N/A
Leica Stellaris 5	Leica	N/A
Thunder Imager 3D	Leica	N/A

### Methods and protocols

The procedures related to animal handling described in this work were performed according to the Ethics Committee and Animal Welfare Body (ORBEA) of the Instituto Gulbenkian de Ciência (IGC) and complied with Portuguese (Decreto-Lei n° 113/2013) and European (Directive 2010/63/EU) legislation.

#### *Xenopus laevis* manipulation and embryo collection

Adult frogs were maintained in a temperature- and light-controlled environment (18 °C and 12 h light/12 h obscurity). Embryos were obtained by in vitro fertilization using a sperm mixture containing 500 µl of Marc’s modified Ringer 0.1x medium (MMR: 10 mM NaCl, 0.2 mM CaCl_2_·2H_2_O, 0.2 mM KCl, 0.1 mM MgCl_2_·6H_2_O, and 0.5 mM HEPES, pH 7.1–7.2). Ovulation was induced by injecting human chorionic gonadotropin (MSD Animal Health, Chorulon). After fertilization, the embryos were maintained at 0.1x MMR at 12 or 14 °C. Subsequent embryo staging was performed following previously established developmental methods (Nieuwkoop and Faber, 1994).

#### Microinjection, cloning, and synthesis of MO and mRNA

Pulled glass needles were calibrated and mounted in a cell microinjector (MDI, PM1000), which was programmed to inject 10 nl on a gas pulse of 20 psi for 0.2 s. After 5 min of de-jelly using L-cysteine (1 g in 50 ml 0.1x MMR with 500 µl NaOH 5 M), with consequent rinses in 0.1x MMR, the embryos were transferred to 5% Ficoll (Sigma, P7798)/0.45x MMR (w/v). The neural crest was targeted by injecting dorsal and ventral animal blastomeres at the eight-cell stage; the ventrolateral mesoderm was injected at the four-cell stage into the marginal (equatorial) region of both ventral blastomeres (Kreis et al, 2021). To label injected tissue, 250 pg of nRFP mRNA or 10 nl of 0.62 mg/ml Dextran Texas Red (Life Technologies, D1863) was injected per blastomere under all the injection conditions.

A previously validated MO against *Xenopus* Sox8 (O’Donnell et al, 2006) was synthesized by GeneTools and injected at 0.03 nM/blastomere. Transcripts for injection were synthesized in vitro by using mMESSAGE mMACHINE SP6 or T7 kits (Thermo Fisher, AM1340 or AM1344). *sox8* mRNA was generated by digestion of the plasmid pCS2^+^ Sox8 (O’Donnell et al, 2006) with *NotI*, and the linearized, purified plasmid was used as a template for SP6 transcription. mRNA from *sox8* was injected at 50–250 pg/blastomere; mRNAs from *kremen2. S* and *bmp7.1 L* were generated from *NotI* linearized plasmids cloned by Gibson Assembly® Master Mix (E2611) using ventrolateral mesoderm cDNA to amplify *kremen2. S* and *bmp7.1 L* CDS. Primers 1–8 listed in Table EV1 were used to amplify CDS (insert) and pCS2^+^8CmCherry (vector) using the following PCR conditions: (i) 98 °C for 30 s; (ii) 98 °C for 10 s; (iii) 30 s at an adequate Ta temperature (Table EV1); 72 °C for 1.5 min for inserts and 2.5 min for vectors (24x cycles, steps ii–iv); and (vi) 72 °C for 2 min; mRNA from *kremen2. S* and *bmp7.1 L* were injected at a concentration of 100–250 pg/blastomere. Sox8-GFP mRNA was generated from *NotI* linearized plasmids cloned by Gibson Assembly® Master Mix using the plasmid pCS2^+^ Sox8 (O’Donnell et al, 2006) to amplify *sox8* (insert) and a PCR product generated from pCS2^+^8CeGFP (vector) using the primers 38–41 listed in Table EV1, and the following PCR conditions were used: (i) 98 °C for 30 s; (ii) 98 °C for 10 s; (iii) 30 s at adequate Ta temperature (Table EV1); 72 °C for 1 min for inserts and 3 min for vectors (24x cycles, steps ii–iv); and (vi) 72 °C for 2 min. mRNA for GFP was generated from *NotI-*linearized pCS2^+^8CeGFP and transcribed using the SP6 kit. mRNA for GFP and Sox8-GFP was injected at 300 pg/blastomere in the ventrolateral mesoderm at the four-cell stage. HuDisCas7-11 (mentioned as Cas7–11 throughout the manuscript) (Özcan et al, 2021) was cloned and inserted into a pCS2^+^ plasmid via Gibson Assembly® Master Mix. For this purpose, we performed PCR using the plasmid pDF0159 pCMV-huDisCas7-11 (Addgene, 172507) as a template for insert amplification and the plasmid pCS2^+^msfGFP (generated in this study) as a template for vector amplification using Q5® Hot Start High-Fidelity DNA Polymerase (NEB, M0493). The primers used are listed in Table EV1 (primers 46–49), and the cloning strategy used is shown in Appendix Fig. S7. The PCR conditions used were as follows: (i) 98 °C for 30 s; (ii) 98 °C for 10 s; (iii) 30 s at an adequate Ta temperature (Table EV1); 72 °C for 2 min (19–29 cycles, steps ii–iv); and (vi) 72 °C for 2 min. The pCS2^+^ huDisCas7-11-msfGFP-generated plasmid was digested with *NotI*, and Cas7–11-msfGFP was transcribed with SP6. mRNA from Cas7–11 msfGFP was injected at a concentration of 800 pg/blastomere under all the conditions. The previous mentioned in vitro transcribed mRNAs were purified using an RNeasy kit (Qiagen) and eluted in RNase-free H_2_O.

### CRISPR/Cas7–11 tool for RNA targeting in *Xenopus laevis*

Here we provide a workflow outlining the implementation of this tool in *Xenopus* embryos, especially focused on guide design, synthesis, Cas7–11 mRNA, microinjection and knockdown validation. We describe some important tips and troubleshooting for efficient, specific, and reliable downregulation of genes in this model organism (Appendix Fig. S4). A detailed protocol is provided in protocols.io (10.17504/protocols.io.n92ld67zxg5b/v1)

#### 1. Designing gRNAs for the 3’ UTR of the mRNA target sequence (in silico)

##### Estimated timing: 1–2 h

1.1 Search for your gene in Xenbase (https://www.xenbase.org) (Fisher et al, 2023). In “Nucleotides”, select all the transcripts and paralogues for your gene and download the complete mRNA sequences (including UTR’s). We selected *kremen2*. S sequences NM_001088883.1 and XM_041577699.1, and for *sox8*, we selected *sox8. L* (NM_001090495.1) and *sox8. S* (XM_018239299);
1.2 Perform an alignment between different transcript variants and/or paralogues and identify the 3’UTR;
1.3 To design the most promising guides, use a platform (https://cas13design.nygenome.org/) that provides optimized spacers to target transcripts in the human transcriptome, model organisms and viral RNA genomes using CRISPR-Cas13 (Wessels et al, 2020; Guo et al, 2021); This platform relies on a machine learning-based “on-target” model that takes into consideration several parameters, such as the crRNA-fold energy, the local target C context and the upstream target U context (Wessels et al, 2020);
  - Go to “Design custom gRNAs”, since *Xenopus laevis* is not yet included in the list of model organisms;
  - We started by designing guides for the transcript with the longest 3’UTR. For sequences <500 nt, copy and paste the sequence where you want to design the guides. If a sequence is larger than 500 nt, use “upload multiple single-entry fasta files”, and the results will arrive at the email within a few minutes;
  - From the list provided, select top three spacers positioned in quartile 4 (Q4) with a minimum distance of 50 nt between them to avoid potential competition between gRNAs for target binding (Hernandez-Huertas). Each spacer will have 23 nt;
  - We recommend evaluating the most promising spacer sequences by aligning them with various transcript variants and/or paralogues and choosing those that show conservation across these sequences;
  - *Optional but recommended:* Analyse if the selected spacers have potential off-target effects. For this purpose, a BLAST search of the spacers was performed against the RNA-seq data of the *Xenopus laevis* database in NCBI. Consider a direct off-target if it has up to four mismatches with the target (Kushawah et al, 2020). To further evaluate the off-target risk, we analysed whether the potential off-target was expressed in the tissue of interest/developmental stage.

- Note 5: According to a study using CRISPR-Cas13 (Kushawah et al, 2020), guides for the CDS are more efficient at inducing a phenotype than guides for the UTRs. However, a great disadvantage in designing guides for the CDS is the impossibility of performing rescue experiments by reintroducing the mRNA of the gene being targeted. In this case, you can perform the rescue with a version that is not targeted by your guides (for instance, creating a CDS resistant to your guides using silent mutations or expressing the CDS of another species that cannot be targeted by your guides).

#### 2 Preparation of the template PCR for gRNA transcription

##### Estimated timing: 3 h

2.1 The DNA template used to generate the gRNA was produced by fill-in PCR (Hernandez-Huertas) using the following primers:
  - Universal primer: containing the direct repeat (DR) for the CAS7–11 interaction used in Özcan et al, 2021 (Özcan et al, 2021) and the T7 minimal promoter (Appendix Fig. S5).
  - Specific primer: This primer contains the complementary region that binds the linker and a sequence that should correspond to the mRNA target region (the same as the reverse complement of the guides) (Appendix Fig. S5).

- Note 6: We strongly recommend to simulate the PCR with your designed primers using to SnapGene**®** software (Go to “Actions” and then “PCR”) or other tool that allows to simulate your PCR to avoid any error in the design of the specific primer.

2.2 A mixture of the universal primer and specific primers (see primers 9–15 in Table EV1) was used. In our case, we performed PCR using a pool of three different gRNA-specific primers at equimolar concentrations (3.3 μM of each primer per 50 µl of PCR, which corresponds to ~10 μM in total).

- Note 7: Alternatively, gRNAs can be individually produced by performing separate PCRs for each gRNA template using 10 μM of the specific primer and 10 μM of the universal primer. In the injected solution, guides should be mixed at equal concentrations.
- Note 8: We recommend performing at least three PCRs and mixing them to increase the amount of DNA produced after purification. Negative controls with universal or specific primers alone can be run to ensure that the PCR bands are correct.

2.3 We performed PCR using Q5® Hot Start High-Fidelity DNA Polymerase (NEB, M0493), but other DNA polymerases can be used (just following the proper manufacturer’s instructions). In our case, the PCR conditions were as follows: (i) 98 °C for 30 s; (ii) 98 °C for 10 s; (iii) 30 s at 61 °C; (iv) 72 °C for 30 s (29× cycles, steps ii–iv); and (vi) 72 °C for 2 min.
2.4 All three PCR products were mixed, and 5 µl was run on a 2% agarose gel (Appendix Fig. S6). A band less than 100 bp (75 bp) should be observed;
2.4 The remaining PCR products were purified using a MinElute Gel Extraction Kit (Qiagen Cat# 28604) following the manufacturer’s instructions. This kit allows a good yield to be obtained in a small volume of elution.

- Note 9: The minimum amount of nuclease-free water recommended for elution was used. This will increase the concentration of the sample for the posterior step of in vitro transcription.

#### 3 In vitro transcription of the gRNAs

##### Estimated time: 6 h

3.1 We optimized the protocol for gRNA synthesis and purification as follows:
  - Use 500 ng of the purified PCR template per in vitro transcription;
  - A mMESSAGE mMACHINE T7 kit (Thermo Fisher, AM1344) was used following the manufacturer’s instructions. We performed transcription at 37 °C for 4 h;
  - We added 1 µl of TURBODNase (2 U/mL) (provided with the transcription kit) and incubated at 37 °C for 1 h;

- Note 10: CRITICAL: gRNAs should be purified via small RNA purification kits. We used a Monarch RNA Cleanup Kit (NEB) to purify the RNA following the instructions, but with the adjustment for smaller RNAs and RNA with secondary structures. Thus, we diluted our samples with two volumes of ethanol instead of one in Step 2 of the manufacturer’s protocol. Elution should also be performed in the minimum volume of nuclease-free water recommended;
  Note 11: CRITICAL: The use of a spectrophotometer (Nanodrop) for gRNA quantification will overestimate the gRNA concentration (Hernandez-Huertas). A Qubit RNA BR (Broad-Range) assay kit (Invitrogen) is crucial for accurate quantification of these small RNA fragments.

d) Always run a bleach gel (1% commercial bleach/2% agarose) to check for the integrity of the gRNAs (Appendix Fig. S6). The use of parallel samples whose concentrations were previously known could also be a good quality control.

- Note 12: Do always three to four transcriptions and mix them to have enough amount for all the experiments, using the same batch of gRNA. Expected yields can vary because of their composition and secondary structures (Hernandez-Huertas), but in general, concentrations between 100 and 500 ng/μl can be obtained using this method.
- Note 13: We always recommend storing gRNAs at −80 °C in several aliquots (e.g., 5 µl) to avoid freeze‒thaw cycles.

#### 4 In vitro transcription of Cas7–11-msfGFP mRNA

##### Estimated time: 2 days

4.1 We used 6 μg of the pCS2^+^ huDisCas7-11-msfGFP plasmid produced in this study (Appendix Fig. S7 and see Methods for further details) to digest the mixture for 4 h with NotI-HF (NEB, # R3189S).

- Note 14: We usually use a 100 μl digestion volume to increase the chance of obtaining good HuDisCas7-11-msfGFP concentrations after purification.

4.2 The products were purified with a MinElute Gel Extraction Kit (Qiagen, Cat# 28604) and transcribed (2 μg was used for transcription via the mMESSAGE mMACHINE™ SP6 Transcription Kit); incubation was performed at 37 °C for 4 h.

- Note 15: After purification, 1 μl of the digested plasmid and the same amount of non-digested plasmid were run to check for digestion efficiency.

4.3 Proceed with digestion with TURBO DNase (1 h at 37 °C);
4.4 Proceed with the cleanup using an RNeasy kit (Qiagen);
4.5 The mRNA was quantified via a NanoDrop™ or Qubit RNA BR (Broad-Range) assay kit (Invitrogen) and run on a gel bleach gel (as described previously).

#### 5 Microinjection of embryos

##### Estimated time: 1–2 h

5.1 In this study, we injected the dorsal and ventral blastomeres (right or left) of eight cell-stage embryos to target the neural crest and the two ventral vegetal blastomeres of four cell-stage embryos to target the ventral mesoderm, as described in the Methods section.
5.2 Guides (Table EV2) were injected at 160 pg/blastomere and mRNA from Cas7–11-msfGFP was injected at a concentration of 800 pg/blastomere under all the conditions.

- Note 16: We recommend performing an initial titration to determine the concentration of gRNA and Cas7–11-msfGFP mRNA that should be used without affecting the viability of the embryos or the biological process.

#### 6 Validation of mRNA knockdown

##### Estimated time for sqRT‒PCR and ISH - 2 weeks

**Estimated time for RNA-seq: variable (months)**

6.1 To validate the efficiency of the knockdown, we propose the following complementary or alternative experiments:
  - SqRT‒PCR or qPCR: Analysing the mRNA levels of a target gene through semi-quantitative RT‒PCR analysis is a fast way to address the knockdown efficiency if the depletion is successful and evident. For a more quantitative analysis, use qPCR with specific primers for the target gene;
  - In situ hybridization: This is a complementary way to check for the efficiency of depletion and requires designing specific probes for the gene you want to analyse or using probes already published and validated:
  - RNA-seq: This type of analysis will reveal not only the efficiency of depletion but also how the whole transcriptome is affected.
6.2 Phenotype validation should always be performed with rescue experiments for the gene you are targeting. If guides are designed to target UTRs, a rescue experiment can be performed by simply reintroducing the coding sequence of a gene; titration of the amount of mRNA should be performed to avoid dominant effects caused by overexpression.

#### 7 Troubleshooting

- **7.1 Problem: Low gRNA and Cas7–11 mRNA concentrations**

- If a low gRNA concentration is obtained, check the design of the primers, ensuring that the T7 minimal promoter is included in the “universal primer”;
- For Cas7–11 mRNA, check the linearization efficiency of the plasmid;
- If low gRNA and/or Cas7–11 mRNA levels are obtained, the amount and purity of the template used for in vitro transcription should be checked, as these aspects are crucial for successful in vitro transcription;
- For gRNA purification, use a kit that allows the purification of low-quality fragments.
- Alternatively, commercially-synthetized gRNAs (Moreno-Sánchez et al, 2025) can be used to reduce the variability related to guide concentration and quantification, as well as associated toxicity effects. This approach can also save time and lower overall costs.

- **7.2 Problem: Deficient RNA depletion and weak/absent phenotype**

- Check the design of your guides;
- Do not use poly(A) tailing in your gRNAs, as this can critically alter the structure of your guides;
- For linearization of the plasmid to produce Cas7–11 mRNAs, a single-cut restriction that cuts after poly(A) is used; in this case, poly(A) is essential to confer stability and enhance translation efficiency in vivo;
- The concentration of each gRNA must be checked via a reliable method (with a Qubit fluorometer). As discussed before, this is a critical aspect to consider because the guide concentration can be overestimated by a NanoDrop spectrophotometer;
- The samples (e.g., 500 ng) were run in 1% commercial bleach/2% agarose as suggested before to check the integrity of the gRNAs and Cas7–11 mRNA; if possible, a sample of gRNAs or Cas7–11 mRNA that worked previously was run in parallel;
- Always ensure that you are using RNAse-free material during the transcription and purification processes and avoid freeze‒thaw cycles;
- If an embryo has a low survival rate, a lower concentration of gRNAs and/or Cas7–11 mRNAs should be tested;
- The efficiency of targeted injections should always be carefully checked. Use a fluorescent dye (e.g., dextran red) to confirm the efficiency of the injection (as the msfGFP of the Cas7–11 signal can sometimes be faint owing to embryo autofluorescence and/or the ubiquitous distribution of Cas7–11-msfGFP in cells);
- If the signal of an injection marker is faint, it might be possible that the injection conditions (e.g., technical aspects related to the needle) are not optimal. Additionally, a high amount of mRNA may be toxic to cells, resulting in death, fewer injected cells and consequently a less penetrant phenotype.

#### In situ hybridization

In this study, we used the following in situ hybridization probes: (1) *sox8* (O’Donnell et al, 2006) (provided by Jean-Pierre Saint-Jeannet); (2) *snail2/slug* provided by Eric Thevenau laboratory (Mayor et al, 1995); (3) *ventx1* (provided by Philipp Vick laboratory); (4) *kremen2* (Janesick et al, 2018); (5) *wnt11b* (this study); (6) *chordin* (provided by Jean-Pierre Saint-Jeannet laboratory); (7) *myoD* (provided by Jean-Pierre Saint-Jeannet laboratory); (8) *xbra* (provided by Jean-Pierre Saint-Jeannet laboratory); and (9) *bmp7* (this study). In brief, digoxigenin–labeled antisense template probes were generated as follows: for the s*ox8* and *chordin* probes, the plasmid was linearized using *EcoRI* (NEB) and used as a template for T7 RNA polymerase; for *snail2/slug*, the plasmid was linearized with *BlgII* (NEB) and transcribed using the probe using SP6 RNA polymerase; for *ventx1*, the plasmid pBSK-ventx1 was digested with *SaII* (NEB) and used as a template for T7 RNA polymerase; for *kremen2*, an antisense PCR fragment of approximately 800 bp containing the T7 promoter was amplified using cDNA from ventrolateral mesoderm and the primers indicated in the Table EV1 (primers 16 and 17); for the *wnt11b* probe, an antisense PCR fragment of 841 bp containing the T7 promoter was amplified using the primers indicated in the Table EV1 (primers 18 and 19), and it was used as a template for transcribing the antisense probe via the T7 promoter; for the *myoD* probe, the plasmid was linearized with *HindIII* (NEB) and used as a template for the T7 RNA polymerase; for the *xbra*, the plasmid was linearized using *BlgII* (NEB) and used as a template for T7 RNA polymerase; and finally for *bmp7.1*, the plasmid BMP7-CS110K was used as a template for antisense PCR fragment amplification using primers indicated in Table EV1 (primers 20 and 21). For all the probes, we used the standard protocols from the Promega Riboprobe® in vitro transcription systems (P1085 for the SP6 and P2075 for the T7 RNA polymerase kit), but used DIG RNA labeling mix (Roche, 11277073910) instead of ribonucleotides from the kit (Barriga et al, 2019). RNA cleanup was performed using the RNeasy kit (Qiagen, 74104), and the RNA was eluted in RNase-free H_2_O. Probes were used at a concentration of 3 μg/ml in hybridization buffer solution.

In situ hybridization was performed following a previously described protocol for neural crest markers (Barriga et al, 2019) with additional steps of permeabilization and acetylation after the rehydration steps to improve penetration and specific probe binding in gastrulation (Willsey, 2021).

#### Immunofluorescence

The immunofluorescence protocol for β-catenin and pSmad was based on a published protocol (Plouhinec et al, 2013). The embryos were fixed in 1x MEMFA for 4 h at RT and washed in 1x PBS for 5 min. Sagittal sections of the embryos were obtained using a scalpel blade, and half of the embryos were dehydrated in increasing concentrations of methanol (MeOH): 25% (v/v), 50% (v/v), and 70% (v/v) in H_2_O for 5 min each and washed twice in 100% MeOH. To remove autofluorescence, the embryos were rinsed with 100% MeOH in 2:1 MeOH:30% H_2_O_2_ for 2 h and rehydrated in 70%, 50%, or 25% MeOH in H_2_O for 5 min each. After this step, the embryos were washed twice in PBS 0.1% Tween 20 containing 0.2% BSA for 10 min and incubated in blocking solution (PBS 0.1% Tween 20 containing 0.2% BSA) for 1 h at RT. The embryos were incubated with primary antibody diluted in blocking solution overnight at 4 °C (rabbit pSmad1/5/8 antibody at 1:50; Millipore, AB3848-I; mouse β-CAT active at 1:50; Sigma-Aldrich 05-665). Excess primary antibodies were removed by three washes of 30 min each in PBS-Tween 0.1% containing 0.2% BSA. After washing, the embryos were incubated in blocking solution for an additional 1 h at RT and then incubated with anti-mouse or anti-rabbit Alexa Fluor 647 secondary antibodies (1:100) and DAPI (1:500) in blocking solution at 4 °C. The excess secondary antibody was removed by three washes of 30 min each in PBS-Tween 0.1% containing 0.2% BSA, in 1× PBS for 10 min, washing in 70% MeOH in H_2_O for 5 min and 100% MeOH quickly, followed by 2 h at RT. Finally, the embryos were flat-mounted for imaging in a clearing reagent mix (two volumes of benzyl benzoate and one volume of benzyl alcohol; Sigma-Aldrich).

#### sqRT‒PCR

RNA extraction from the ventrolateral mesoderm was performed as described in the RNA-seq procedures and analysis section, whereas RNA extraction from the heads (stage 21) was performed using the RNeasy Mini Kit (Qiagen, 74104). For head samples, cDNA was generated with SuperScript IV (Invitrogen, 18090050) using Oligo (dT) Primer 50 µM (Invitrogen, AM5730G). Amplification by PCR was performed using the Q5 Hot Start High-Fidelity DNA Polymerase with the primers indicated in Table EV1 (primers 22–37). The PCR steps were as follows: (i) 98 °C for 30 s; (ii) 98 °C for 10 s; (iii) 30 s (annealing) at the temperatures indicated in Table EV1; (iv) 72 °C for 20 or 30 s (32–35x cycles, steps ii–iv); and 72 °C for 2 min. Amplicons were resolved on 0.8–2% (w/v) agarose gels. For semi-quantitative analysis, after background subtraction in an adjacent area, the band intensity of each gene was quantified using three different regions of interest (ROIs), and the ratio of each gene to *ef1α* was determined. The ratios were then normalized to the maximum value.

#### RNA-seq procedures and analysis

The RNAseq experiment was performed and optimized by the Genomic Unit of Instituto Gulbenkian Ciência (IGC), Oeiras. mRNA libraries from ventrolateral mesoderm tissues were prepared using the Smart-seq2 protocol adapted from Macaulay et al, 2016. RNA quality was assessed using a HS RNA Screen Tape Analysis (Agilent Technologies), and Illumina libraries were generated according to the Nextera protocol (Baym et al, 2015). The libraries were quantified and assessed for quality using the Agilent Fragment Analyser (AATI) in combination with an HS next-generation sequencing (NGS) kit (Agilent Technologies). Sequencing was carried out on a NextSeq500 Sequencer (Illumina) using 100 SE high-throughput kit. Sequence information was extracted in FastQ format using the bcl2fastq v2.19.1.403 (Illumina).

FastQC v0.12.1 and multiqc v1.14. Adapter sequences were removed, and reads with low-quality or length less than ten bases were discarded using cutadapt v4.4 (Martin, 2011) (with the following parameters: -b CTGTCTCTTATACACATCT-b GTATCAACGCAGAGTACT -b TTTTTTTTTTTTTTTTTTTTTTTTTTTT -b AAAAAAAAAAAAAAAAAAAAA -m 10 -q 20). The rRNA sequences were filtered out with SortMeRNA v4.3.6 (Kopylova et al, 2012) using eukaryotic 18S and 28S rRNA as reference sequences. The trimmed, rRNA-depleted sequences were therefore aligned to the reference genome of *X. laevis* v10.1 using HISAT2 v2.2.1 with default parameters (Kim et al, 2019). SAM files were converted into BAM files, sorted via SAMtools v1.5, and transcript abundance was quantified using featureCounts v2.0.6 (Liao et al, 2014), resulting in a raw count matrix of mapped reads per gene. Genes presenting a mean expression lower than 5 across all samples were filtered, and the resulting raw count matrix was normalized to account for technical variations, including library size, using the “DESeq2” package in R (Love et al, 2014). Differential gene expression analysis identified genes with statistically significant expression changes between conditions, applying a threshold of |Log2FC|>0.58. Additionally, the normalized counts for each condition were subjected to a “regularized log” transformation for downstream visualization. The transformed counts of the intersecting genes are displayed in a heatmap generated with the “heatmap” package in R.

#### g: Profiler analysis

The differentially expressed genes identified via RNA-seq were used for functional enrichment analysis. Functional enrichment analyses were performed using g:GOSt from g:Profiler (Raudvere et al, 2019) against the reference genome *Mus musculus*. Gene Ontology (GO) analyses were performed using two reference databases: molecular function (MF), biological process (BP), and KEGG biological pathway. Terms with a *p* value <0.05 with g:SCS correction were used for analysis. The results are represented by Manhattan plots provided by g:Profiler (with small modifications to improve visualization quality) and by plot bars showing the most relevant BP- or KEGG-enriched terms and their respective log^10^*p* values.

#### ChIP‒PCR procedures and motif enrichment analysis

Chromatin immunoprecipitation (ChIP) was performed following established protocols for *X. laevis* embryos (Akkers et al, 2012; Gentsch and Smith, 2014). Following injection and embryo pilling, the ventral halves were dissected at NF stages 11–11.5 using a scalpel, collected, fixed for 30 min (room temperature), and quenched. After washing, sonication was performed at 30% power (30 s on 30 s off) for 40 min (ON time) in a Qsonica Q800R3 sonicator. For immunoprecipitation, 5 μg of Pol II (Diagenode, C15200004) or 2.5 μg of anti-GFP antibodies (Abcam, ab6556) were incubated ON at 4 °C with Dynabeads™ Protein G (Thermo Fisher Scientific, 10004D) or M-280 Dynabeads (Thermo Fisher Scientific, 11203D), respectively. Equal amounts of sonicated chromatin from the control and experimental conditions were then incubated ON with the antibody-bound beads to precipitate Pol II- or GFP-associated DNA. Following immunoprecipitation, the DNA was eluted, decrosslinked and purified via phenol:chloroform extraction, as previously described.

To find putative binding sites for Sox8 in the *Kremen2* genomic region, 3.5 kb upstream of the transcription start site (TSS) region was manually extracted using the reference genome of *X. laevis* v10.1 and scanned for the SOX MA0868.3 motif of Sox8 from JASPAR2022 CORE, using a custom python script. For motif enrichment analysis, the simple enrichment analysis (SEA) tool from the MEME suite (Bailey and Grant, 2021) was used, with the JASPAR2022 CORE vertebrate non-redundant v2 database used as the reference for motif discovery.

The primer pair for the selected putative binding site was designed to analyse chromatin enrichment via PCR and is indicated in Table EV1 (primers 42 and 43). PCR was performed under the following conditions: 98 °C for 30 s; 98 °C for 10 s; 67 °C for 30 s; 72 °C for 10 s for 34-39 cycles; and 72 °C for 2 min. For the other putative binding site, the primers and annealing temperature used are also listed in Table EV1 (primers 44–45).

The intensities of the PCR bands were measured using the pixel intensity distribution (plot profile) in FIJI, and the background for each band was subtracted by using an adjacent ROI. Each dataset was normalized to the maximum value. For each experiment, we used three biological replicates with approximately 70–80 embryos per condition.

#### Microscopy

For imaging of the immunofluorescences, z-stack series were acquired on a Leica Stellaris 5 upright system using an HC PL APO CS2 10x/0.40 dry and 405 and 647 nm laser lines. The system was controlled by LAS X (Leica). For live imaging, embryos were embedded in 0.7% low-melting agarose (Sigma, A9414-5G) and imaged in a Thunder Imager 3D Cell Culture system (Leica) using the HC PL APO 10x/0.40-NA objective (Leica) in time-lapse mode every 10 min.

#### Imaging of whole embryos

All whole embryo images were captured using agarose dishes with small depressions to accommodate the embryos. For ISH embryos, MAB-T was used to fill the dishes, whereas 0.3x MMR was used for living embryos. For living embryos and some ISH (Fig. EV2), Flexacam C1 or C3 (Leica) mounted onto stereoscopes were used at 2.5x magnification using Leica’s software (Leica, IM50). Images from other ISHs of gastrulation were obtained using a Zeiss Stereo LUMAR stereoscope equipped with a Hamamatsu Orca-Flash 2.8 camera controlled with MicroManager v1.14 software.

#### Data processing and analysis

Rotations and lookup images (magenta) were obtained via Fiji (Schindelin et al, 2012). To adjust the contrast and brightness, we used both Fiji and Adobe Photoshop CS6. The scale bars were added via Fiji or Adobe Illustrator 2021. In the in situ hybridization images, the background was pseudocolored in Adobe Photoshop CS6 for clarity purposes without interfering with the embryos.

##### Quantification of the in situ hybridization *wnt11b* signal and area:

The ventral expansion of the *wnt11b* signal in CRISPR embryos was quantified by designing an equatorial line in the embryo image and using the manual ROI tool from Fiji to select the dorsal and ventral signal above and below the line, respectively. The background quantified in a nonstained region of the embryo was subtracted from the mean gray signal intensity. The ratios between the ventral and dorsal intensities were normalized against the maximum intensity value. The *wnt11b* signal area was quantified by manually selecting regions of interest (ROIs) using Fiji and calculating the ratio of the *wnt11b* signal area to the total area of the corresponding embryos. These ratios were then normalized to the maximum observed value.

##### Quantification of pSmad and β-catenin nuclear intensity:

To quantify the nuclear signals of pSmad and β-catenin, a single Z plane was selected. Using the DAPI channel, a circular ROI around the nucleus of 10 randomly chosen cells was used. Mitotic cells (ellipsoid nuclei) were excluded from the quantification. The background for each cell was quantified using a circular ROI in the cytoplasm and subtracted from each intensity value from the nucleus. Normalization to the maximum intensity value was performed.

#### Statistical analysis

The experiments were not blinded due to their nature, as only viable embryos and well-injected embryos were considered for the analysis. After selection, the embryos were randomly analysed. The exact *P* values, sample sizes, statistical tests employed and number of biological replicates are stated in the figures’ legends. For all the experiments, outliers were identified and removed via the statistical Grubb’s test and/or the ROUT method in Prism 10.2.2. The statistics used for each experiment are annotated in the figure legends. For all the datasets, normality was tested using the D’Agostino-Pearson and/or Shapiro‒Wilk tests in Prism 10.2.2 (GraphPad). For data that did not pass the normality tests, we used the Mann‒Whitney test (two-tailed, unequal variances) or the Kruskal‒Wallis test with Dunn’s correction for multiple comparisons in Prism 10.2.2. For data that passed the normality tests, we used ordinary one-way ANOVA (Tukey’s multiple comparisons test) for multiple comparison datasets or two-tailed *t*-tests to compare two conditions. Contingency analyses were performed using the two-tailed Fisher’s exact test. For all the experiments, a 95% confidence interval was used. Data analysis and charts were performed with Graph Pad Prism 10.2.2 and formatted in Adobe Illustrator 25.0.

## Supplementary information

Table EV1

Table EV2

Appendix

Peer Review File

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Expanded View Figures

## Data Availability

All the data that support our findings are displayed in manuscript figures or in the expanded view. All other information will be available upon reasonable request to the corresponding author. The RNA-seq datasets produced in this study are available at the Gene Expression Omnibus GSE GSE302963 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE302963) The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-025-00617-z.

# Supplementary material for: Sox8 is essential for vertebrate gastrulation
**Source:** EMBO Rep. 2025 Nov 10;26(24):6179–208. doi: 10.1038/s44319-025-00617-z
**Supplement:** Supplementary file 1 — Table EV1

**Table EV1:** Primers used in this study

| Number | Primer name | Primer sequence | Purpose | Ta | Product size | References |
| --- | --- | --- | --- | --- | --- | --- |
| 1 | P1'_Kremen2S | ATGCCTTTAGGT  TGTCTCCTCCCA  GAAATGATAAACACAC | Cloning CDS Kremen2S  in pCS2+ (insert) | 72 ºC | 1317 bp | This study |
| 2 | P2'_Kremen2S | TTATAACAGTGAT  TTCATGGATGACT  GATTGACGCaggtg | Cloning CDS Kremen2S  in pCS2+ (insert) |  |  |  |
| 3 | P1_Kremen2S | TTATCATTTCTGGG  AGGAGACAACCTA  AAGGCATCAATCGA  TGTCCGGCGATCGC  TGGCCGGCCTT | Cloning CDS Kremen2S in pCS2+ (vector) |  | 4204 bp | This study |
| 4 | P2_Kremen2S | GTCAATCAGTCATC  CATGAAATCACTGT  TATAAGAATTCAAG  GCCTCTCGAGCCTCT  AGAACTAT | Cloning CDS Kremen2S in pCS2+ (vector) |  |  |  |
| 5 | P1'_BMP7.1L | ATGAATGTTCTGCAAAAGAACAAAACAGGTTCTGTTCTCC | Cloning CDS BMP7.1L  in pCS2+ (insert) |  | 1275 bp | This study |
| 6 | P2'_BMP7.1L | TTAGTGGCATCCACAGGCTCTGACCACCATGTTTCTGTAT | Cloning CDS BMP7.1L  in pCS2+ (insert) |  |  |  |
| 7 | P1_BMP7.1L | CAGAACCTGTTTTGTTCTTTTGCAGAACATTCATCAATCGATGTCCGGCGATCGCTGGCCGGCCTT | Cloning CDS BMP7.1L  in pCS2+ (vector) |  | 4206 bp | This study |
| 8 | P2_BMP7.1L | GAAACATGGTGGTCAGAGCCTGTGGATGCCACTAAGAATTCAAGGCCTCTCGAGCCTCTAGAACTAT | Cloning CDS BMP7.1L  in pCS2+ (vector) |  |  |  |
| Number | **Primer name** | **Primer sequence** | **Purpose** | **Ta** | **Product size** | **References** |
| 9 | DisCas7-11_T7+linker (universal primer) | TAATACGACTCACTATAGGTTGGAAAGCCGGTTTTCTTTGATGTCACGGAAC | CRISPR downregulation | 61 ºC | 75 bp | (Özcan *et al*, 2021) |
| 10 | G1_3’UTR DisCas7-11 | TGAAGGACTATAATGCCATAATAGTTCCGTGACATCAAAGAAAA | Downregulation of Sox8 |  |  | This study |
| 11 | G2_3’UTR DisCas7-11 | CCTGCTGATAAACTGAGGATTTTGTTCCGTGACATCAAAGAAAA | Downregulation of Sox8 |  |  |  |
| 12 | G3_3’UTR DisCas7-11 | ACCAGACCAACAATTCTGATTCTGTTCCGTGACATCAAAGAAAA | Downregulation of Sox8 | 61 ºC | 75 bp | This study |
| 13 | G1_Kremen2_  3’ UTR | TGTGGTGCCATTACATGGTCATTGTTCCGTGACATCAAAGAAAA | Downregulation of Kremen2S |  |  |  |
| 14 | G2_Kremen2_3’ UTR | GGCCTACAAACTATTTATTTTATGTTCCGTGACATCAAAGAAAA | Downregulation of Kremen2S |  |  |  |
| 15 | G3_Kremen2_3’ UTR | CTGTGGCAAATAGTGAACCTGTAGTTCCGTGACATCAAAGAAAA | Downregulation of Kremen2S |  |  |  |
| Number | **Primer name** | **Primer sequence** | **Purpose** | **Ta** | **Product size** | **References** |
| 16 | Kremen2_Probe_Fw | TGTTGGTGGAGATGCTGTGG | Antisense probe for ISH Kremen2 | 69 ºC | 800 bp | (Janesick *et al*, 2018) |
| 17 | Kremen2_Probe_Rv | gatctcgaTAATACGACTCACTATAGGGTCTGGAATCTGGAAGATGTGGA | Antisense probe for ISH Kremen2 |  |  |  |
| 18 | Wnt11b_Fw | ATGGCTCCGACCCGTCACTG | Antisense probe for Wnt11b | 67 ºC | 841bp | This study |
| 19 | Wnt11b_T7_Rv | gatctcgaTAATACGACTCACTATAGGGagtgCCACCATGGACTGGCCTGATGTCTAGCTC | Antisense probe for Wnt11b |  |  |  |
| 20 | *bmp7.1_Fw* | ctcctttggacatacttctt | Antisense probe for *bmp7.1* | 59º C | 773 bp | This study |
| 21 | *bmp7.1_T7_Rev* | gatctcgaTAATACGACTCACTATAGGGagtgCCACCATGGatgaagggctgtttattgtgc | Antisense probe for *bmp7.1* |  |  |  |
| 22 | Sox8L_Fw | CTCACGTTTCGGACTCAGAC | SqRT-PCR Sox8 | 66 ºC | 481 bp | This study |
| 23 | Sox8L_Rv | GAGTCACTTTGCCCTGCCTT | SqRT-PCR Sox8 |  |  |  |

| Number | Primer name | Primer sequence | Purpose | Ta | Product size | References |
| --- | --- | --- | --- | --- | --- | --- |
| 24 | EF1α_Fw | ACCCTCCTCTTGGTCGTTTT | SqRT-PCR EF1α | 66 ºC | 134 bp | (Hong & Saint-Jeannet, 2007) |
| 25 | EF1α_Rv | TTTGGTTTTCGCTGCTTTCT | SqRT-PCR EF1α |  |  |  |
| 26 | dkk1_Fw | GCAAGATCAAGAACGCTTCC | SqRT-PCR dkk1 | 65 ºC | 206bp | This study |
| 27 | dkk1_Rv | GACGGGCACAACATAGACCT | SqRT-PCR dkk1 |  |  |  |
| 28 | Nodal 3.1 | TAATCTGTTGTGCCGATCCA | SqRT-PCR Nodal3.1 | 61 ºC | 152 bp | (Kofron et al, 2004) |
| 29 | Nodal 3.1 | ATCAATGTTGCCCTTTTTCA | SqRT-PCR Nodal3.1 |  |  |  |

| Number | Primer name | Primer sequence | Purpose | Ta | Product size | References |
| --- | --- | --- | --- | --- | --- | --- |
| 30 | xBra.Fw | GGAGTAATGAGTGCGACCGA | SqRT-PCR xBra | 68ºC | 243 bp | This study |
| 31 | xBra.Rv | GCCCGACATGCTCACCTTCA | SqRT-PCR xBra |  |  |  |
| 32 | Ventx1_Fw | CGCTCCCCCACCATATTAGG | SqRT-PCR Ventx1 | 65º C | 202 bp | This study |
| 33 | Ventx1_Rv | CAAAGAGTTGTGGGTAGGGT | SqRT-PCR Ventx1 |  |  |  |
| 34 | msfGFP_Fw | GTGAGTAAAGGTGAAGAACTC | SqRT-PCR msfGFP | 59 ºC | 520 bp | This study |
| 35 | msfGFP_Rv | GATCTTAAAGTTGGCCTTTATC | SqRT-PCR msfGFP |  |  |  |
| 36 | Kremen2_Fw | TGTTGGTGGAGATGCTGTGG | SqRT-PCR Kremen2 | 69 ºC | 778bp; 609bp (variant 1)  609bp (variant 1) | (Janesick *et al*, 2018)  (same primers as for the probe, but without the T7 promoter) |
| 37 | Kremen2_Rv | GGGTCTGGAATCTGGAAGATGTGGA | SqRT-PCR Kremen2 |  |  |  |

| Number | Primer name | Primer sequence | Purpose | Ta | Product size | References |
| --- | --- | --- | --- | --- | --- | --- |
| 38 | Sox8_CDS_  Fw | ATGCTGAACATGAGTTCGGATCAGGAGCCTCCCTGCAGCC | For Sox8-GFP  Cloning (insert) | 72º C | 1377 bp | This study |
| 39 | Sox8_CDS_Rv | CAAAGAGTTGTGGGTAGGGT | For Sox8-GFP  Cloning (insert) |  |  |  |
| 40 | Primer A_pCS2 | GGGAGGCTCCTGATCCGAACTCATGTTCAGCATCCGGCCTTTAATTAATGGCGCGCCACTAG | For Sox8-GFP  Cloning (vector) | 72 ºC | 4922 bp | This study |
| 41 | Primer A'_pCS2 | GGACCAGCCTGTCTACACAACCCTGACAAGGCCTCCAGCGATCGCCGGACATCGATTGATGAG | For Sox8-GFP  Cloning (vector) |  |  |  |
| 42 | PB1_P1 | CTCCTGGTTGCAAGGCATTTGCA | For ChIP-PCR | 67 ºC | 100 bp | This study |
| 43 | PB1_P2 | CACTCCTCCCCTTTTATAGTCCTTG | For ChIP-PCR |  |  |  |
| 44 | PBN_P1 | TCAAGATCCAAAACGAATATCTGATTAT | For ChIP-PCR | 62º C | 100 bp | This study |
| 45 | PBN_P2 | AGCCAGCTTAAGTCTTGGAA |  |  |  |  |
| Number | **Primer name** | **Primer sequence** | **Purpose** | **Ta** | **Product size** | **References** |
| 46 | P1_PCS2 for huDisCas7-11 | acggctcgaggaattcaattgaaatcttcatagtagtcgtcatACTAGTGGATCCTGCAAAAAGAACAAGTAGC | Gibson Assembly for huDisCas7-11 cloning in Pcs2+ | 72 ºC | 5009 bp | This study |
| 47 | P2_PCS2 for huDisCas7-11 | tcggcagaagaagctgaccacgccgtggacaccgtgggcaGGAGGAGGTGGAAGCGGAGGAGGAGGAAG |  |  |  |  |
| 48 | Primer  F_huDisCas7-11 | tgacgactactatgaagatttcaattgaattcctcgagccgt | Gibson Assembly for huDisCas7-11 cloning in Pcs2+ | 65 ºC | 4803 bp | This study |
| 49 | Primer  R_huDisCas7-11 | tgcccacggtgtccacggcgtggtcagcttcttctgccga | Gibson Assembly for huDisCas7-11 cloning in Pcs2+ |  |  |  |

# Supplementary material for: Sox8 is essential for vertebrate gastrulation
**Source:** EMBO Rep. 2025 Nov 10;26(24):6179–208. doi: 10.1038/s44319-025-00617-z
**Supplement:** Supplementary file 2 — Table EV2

**Table EV2:** gRNAs used in this study

| Guide name | Guide sequence |
| --- | --- |
| G1_Sox8 3’UTR DisCas7-11 | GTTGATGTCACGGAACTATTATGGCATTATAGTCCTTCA |
| G2_Sox8 3’UTR DisCas7-11 | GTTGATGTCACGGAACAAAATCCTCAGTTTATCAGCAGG |
| G3_Sox8 3’UTR DisCas7-11 | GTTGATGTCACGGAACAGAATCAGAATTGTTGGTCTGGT |
| G1_Krm2 3’UTR DisCas7-11 | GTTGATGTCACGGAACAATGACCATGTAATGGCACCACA |
| G2_Krm2 3’UTR DisCas7-11 | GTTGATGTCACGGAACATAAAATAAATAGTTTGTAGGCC |
| G3_Krm2 3’UTR DisCas7-11 | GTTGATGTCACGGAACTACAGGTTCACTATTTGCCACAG |

# Supplementary material for: Sox8 is essential for vertebrate gastrulation
**Source:** EMBO Rep. 2025 Nov 10;26(24):6179–208. doi: 10.1038/s44319-025-00617-z
**Supplement:** Supplementary file 3 — Appendix

# Sox8 is essential for vertebrate gastrulation

Sofia Moreira<sup>1,2</sup>, Artemis G. Korovesi<sup>3</sup> & Elias H Barriga<sup>1,2\*</sup>

<sup>1</sup> Mechanisms of Morphogenesis Lab, Cluster of Excellence Physics of Life (PoL), TU Dresden, Dresden, Germany.

## Appendix:

|                                                                                                                          |   |
|--------------------------------------------------------------------------------------------------------------------------|---|
| Appendix Figure S1: Transcription factors, including SOX, are highly expressed in the ventral territory .....            | 2 |
| Appendix Figure S2: Principal component analysis (PCA) of RNA-seq data from control and sox8 CRISPR Cas7-11 samples..... | 3 |
| Appendix Figure S3: ChIP-PCR results showing that Sox8 binds to the kremen2 promoter. ....                               | 4 |
| Appendix Figure S4: Step-by-step workflow of CRISPR Cas7-11 RNA targeting:....                                           | 5 |
| Appendix Figure S5: Fill-in-PCR schematic representation for generation of the guide PCR template. ....                  | 6 |
| Appendix Figure S6: Examples of gel images .....                                                                         | 7 |
| Appendix Figure S7: Map of pCS2+ huDisCas7-11 msfGFP created with SnapGene® software .....                               | 8 |
| Appendix References.....                                                                                                 | 9 |

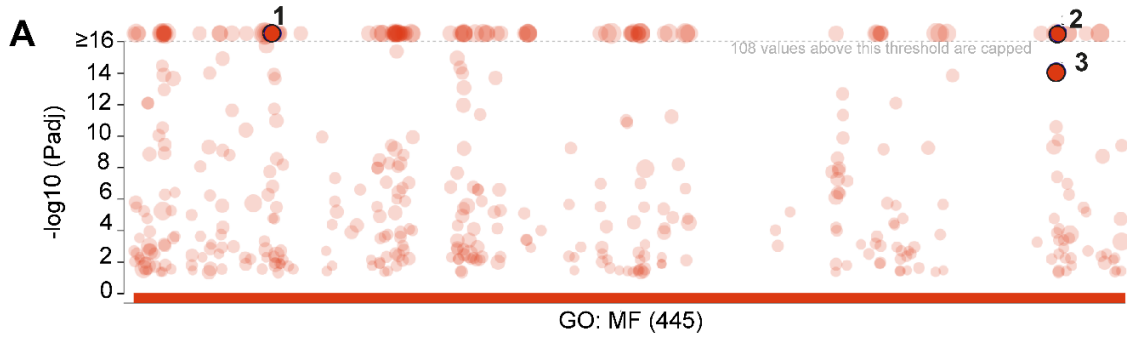

| No. | Source | Term ID    | Term name                                | Padj                    |
|-----|--------|------------|------------------------------------------|-------------------------|
| 1   | GO:MF  | GO:0008134 | Transcription factor binding             | $4.902 \times 10^{-66}$ |
| 2   | GO:MF  | GO:0140297 | DNA-binding transcription factor binding | $1.308 \times 10^{-54}$ |
| 3   | GO:MF  | GO:0140110 | Transcription regulator activity         | $9.095 \times 10^{-15}$ |

**B**

| Ranking | Sox group | Gene           | Expression pattern                                                | Reference                                                       |
|---------|-----------|----------------|-------------------------------------------------------------------|-----------------------------------------------------------------|
| 1       | SoxD      | <i>sox13.S</i> | Posterior cardinal veins, intersomitic veins and developing heart | McGarey <i>et al.</i> 2010                                      |
| 2       | SoxG      | <i>sox15.L</i> | Neuroectoderm; Dorsal marginal zone                               | Satow R <i>et al.</i> 2006<br>Nitta KR <i>et al.</i> 2004       |
| 3       | SoxC      | <i>sox11.L</i> | Neuroectoderm; Mesoderm around blastopore                         | Cizelsky <i>et al.</i> 2013<br>Marchak A <i>et al.</i> 2017     |
| 4       | SoxE      | <i>sox8.L</i>  | Neuroectoderm; Ventrolateral domain                               | O'Donnell <i>et al.</i> 2006<br>Hong CS <i>et al.</i> 2008      |
| 5       | SoxB1     | <i>sox3.S</i>  | Neuroectoderm; Dorsal marginal zone                               | Rorick AM <i>et al.</i> 2007<br>de Almeida I <i>et al.</i> 2008 |

**Appendix Figure S1: Transcription factors, including SOX, are highly expressed in the ventral territory.** A) Manhattan plot of g: Profiler enrichment results using a list of genes found in the RNA-seq data from ventral tissues. In the Manhattan plot for MF (molecular function), significant results were obtained for the terms “transcription factor binding”, “DNA-binding transcription factor binding” and “transcription regulatory activity” (terms with a p value <0.05). The table below shows these three enriched terms and the statistical Padj value for each term. B) The five most enriched SOX transcription factors and expression patterns reported in previously published works (*sox13.s*: McGary *et al.*, 2010; *sox15.L*: Satow *et al.*, 2006; Nitta *et al.*, 2004; *sox11. L*: Cizelsky *et al.*, 2013; Marchak *et al.*, 2017; *sox8. L*: O'Donnell *et al.*, 2006; Hong *et al.*, 2008; *sox3.s*: (Rorick *et al.*, 2007; de Almeida *et al.*, 2008).

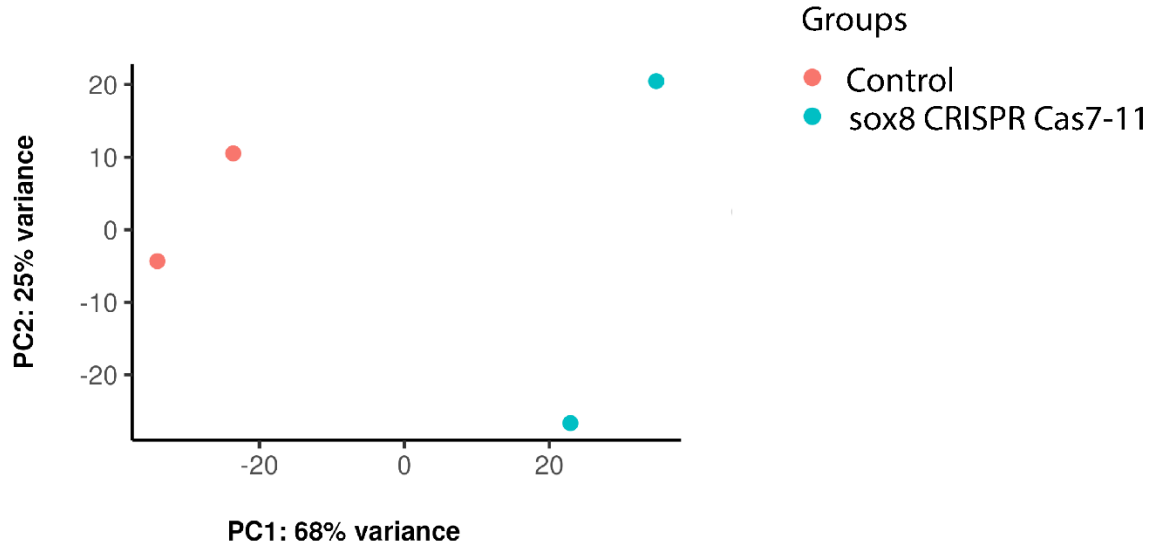

**Appendix Figure S2: Principal component analysis (PCA) of RNA-seq data from control and sox8 CRISPR Cas7-11 samples.** PCA was performed using variance-stabilized gene expression values from RNA-seq data, with a focus on the 500 most variable genes to illustrate the concordance between replicates and overall sample variability. Each point represents an individual biological replicate (n=2 per group), with control samples identified as red spots and sox8 CRISPR as blue spots. The first two principal components (PC1 and PC2) account for 68% and 25% of the total variance, respectively. Separation along PC1 indicates substantial transcriptional changes induced by the sox8 CRISPR treatment.

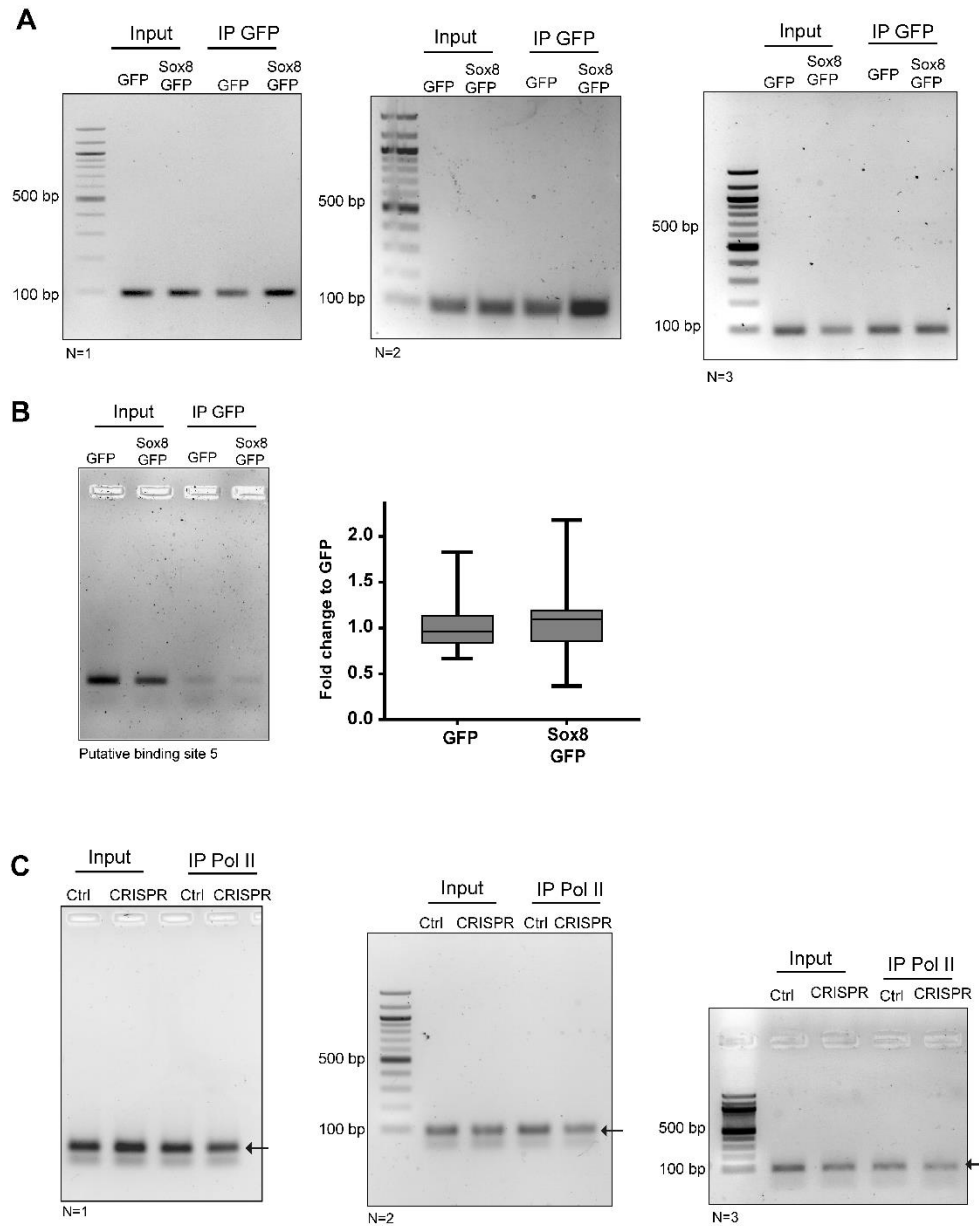

**Appendix Figure S3: ChIP-PCR results showing that Sox8 binds to the kremen2 promoter.** (A) Crops from the gels used to quantify the fold enrichment of Sox8-GFP binding to the putative binding site 1 of the kremen2 promoter; (B) Crops and quantifications of gels from PCRs using primers for other putative binding site and using the same ChIP-GFP samples as in A; (C) Crops from the gels used to quantify the percentage enrichment of Pol II bound to the kremen2 promoter under control and sox8 CRISPR Cas7-11 conditions. N=3 independent biological experiments.

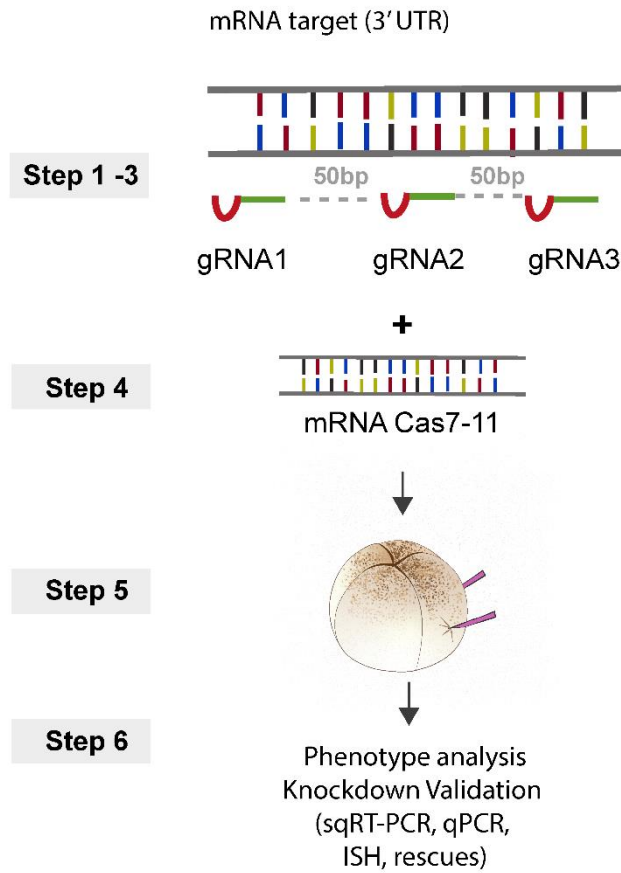

**Appendix Figure S4: Step-by-step workflow of CRISPR Cas7-11 RNA targeting:** from gRNA design (Steps 1-3) to mRNA Cas7-11 synthesis (Step 4), targeted injections (Step 5), phenotype analysis and knockdown validation (Step 6).

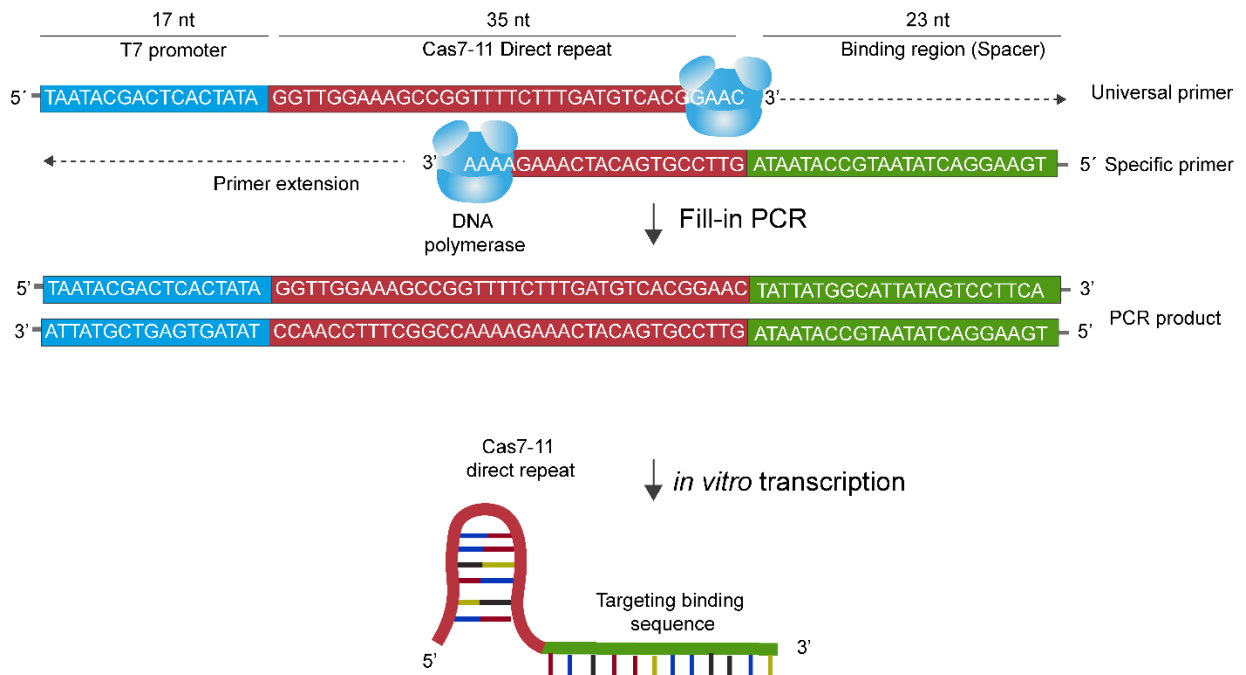

**Appendix Figure S5: Fill-in-PCR schematic representation for generation of the guide PCR template.** Universal primer (containing the 17 nucleotides of the T7 promoter and 35 nucleotides of the direct repeat for Cas7-11) and the specific primer (containing the reverse complement of part of the direct repeat sequence and a specific binding sequence of approximately 23 nucleotides) are represented. The direction of DNA polymerase extension is also indicated, as is the final PCR product, which will be used as a template for T7 RNA polymerase *in vitro* transcription.

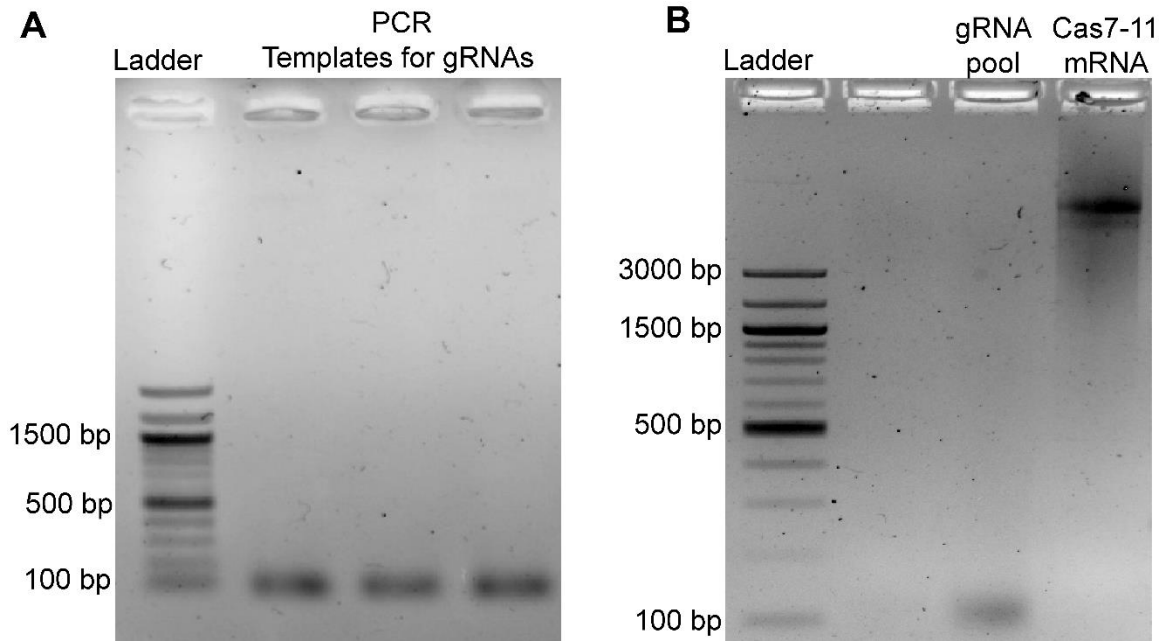

**Appendix Figure S6: Examples of gel images.** (A) gRNA PCR templates with expected sizes less than 100 bp and (B) the integrity of gRNA and mRNA Cas7-11 produced by *in vitro* transcription (2% agarose/1% bleach gel).

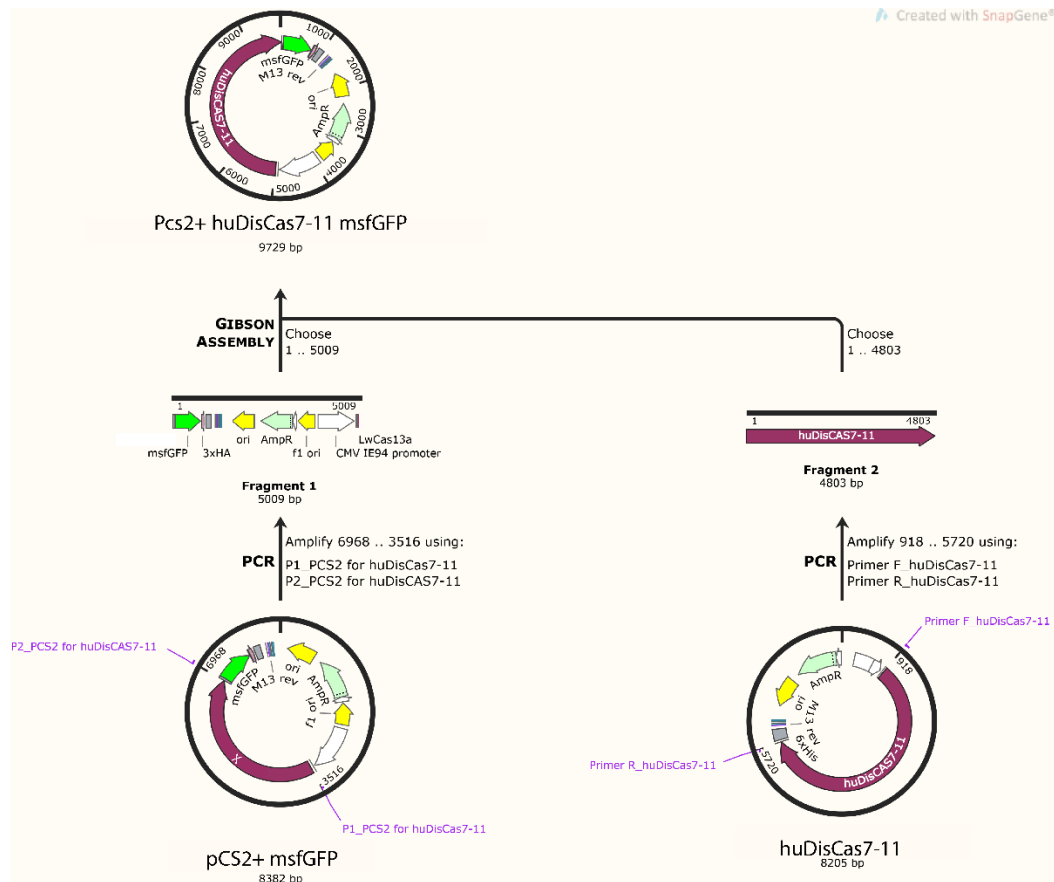

**Appendix Figure S7: Map of pCS2+ huDisCas7-11 msfGFP created with SnapGene® software (from Dotmatics; available at [snapgene.com](http://snapgene.com))**

## Appendix References

- de Almeida I, Rolo A, Batut J, Hill C, Stern CD & Linker C (2008) Unexpected activities of Smad7 in *Xenopus* mesodermal and neural induction. *Mechanisms of Development* 125: 421–431
- Cizelsky W, Hempel A, Metzger M, Tao S, Hollemann T, Kühl M & Kühl SJ (2013) sox4 And sox11 Function during *Xenopus laevis* Eye Development. *PLOS ONE* 8: e69372
- Hong C-S, Park B-Y & Saint-Jeannet J-P (2008) Fgf8a induces neural crest indirectly through the activation of Wnt8 in the paraxial mesoderm. *Development* 135: 3903–3910
- Marchak A, Grant PA, Neilson KM, Datta Majumdar H, Yaklichkin S, Johnson D & Moody SA (2017) Wbp2nl has a developmental role in establishing neural and non-neural ectodermal fates. *Developmental Biology* 429: 213–224
- McGary KL, Park TJ, Woods JO, Cha HJ, Wallingford JB & Marcotte EM (2010) Systematic discovery of nonobvious human disease models through orthologous phenotypes. *Proc Natl Acad Sci U S A* 107: 6544–6549
- Nitta KR, Tanegashima K, Takahashi S & Asashima M (2004) *XSIP1* is essential for early neural gene expression and neural differentiation by suppression of BMP signaling. *Developmental Biology* 275: 258–267
- O'Donnell M, Hong C-S, Huang X, Delnicki RJ & Saint-Jeannet J-P (2006) Functional analysis of Sox8 during neural crest development in *Xenopus*. *Development* 133: 3817–3826
- Rorick AM, Mei W, Liette NL, Phiel C, El-Hodiri HM & Yang J (2007) PP2A:B56epsilon is required for eye induction and eye field separation. *Dev Biol* 302: 477–493
- Satow R, Kurisaki A, Chan T, Hamazaki TS & Asashima M (2006) Dullard Promotes Degradation and Dephosphorylation of BMP Receptors and Is Required for Neural Induction. *Developmental Cell* 11: 763–774

# Supplementary material for: Sox8 is essential for vertebrate gastrulation
**Source:** EMBO Rep. 2025 Nov 10;26(24):6179–208. doi: 10.1038/s44319-025-00617-z
**Supplement:** Supplementary file 11 — Expanded View Figures

## Expanded View Figures

**Figure EV1. *sox8* knockdown by Cas7-11 in the ventrolateral mesoderm impairs embryonic development.**

(A, B) Time-course analysis of the blastopore area shows delayed closure in *sox8* CRISPR embryos compared with controls. Dotted lines delineate the blastopore. Statistical significance was assessed using the two-tailed Mann–Whitney test, \*\*\*\* $P < 0.0001$ . Error bars: mean  $\pm$  SD. (C) Representative images of *sox8* CRISPR embryos at the neurula and tailbud stages showing open blastopores (arrow) and shortened anteroposterior axis. Dotted lines delineate the blastopore. (D) Percentage of embryos with normal morphology at the neurulation stage. Statistical significance was assessed using a two-sided Fisher's exact test, \*\*\*\*  $P < 0.0001$ . Error bars represent mean  $\pm$  SD.  $N = 3$  independent experiments ( $n = 32$  control,  $n = 56$  *sox8* CRISPR Cas7-11). (E) Quantification of embryos with normal morphology at the tailbud stage, showing a significant reduction in normal morphology following *sox8* knockdown. Two-sided Fisher's exact test, \*\*\*\*  $P < 0.0001$ . Error bars represent mean  $\pm$  SD;  $N = 3$  independent experiments ( $n = 33$  control,  $n = 55$  *sox8* CRISPR). Scale bars: 250  $\mu$ m.

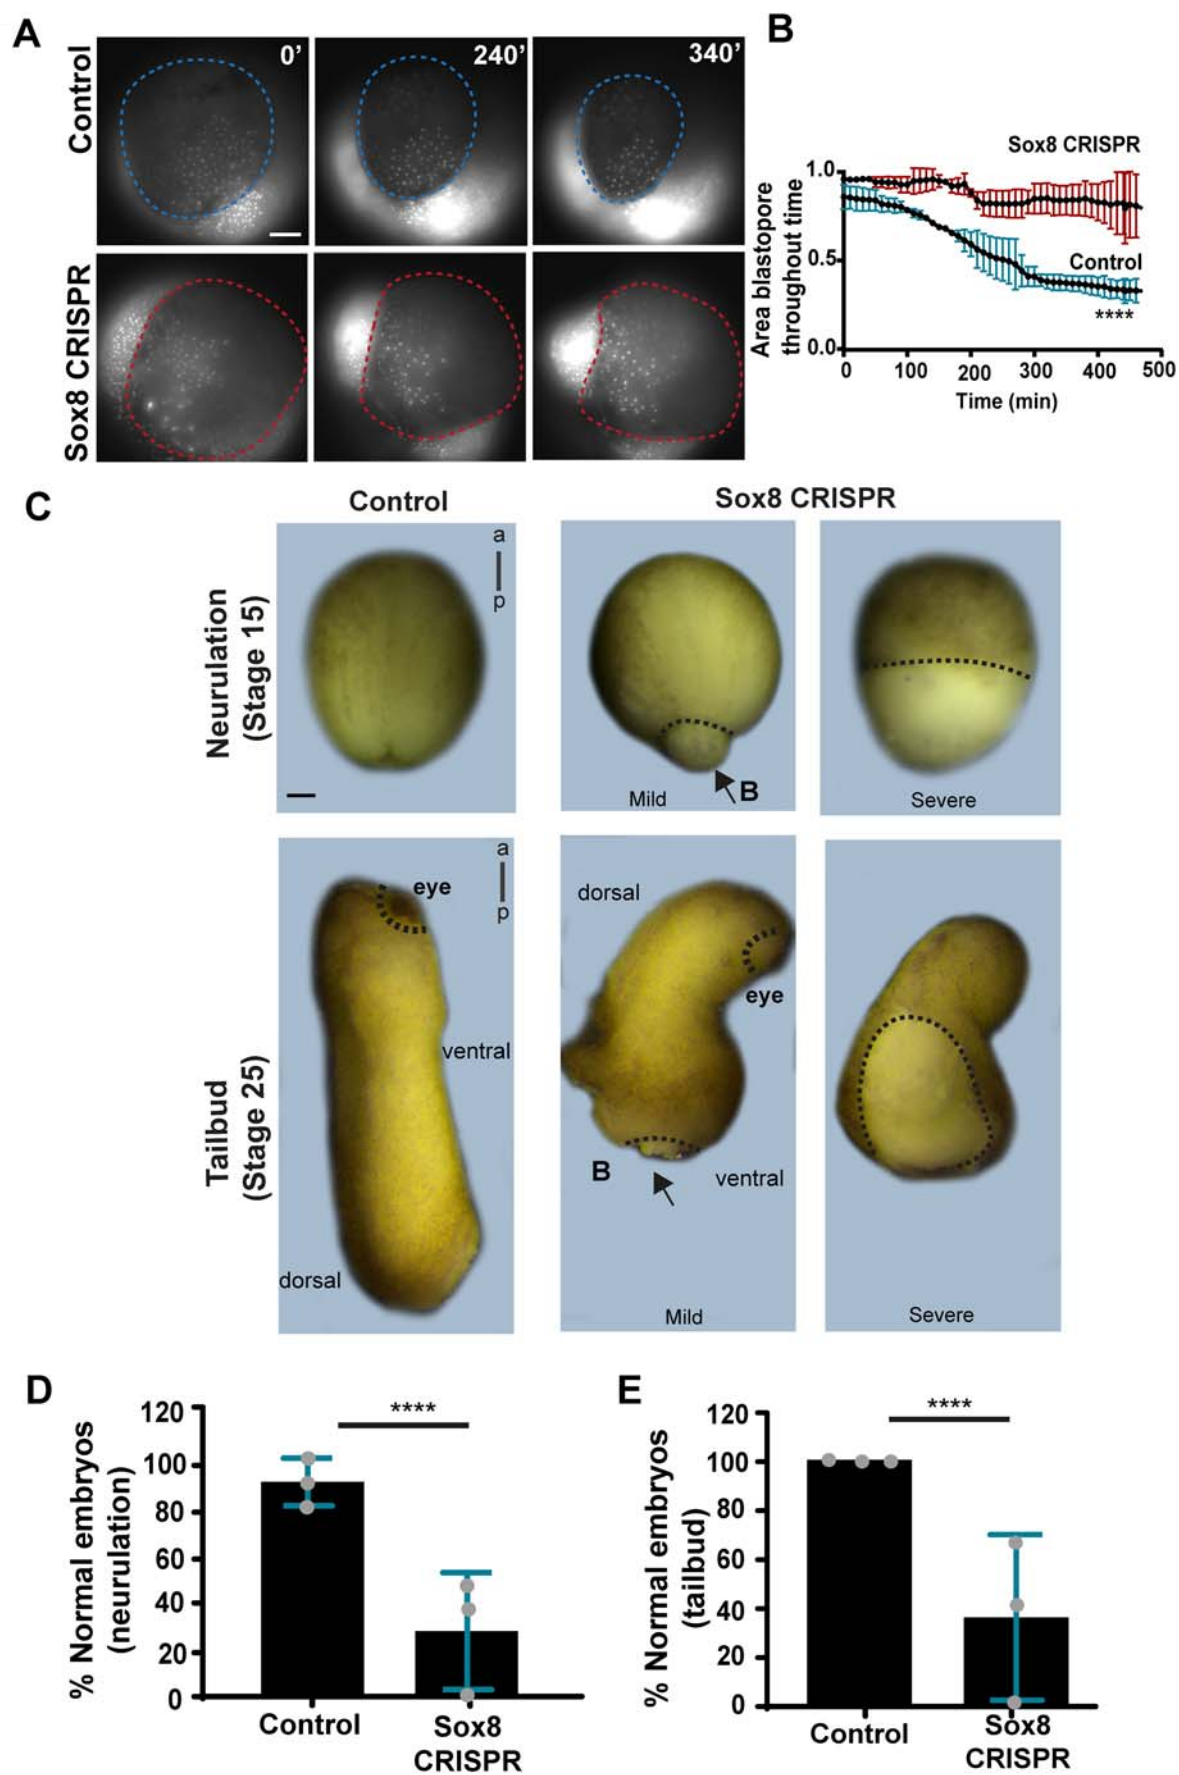

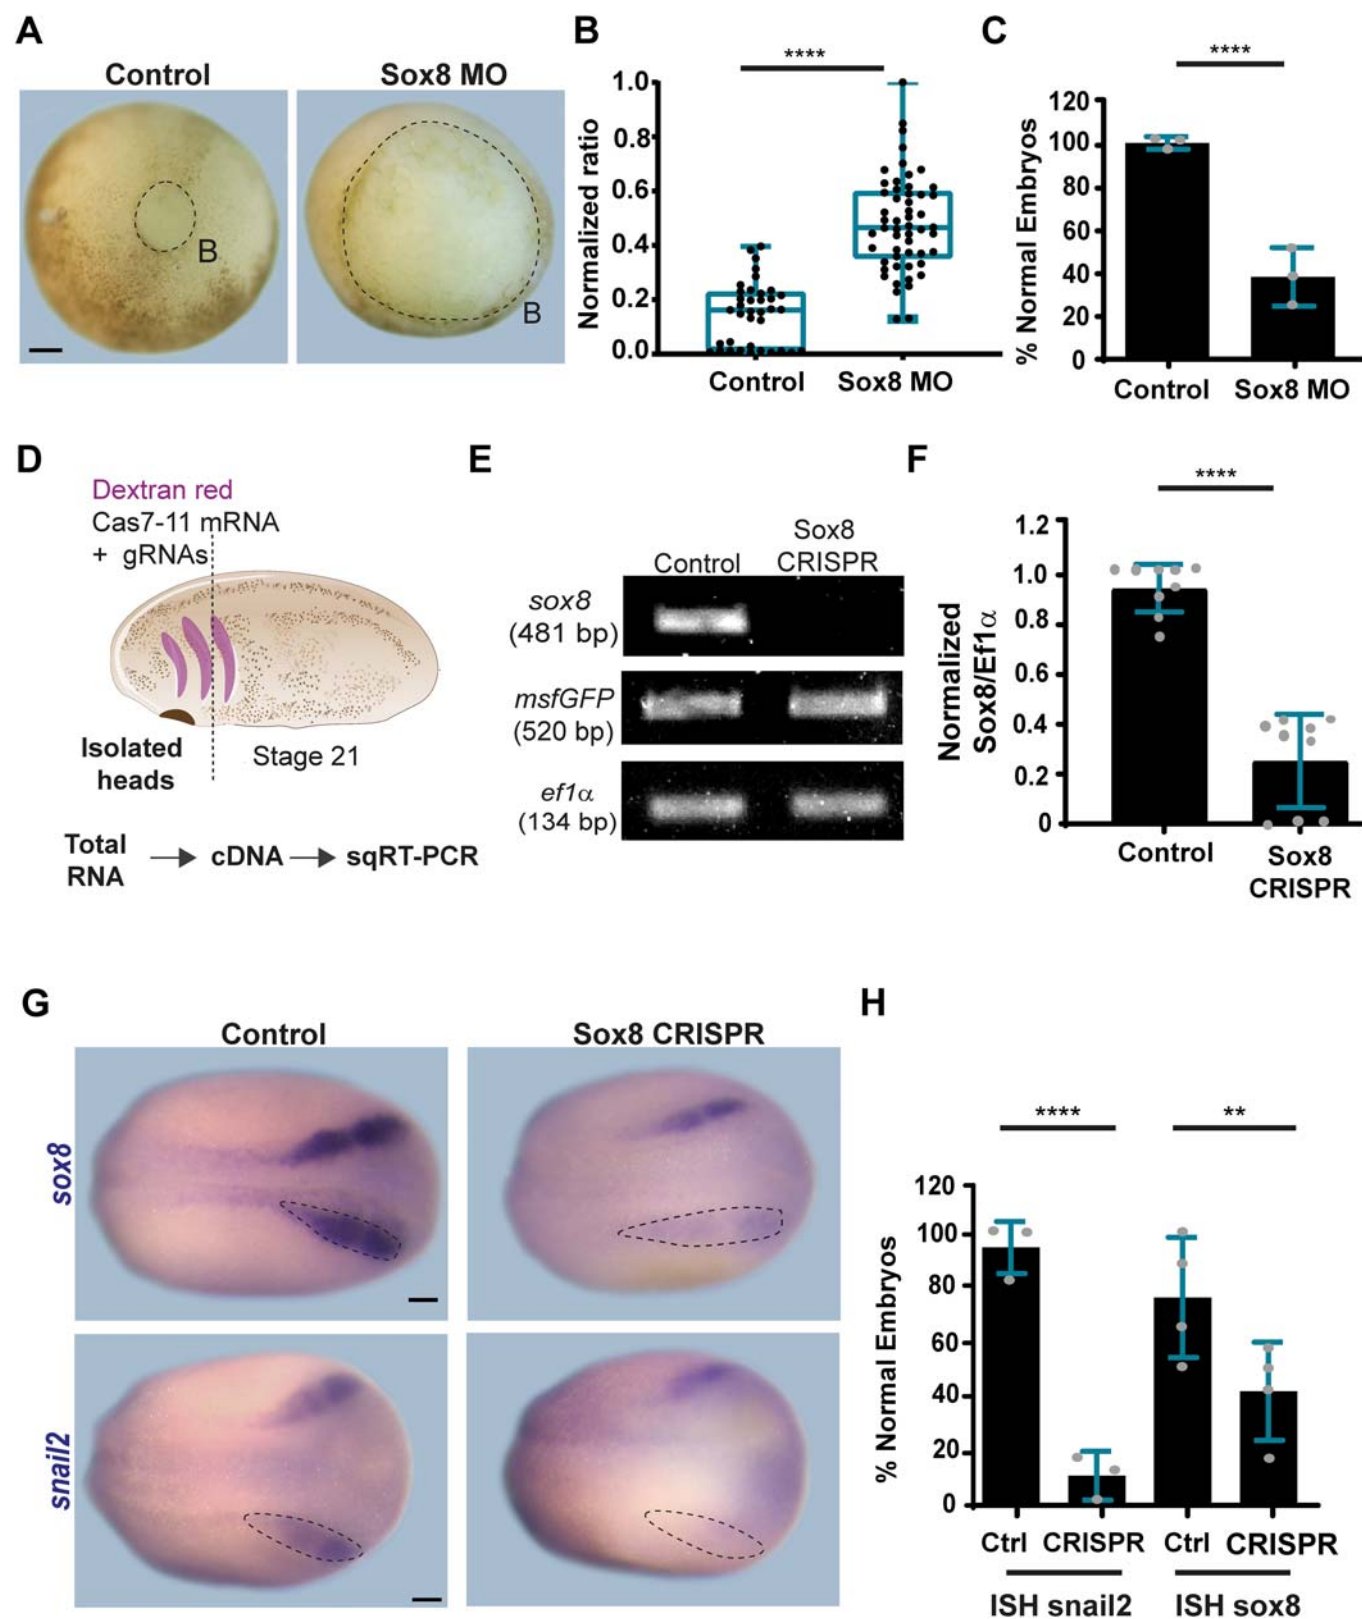

◀ **Figure EV2. *sox8* CRISPR recapitulates Sox8 MO phenotypes during the gastrulation and neurula stages.**

(A–C) Injection of a validated *Sox8* morpholino (MO) into the ventrolateral mesoderm induces defects in blastopore closure, as illustrated by representative examples. Dotted lines delineate the blastopore (B). (B) Box plot showing the normalized ratio of blastopore area to embryo area. Boxes represent the interquartile range (IQR; 25th–75th percentile), with the center line indicating the median and whiskers extending to the minimum and maximum values. Statistical significance was assessed using the two-tailed Mann–Whitney test, \*\*\*\* $P < 0.0001$ ;  $N = 3$  independent experiments ( $n = 37$  control embryos;  $n = 54$  *sox8* MO). Scale bars: 250  $\mu\text{m}$ . (C) Percentage of embryos exhibiting normal blastopore size per condition (embryos displaying values below the maximum control ratio value are classified as normal). Two-sided Fisher's exact test, \*\*\*\* $P < 0.0001$ ; Error bars: mean  $\pm$  SD.  $N = 3$  independent experiments ( $n = 37$  control;  $n = 52$  *sox8* MO). (D–F) Semi-quantitative RT–PCR of stage 21 heads (early neurulation), confirming the depletion of *sox8*. The purple stripes represent target injections in the neural crest. Statistical significance was assessed using a two-tailed Mann–Whitney test, \*\*\*\* $P < 0.0001$ ; Error bars: mean  $\pm$  SD.  $N = 3$  independent experiments. (G) CRISPR Cas7–11-mediated depletion of *sox8* in the neural crest phenocopies previously reported *sox8* MO phenotypes in the neural crest, such as a delay in neural crest induction (as detected by *ISH* for *snail2*). Dotted lines delineate the neural crest region. (H) Quantification of the percentage of embryos with normal signals for *sox8* or *snail2*. Two-sided Fisher's exact test, \*\*\*\* $P < 0.0001$ ; \*\* $P = 0.0033$ . Error bars: mean  $\pm$  SD.  $N = 3$  independent experiments;  $n = 17$  control embryos (*ISH snail2*);  $n = 18$  *sox8* CRISPR Cas7–11 (*ISH snail2*);  $n = 38$  control embryos (*ISH sox8*);  $n = 41$  *sox8* CRISPR (*ISH Sox8*). Scale bars: 250  $\mu\text{m}$ .

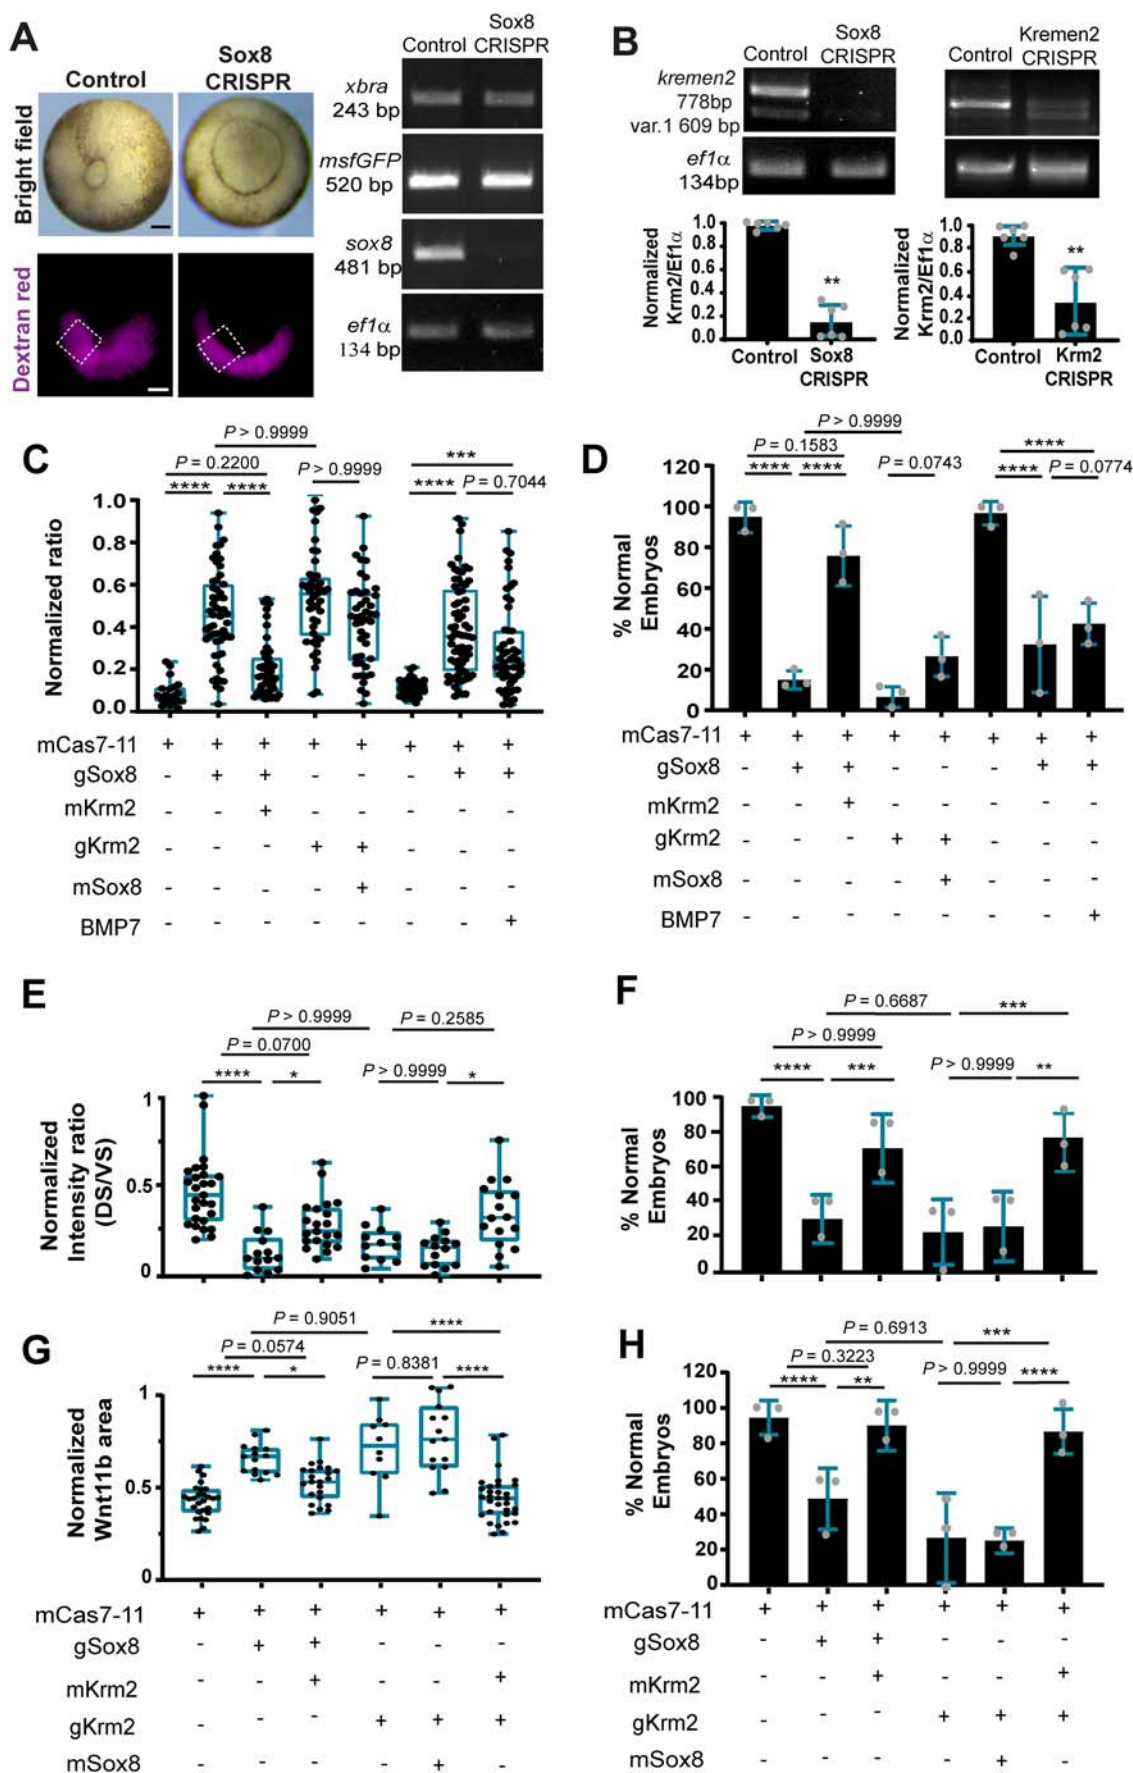

◀ **Figure EV3. *sox8* and *kremen2* downregulation impairs blastopore closure and alters the *wnt11b* expression pattern.**

(A) SqRT–PCR was performed as a quality control for samples sent for RNA-seq. (B) SqRT–PCR and quantification of samples sent for RNA-seq revealed that *kremen2* is downregulated. Statistical significance was assessed by a two-tailed Mann–Whitney test,  $^{**}P = 0.0022$ . Control for *kremen2* depletion in the context of *kremen2* CRISPR is also shown. Mann–Whitney test,  $^{**}P = 0.0022$ ; Error bars: mean  $\pm$  SD. (C) Box plot showing the normalized ratio of blastopore area to embryos. Statistical significance was assessed by Kruskal–Wallis multiple comparisons test,  $^{****}P < 0.0001$ ;  $^{***}P = 0.0002$  (control vs *sox8* CRISPR + *bmp7* mRNA); ns non-significant:  $P = 0.2200$  (control vs *sox8* CRISPR + *kremen2* mRNA);  $P > 0.9999$  (*sox8* CRISPR vs *kremen2* CRISPR);  $P > 0.9999$  (*kremen2* CRISPR vs *kremen2* CRISPR + *sox8* mRNA);  $P = 0.7044$  (*sox8* CRISPR vs *sox8* CRISPR + *bmp7* mRNA). (D) Percentage of embryos exhibiting normal blastopore size per condition (embryos displaying values below the maximum control ratio value are classified as normal). Two-sided Fisher's exact test,  $^{****}P < 0.0001$ ; ns non-significant:  $P = 0.0774$  (*sox8* CRISPR vs *sox8* CRISPR + *bmp7* mRNA);  $P = 0.1583$  (control vs *sox8* CRISPR + *kremen2*);  $P > 0.9999$  (*sox8* CRISPR vs *kremen2* CRISPR);  $P = 0.0774$  (*sox8* CRISPR vs *sox8* CRISPR + *bmp7* mRNA);  $P = 0.0743$  (*kremen2* CRISPR vs *kremen2* CRISPR + *sox8* mRNA). Error bars: mean  $\pm$  SD; For (C, D):  $n = 20$  control Cas7-11;  $n = 55$  *sox8* CRISPR;  $n = 51$  *sox8* CRISPR + *kremen2* mRNA;  $n = 45$  *kremen2* CRISPR;  $n = 45$  *kremen2* CRISPR + *sox8* mRNA;  $n = 39$  control (for rescue with *bmp7* mRNA);  $n = 68$  *sox8* CRISPR (for rescue with *bmp7* mRNA);  $n = 51$  *sox8* CRISPR + *bmp7* mRNA.  $N = 3$  independent experiments. (E) Box plot showing the *wnt11b* intensity ratio between dorsal and ventral signals in different conditions. Statistical significance was assessed by Kruskal–Wallis multiple comparisons test,  $^{****}P < 0.0001$ ;  $^{*}P = 0.0184$  (*kremen2* CRISPR + *sox8* mRNA vs *kremen2* CRISPR + *kremen2* mRNA);  $^{*}P = 0.0472$  (*sox8* CRISPR vs *sox8* CRISPR + *kremen2* mRNA); ns non-significant:  $P = 0.0700$  (control vs *sox8* CRISPR + *kremen2* mRNA);  $P > 0.9999$  (*kremen2* CRISPR + *kremen2* *sox8* mRNA);  $P > 0.9999$  (*sox8* CRISPR vs *kremen2* CRISPR);  $P = 0.2585$  (*kremen2* CRISPR vs *kremen2* CRISPR + *kremen2* mRNA). (F) Percentage of embryos displaying a normal *wnt11b* expression pattern is shown; percentage of normal and abnormal embryos in each condition (embryos displaying higher values than the baseline control intensity ratio value are classified as normal). Two-sided Fisher's exact test,  $^{****}P < 0.0001$  (control vs *sox8* CRISPR);  $^{***}P = 0.0001$  (*sox8* CRISPR vs *sox8* CRISPR + *kremen2* mRNA);  $^{**}P = 0.0092$  (*kremen2* CRISPR + *sox8* mRNA vs *kremen2* CRISPR);  $P > 0.9999$  (Control vs *sox8* CRISPR + *kremen2* mRNA);  $P = 0.6687$  (*sox8* CRISPR vs *kremen2* CRISPR);  $P > 0.9999$  (*kremen2* CRISPR vs *kremen2* CRISPR + *sox8* mRNA). Error bars: mean  $\pm$  SD.  $N = 3$  independent experiments;  $n = 27$  control embryos;  $n = 14$  *sox8* CRISPR;  $n = 21$  *sox8* CRISPR + *kremen2* mRNA;  $n = 8$  *kremen2* CRISPR;  $n = 14$  *kremen2* CRISPR + *sox8* mRNA and  $n = 15$  *kremen2* CRISPR + *kremen2* mRNA; (G) Box plot showing area of the *wnt11b* intensity in different conditions. Statistical significance was assessed by ordinary one-way ANOVA,  $^{****}P < 0.0001$ ;  $^{*}P = 0.0147$  (*sox8* CRISPR vs *sox8* CRISPR + *kremen2* mRNA);  $P = 0.0574$  (control vs *sox8* CRISPR + *kremen2* mRNA);  $P = 0.9051$  (*sox8* CRISPR vs *kremen2* CRISPR);  $P = 0.8381$  (*kremen2* CRISPR vs *kremen2* CRISPR + *sox8* mRNA); (H) Percentage of embryos displaying a normal *wnt11b* expression pattern is shown; percentage of normal embryos in each condition (embryos displaying lower values than the maximum control area value are classified as normal). Two-sided Fisher's exact test,  $^{****}P < 0.0001$ ;  $^{***}P = 0.0004$  (*kremen2* CRISPR + *sox8* mRNA);  $^{**}P = 0.0041$  (*sox8* CRISPR vs *sox8* CRISPR + *kremen2* mRNA);  $P = 0.3223$  (control vs *sox8* CRISPR + *kremen2* mRNA);  $P = 0.6913$  (*sox8* CRISPR vs *kremen2* CRISPR);  $P > 0.9999$  (*kremen2* CRISPR + *kremen2* CRISPR + *sox8* mRNA). Error bars: mean  $\pm$  SD.  $n = 27$  control embryos;  $n = 15$  *sox8* CRISPR;  $n = 23$  *sox8* CRISPR + *kremen2* mRNA;  $n = 10$  *kremen2* CRISPR;  $n = 15$  *kremen2* CRISPR + *sox8* mRNA and  $n = 32$  *kremen2* CRISPR + *kremen2* mRNA (E–H)  $N = 3$  independent experiments; Scale bars: 250  $\mu$ m. For box plots in (C, E, G), boxes represent the interquartile range (IQR; 25th–75th percentile), with the center line indicating the median and whiskers extending to the minimum and maximum values.

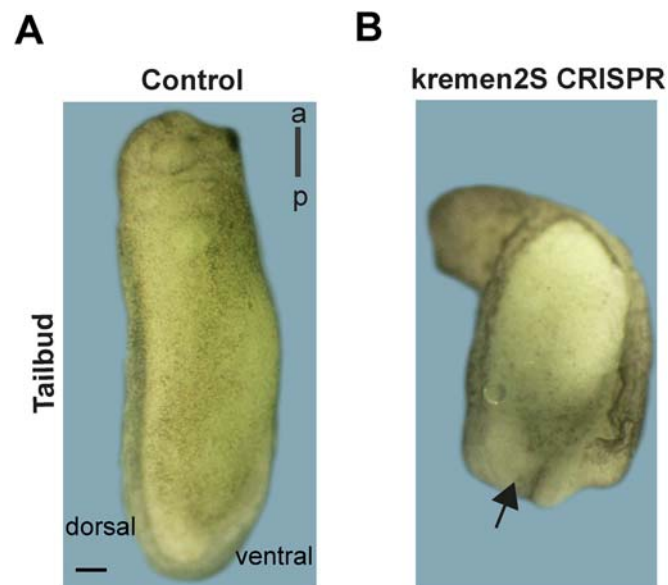

**Figure EV4.** *kremen2* knockdown by Cas7-11 in the ventrolateral mesoderm impairs embryonic development.

Representative images of (A) control embryos and (B) *kremen2* CRISPR embryos at the tailbud stage, showing open blastopores (arrows), with shortened embryos on the anteroposterior axis. Scale bars: 250  $\mu$ m.

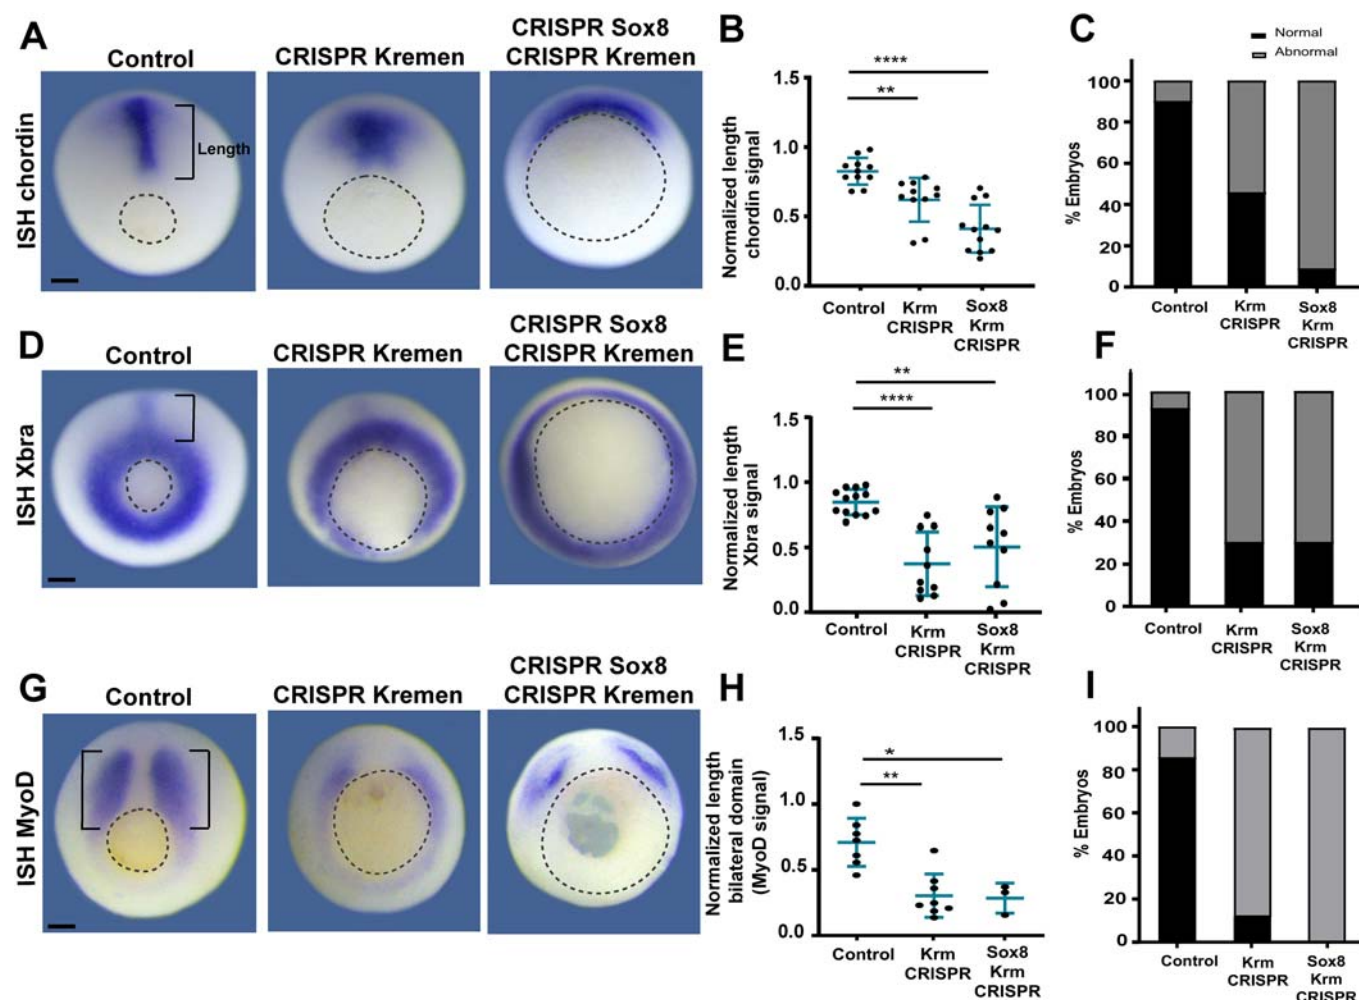

**Figure EV5.** *kremen2* CRISPR and *sox8 kremen2* CRISPR double-knockdown disrupt the expression of mesodermal markers.

(A, D, G) Whole-mount in situ hybridization (ISH) for different markers, *chordin* (A), *brachyury* (D), and *myoD* (G), revealed abnormal expression patterns of these markers in *kremen2* CRISPR and *sox8 kremen2* CRISPR double-knockdown embryos compared with control embryos. Dotted lines delineate the blastopore. (B, E, H) Quantification of marker expression length in the axial mesoderm revealed a significant reduction under CRISPR conditions. (B) Ordinary one-way ANOVA,  $^{**}P = 0.0081$ ;  $^{****}P < 0.0001$ . Error bars: mean  $\pm$  SD. (E) Ordinary one-way ANOVA,  $^{**}P = 0.0028$ ;  $^{****}P < 0.0001$ . Error bars: mean  $\pm$  SD. (H) Two-tailed Mann–Whitney test,  $^{**}P = 0.0022$  (control vs *kremen2* CRISPR)  $^{*}P = 0.0167$  (control vs *sox8 kremen2* CRISPR). Error bars: mean  $\pm$  SD. (C, F, I) Percentages of normal and abnormal embryos in each condition (embryos displaying greater values than the baseline control length value are classified as normal). Sample sizes: ISH *chordin*:  $n = 10$  control;  $n = 11$  *kremen2* CRISPR;  $n = 12$  *sox8 kremen2* CRISPR; *Xbra* ISH:  $n = 13$  control;  $n = 10$  *kremen2* CRISPR;  $n = 10$  *sox8 kremen2* CRISPR; ISH *MyoD*:  $n = 7$  control;  $n = 7$  *kremen2* CRISPR;  $n = 3$  *sox8 kremen2* CRISPR. Scale bars: 250  $\mu$ m.

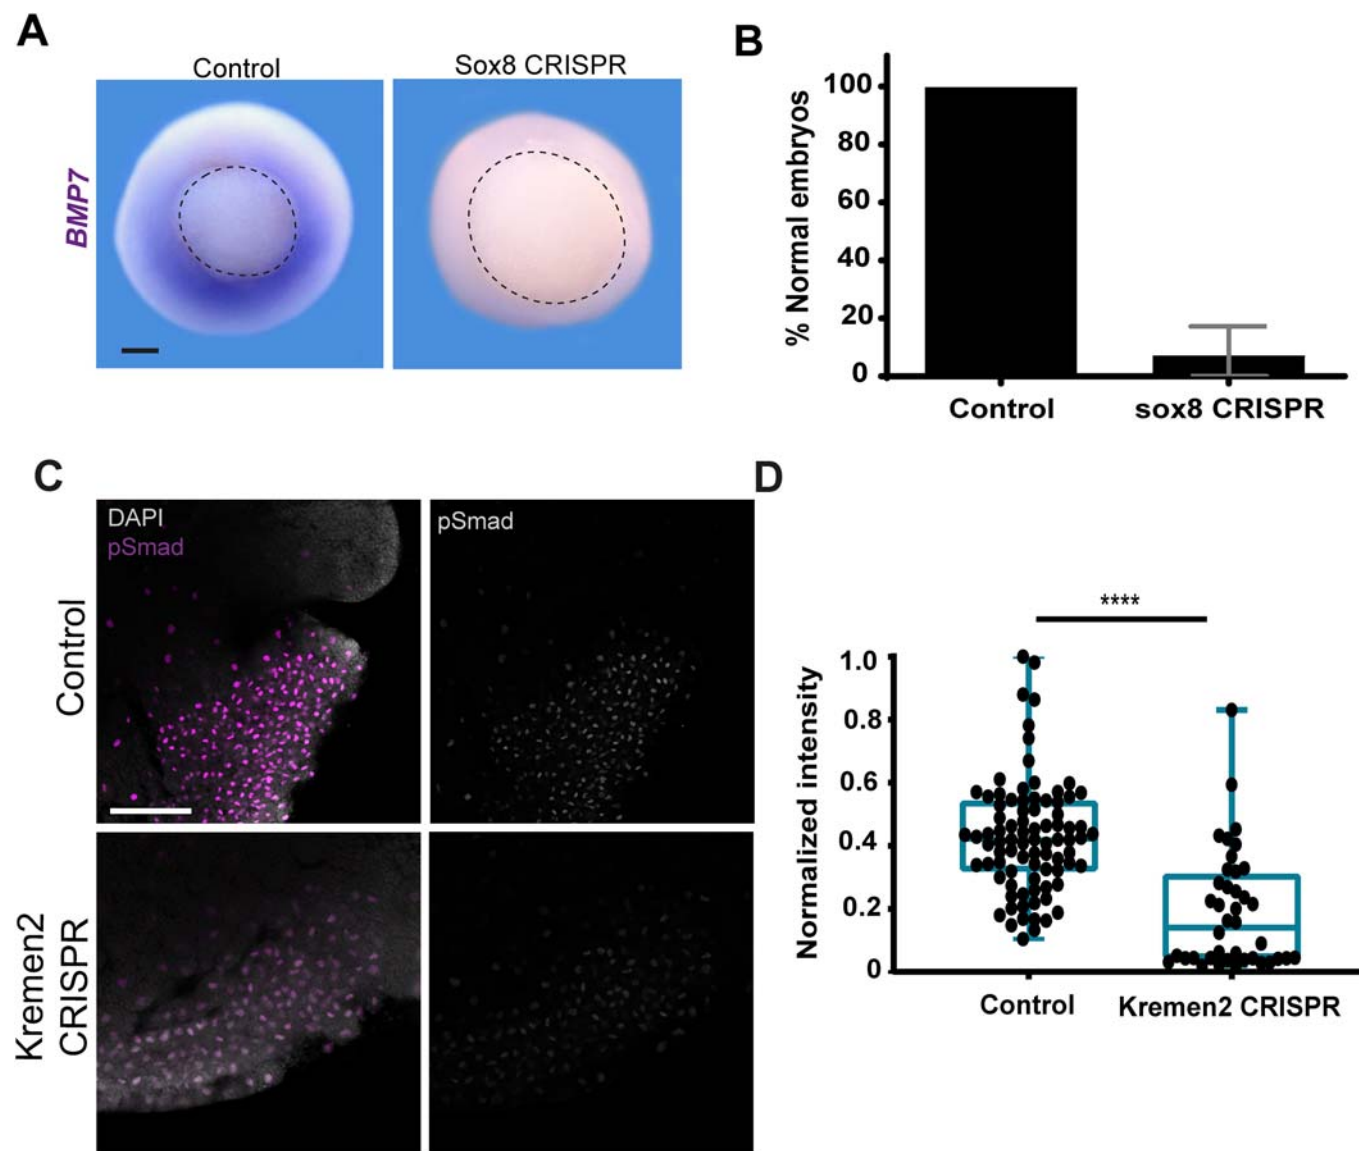

**Figure EV6. BMP signaling is perturbed under CRISPR conditions.**

(A) Whole-mount ISH for *bmp7* revealed reduced expression in *sox8* CRISPR embryos. Dotted lines delineate the blastopore. Scale bar: 250  $\mu$ m. (B) Quantification of the percentage of embryos with a normal *bmp7* ISH signal.  $N = 2$  independent experiments ( $n = 5$  embryos control;  $n = 7$  embryos *sox8* CRISPR). (C) pSmad staining levels are decreased in *kremen2* CRISPR conditions compared with controls. (D) Box plot showing the quantification of the nuclear signal in the ventral regions. Boxes represent the interquartile range (IQR; 25th–75th percentile), with the center line indicating the median and whiskers extending to the minimum and maximum values. Statistical significance was assessed by a two-tailed Mann–Whitney test, \*\*\*\* $P < 0.0001$ .  $n = 9$  control embryos (85 cells);  $n = 4$  *kremen2* CRISPR (40 cells). Scale bar: 100  $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

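RNA-seq was made from ventral tissue of X. laevis embryos at stage 11.5, with 2 control libraries and 2 sox8 CRISPR libraries. The authors prepared Smart-seq2 libraries, trimmed the reads, removed ribosomal RNA reads, aligned the rest to the v10.1 genome assembly, counted reads per gene with featureCounts and removed genes with a mean under 5. How reads that match several genes were handled, and whether strand was used, is not stated in the paper's text. The deposited values are a signal that is never negative: read counts per gene that the authors divided by 1 DESeq2 size factor per library. Dividing each library by the value of 1 read returned whole reads for 100% of the values in every library, and the lowest mean of recovered reads over the 4 libraries was 5.00, so the filter had been applied before the table was made. The table holds 0 other columns with values. Of its 21531 gene symbols, 92.1% matched the annotation of the same assembly, from which coordinates were taken.

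The recovered totals ranged from 18189895 to 24108577 reads on genes. Amplified reads without molecular identifiers are not independent molecules, so the number of reads sets only the counting error, and the 2 replicates per group limit the precision. A fold change against a group whose libraries all hold 3 reads or fewer is given as a lower bound, computed from the mean of the other group against that floor. From a single library of that other group the bound can be lower.

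The main test was limma 3.58.1 in R 4.3.3 on log2(normalized count + 1), with an intensity trend and Benjamini-Hochberg adjustment over all genes, since normalized values are not counts. Calls needed an adjusted p under 0.05 and an absolute log2 fold change over 0.58. The design fixed before the data were examined assumed normalized values, and the recovered reads allowed edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 (Wald test) as alternatives, which called 109 and 423 genes. Other alternatives were pseudocounts of 0.5 and 5, filters on low counts, TMM scaling, quantile normalization, no intensity trend, a replicate block, the fold threshold alone, an adjusted p under 0.1 and leaving out each library.

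Gene lists for pathways, Wnt inhibitors and tissues were written by hand before the data were examined, and 2 further lists, of Wnt feedback targets and of BMP targets, were written after. Pathway lists were tested with Fisher's exact test against all genes of the table, beside lists for the proteasome, TCA cycle and DNA replication. Tissue lists were tested with limma's camera (inter-gene correlation 0.01) and fry, and each list's median was placed among 10000 random lists matched on mean expression. The genes named are those of Fig. 4F and Fig. 1E and others the paper names, the 5 largest rises and 5 largest falls among called genes with a mean of 50 or more, both sox8 CRISPR libraries beyond both controls and a symbol that is not only a number, and the 3 largest changes of a reported list. The genes bambi and sdhb.S were named after their values were seen.

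The read recovery, limma, edgeR, DESeq2, camera, fry, Fisher's exact test, the random lists and the principal components were tested on simulated data, with counts drawn for the real genes. Except for the principal components, their spread was taken from edgeR's dispersions for these same libraries, so the simulation is not independent of them. The principal components were tested with a small fixed spread and 64-fold changes. That test does not show how they behave at the spread of these libraries. With 200 genes changed 16-fold among 20041, limma called 56.0% of them in the right direction with 11 unchanged genes called, edgeR 58.0% with 3, and DESeq2 77.5% with 94. With 0 genes changed among 20020, limma and edgeR called 0 and DESeq2 called 20. A simulated list of unchanged genes lay at the 96.7 percentile of random lists when other genes changed 16-fold, and at 95.4 when they changed 64-fold. With 0 genes changed it lay at 30.3. A percentile of that height can therefore arise in a list without changed genes.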

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

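The tests of the explanations in this part were chosen after the fold changes of these genes had been seen. Among the 10 genes with the largest rises and falls named by the rule, 6 lie outside Fig. 4F, Fig. 1E and the gene families that the paper names, and they differed between sox8 CRISPR and control beyond the threshold. The gene tmem150b.L rose, with 6.25 and 0.795 normalized counts in the controls and 1445 and 406 in sox8 CRISPR (log2 fold change 7.73, limma adjusted p = 0.0154). The gene szl.S, which encodes a secreted BMP feedback regulator, fell from 8152 and 3693 to 8.12 and 1.21 (log2 fold change -10.26, limma adjusted p = 1.00e-04). In both sox8 CRISPR libraries gata2.S was at 0, against 459 and 1794 in the controls (at least 311-fold lower, limma adjusted p = 6.53e-03). So was crybg2.L, against 325 and 426 (at least 104-fold lower, limma adjusted p = 0.0398, past the threshold in 6 of 11 fits). The genes hoxa9.L (at least 250-fold lower, limma adjusted p = 6.53e-03) and msx2.L (at least 254-fold lower, limma adjusted p = 8.23e-03) were at or under the floor of 3 reads in both sox8 CRISPR libraries. Their control counts were 743 and 1069 for hoxa9.L and 531 and 1309 for msx2.L. These bounds use the control mean, and from control replicate 1 alone they would be lower, most for gata2.S and msx2.L.

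Neither TMM scaling nor quantile normalization removed these differences. The first form of this test counted how many of the 6 genes stayed called: 5 did with TMM scaling and 6 with quantile normalization, so the count left the question open. The form used in its place, chosen after that count was seen, was the size of the change, and the smallest absolute log2 fold change under either scaling was 7.71. The genes were picked as the largest changes, and TMM scaling moved the median log2 fold change of all genes only from -0.16 to -0.11. This form could therefore hardly have failed, and it adds little. Loss of reads in sox8 CRISPR replicate 2, which listed more genes at 0 than the other libraries, does not account for these differences. Without that library the smallest absolute log2 difference was 8.54, for msx2.L. That gene was under the floor in sox8 CRISPR replicate 1, so this size depends on the pseudocount too. The homeologs moved the same way where there was one: szl.L (2902 and 1281 normalized counts in the controls, 0.625 and 33.8 in sox8 CRISPR, limma adjusted p = 6.13e-03) and gata2.L (log2 fold change -8.15, limma adjusted p = 0.0177) were called, while tmem150b.S (log2 fold change 4.49, limma adjusted p = 0.130), hoxa9.S (log2 fold change -3.93, limma adjusted p = 0.777) and msx2.S (log2 fold change -4.56, limma adjusted p = 0.638) were not. Without sox8 CRISPR replicate 2 the log2 difference of msx2.S was -2.11. An effect of sox8 depletion stays open, and so does a difference in the dissected tissue or in stage between the groups, which the other observations take up.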

How the results depend on the processing

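Alternatives were set before the data were examined, apart from the crossed replicate numbers, the fold threshold alone with DESeq2 and edgeR, and the background of all protein-coding genes, which were chosen after seeing the data. The cause of the changes below was not tested except where the alternative itself tests fewer genes or libraries. The search for transcripts that match a guide spacer was not run, since no transcript sequences were used here.

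The numbers of genes higher and lower in sox8 CRISPR, 31 and 41 in the main test, were 82 and 71 with a pseudocount of 5, 114 and 85 with quantile normalization and 238 and 185 with DESeq2, for which 3340 genes had no adjusted p. They were 58 and 51 with edgeR, and 10 and 12 among genes with 5 or more in every library of a group. Without an intensity trend they were 0 and 0, with 1450 genes at an unadjusted p under 0.05. At an adjusted p under 0.1, 61 were higher, and with the fold threshold alone 6392 were higher and 8101 lower. All 72 called genes were also called, in the same direction, with a pseudocount of 5, quantile normalization and DESeq2. The share of lower genes among calls, 56.9% in the main test, was 46.4% with a pseudocount of 5, 42.7% with quantile normalization, 46.8% with edgeR and 43.7% with DESeq2. The median log2 fold change of all genes was -0.16 in the main test, -0.11 with TMM scaling and -0.02 with quantile normalization. Genes past the fold threshold alone numbered 3836 and 4479 among those with a mean of 50 or more, where fewer genes are tested, and across the 4 fits that each left out one library they ranged from 6412 to 7814 higher and from 6494 to 9624 lower.

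Of the genes of Fig. 4F, 6 in the main test, 3 were called with 5 or more in every library of a group, 0 without a trend (10 at an unadjusted p under 0.05), 10 with DESeq2 and 22 passed the fold threshold alone. Of the Wnt inhibitors, 5 in the main test, 2 were called with 5 or more in every library of a group, 0 without a trend (8 at an unadjusted p under 0.05) and 29 passed the fold threshold alone. The log2 fold change of sox8.L was not past the threshold with a pseudocount of 0.5 (-4.69, limma adjusted p = 0.0684), with 5 or more in every library of a group (-4.66, limma adjusted p = 0.140), with TMM scaling (-4.61, limma adjusted p = 0.0624) or without a trend (-4.66, limma adjusted p = 0.425), with a range of 3.26e-06 to 0.425 over its fits. On the regularized log scale it was -3.02. Without each library in turn it ranged from -5.10 to -4.23. For sox8.S the direction changed, from -1.16, which the fold threshold alone passes, to 1.29 with edgeR, 1.21 with DESeq2 and 0.10 with the regularized log, and it ranged from -4.70 to 2.38 without each library in turn, the highest without sox8 CRISPR replicate 2.

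The replicate numbers do not show that libraries pair: the deviations of same-numbered libraries correlated at -0.218 across genes. The sign puts control replicate 1 with sox8 CRISPR replicate 2. Grouped that way against the rest, 15220 genes passed the fold threshold alone, against 14493 for the real grouping, though 0 were called. A difference between libraries that crosses the groups was thus as wide as that between the groups, and its cause was not tested. With the replicate block, 42 genes were higher and 44 lower, sox8.L had a log2 fold change of -4.66 (limma adjusted p = 0.0591, within the range of 3.26e-06 to 0.425), bmp4.S was no longer called, and not.L was. With the crossed replicate block 316 genes were higher and 460 lower, and 17 genes of Fig. 4F were called.

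Among the 48 other genes followed, 0 changed direction under an alternative that kept all 4 libraries. Without control replicate 1, ctnnb1.S went from 0.88 to -0.21 and tbxt.L from 0.06 to -0.39, and tbxt.L was -0.40 without sox8 CRISPR replicate 2. Of them, 22 were no longer called without a trend and 12 with 5 or more in every library of a group, and 10 more were called with DESeq2, 6 with quantile normalization and 5 with a pseudocount of 5.

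The first and second principal components held 57.5% and 27.3% of the variance over all genes. The rank of sox8.L among sox genes, 4 in the main setting, was 5 with the regularized log and 5 with homeologs summed, and ranged from 3 to 4 without each control library. The odds ratio of the Wnt list fell from 8.86 to 0.964 with the fold threshold alone and to 3.18 among higher calls (Fisher's exact adjusted p = 0.930 and 0.831), and that of the TGF-β list fell from 31.3 to 0.981 with the fold threshold alone. Against all protein-coding genes the DESeq2 genes past the fold threshold gave 2.97 for Notch, 1.49 for adherens junction, 1.31 for focal adhesion and 1.64 for actin cytoskeleton, each past the threshold.

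Under fry, the medians of the organizer list (1.66, adjusted p = 0.324), the neural plate list (0.98, adjusted p = 0.269), the maternal list (0.52, adjusted p = 0.497), the late zygotic list (-2.65, adjusted p = 0.255) and the Wnt inhibitor list (-0.61, tested alone) were not past the threshold that camera from limma passed, and the ventral list was (adjusted p = 0.0101). Without each library in turn, medians ranged from 0.17 (without sox8 CRISPR replicate 1) to 3.22 (without sox8 CRISPR replicate 2) for the organizer list, from -4.17 to -3.48 for the ventral list, from -0.94 (without control replicate 1) to 0.39 (without sox8 CRISPR replicate 2) for paraxial mesoderm, from 1.25 to 2.20 (without sox8 CRISPR replicate 2) for the neural plate, from -0.41 (without sox8 CRISPR replicate 1) to 0.91 (without replicate 2) for epidermis, from -2.39 (without sox8 CRISPR replicate 1) to 0.81 (without replicate 2) for endoderm, from 0.38 to 0.94 (without sox8 CRISPR replicate 2) for the maternal list, from -3.06 to -2.22 for the late zygotic list and from -1.41 (without control replicate 1) to -0.40 for Wnt inhibitors. Homeologs had the same sign in 68.6% of pairs, and in 76.4% where both means were 500 or more. Their Pearson correlation, 0.498, was 0.327 over all pairs and 0.763 with means of 500 or more.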

Differences from the paper's values

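The paper reports 7273 upregulated genes, against 31 here, and 6933 downregulated genes, against 41 here. Of the alternatives set before the data were examined, the fold threshold alone on the limma fold changes came within 1.5 times of both, with 6392 and 8101, and none of the alternatives that kept an adjusted p did. DESeq2's fold changes on the recovered reads with the threshold of 0.58 alone gave 7273 and 6933, the paper's counts, and edgeR's gave 7535 and 6559, and both of these settings were chosen after seeing the values. For differential expression, the paper's methods speak of statistically significant changes and name the fold threshold, and the sentence that does so gives no p threshold.

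The paper states that the ventral genes of Fig. 4F are lower and the dorsal and organizer genes higher. Of the 23 genes of Fig. 4F, 6 were called here. Beyond these 6, gsc.L was called with a pseudocount of 5, quantile normalization, edgeR, DESeq2 and an adjusted p under 0.1. The gene not.L (log2 fold change 2.54 without sox8 CRISPR replicate 1) was called with a pseudocount of 5, quantile normalization, the replicate block, DESeq2 and an adjusted p under 0.1. Quantile normalization, edgeR and DESeq2 called otx2.L, and DESeq2 called bmp7.1.L. With the fold threshold alone 22 of the 23 passed, kremen2.S included. The paper states that kremen2 is lower, from these libraries and from in situ hybridization and PCR. Of its homeologs, kremen2.S was lower (log2 fold change -3.49, limma adjusted p = 0.645, -1.63 with DESeq2, -1.51 with edgeR, and -0.63 without sox8 CRISPR replicate 2) and kremen2.L was higher (log2 fold change 1.66, limma adjusted p = 0.851).

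The paper reports Wnt and TGF-β signaling as over-represented terms among its upregulated and downregulated genes. Among genes past the fold threshold alone, neither list was over-represented against the tested genes (odds ratios 0.964 and 0.981), and both were among the genes called with an adjusted p. Against all protein-coding genes, a background chosen after seeing the data, the DESeq2 genes past the fold threshold gave odds ratios of 1.76 for the Wnt list and 1.64 for the TGF-β list.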

Other observations

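The tests of dorsal tissue, of stage, of homeologs and of the TCA cycle, DNA replication and proteasome lists among called genes were set before their results were seen. All other tests in this part were chosen after.

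A hand-written list of organizer genes, which leaves out the gene families of Fig. 4F and so chrd.1.S, rose (33 genes, median log2 fold change 1.66, camera adjusted p = 1.59e-09 from limma), and within it fst.L, shh.S and shh.L changed most. A list of ventral genes outside Fig. 4F fell (48 genes, median -4.25, camera adjusted p = 1.02e-39), 43 of them lower. With genes at the floor set to their bound these medians stayed at 1.66 and -4.25. The rise came mostly from sox8 CRISPR replicate 1: its organizer median was 3.22, and that of replicate 2 was 0.17. The neural plate list rose (30 genes, median 0.98, and 0.95 with genes at their bound), and lay above 100% of random lists in sox8 CRISPR replicate 1 and above 100% in replicate 2, with a median of 2.20 without replicate 2, which is what dorsal tissue in the dissected explants would give. A change of ventral cells to dorsal fates would give it too, and the design has no measure of position that separates them. Dorsal tissue mixed into explants that stay mostly ventral would leave most of the ventral signal, and the ventral median of -4.25 argues against that. An exchange of labels for a library is argued against by sox8.L, whose highest value in a sox8 CRISPR library was 5.29% of the lowest in a control. Since the paper places sox8 in the ventrolateral region, low sox8.L by itself does not separate depletion from dissection of other tissue.

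The maternal list rose (36 genes, median 0.52, above 99.6% of random lists, and 0.94 without sox8 CRISPR replicate 2) and the late zygotic list fell (41 genes, median -2.65, and -2.13 with genes at their bound, below all random lists), which is consistent with sox8 CRISPR explants at an earlier stage. The late zygotic list holds 34 Hox genes, which also mark posterior and ventral position, and its 7 other genes had a median of -0.27. A rise of the neural plate list is not what an earlier stage alone predicts. The gene myod1.L rose as well, short of the threshold (log2 fold change 4.12, limma adjusted p = 0.0506). Its homeolog myod1.S had 1263 and 2591 normalized counts in the controls and 2590 and 6303 in sox8 CRISPR. The groups of myod1.S overlapped (log2 fold change 1.16, limma adjusted p = 0.821), so myod1 does not decide on stage. Stage stays open. Among the other lists, paraxial mesoderm (median -0.44), epidermis (0.35, and 0.47 with genes at their bound) and endoderm (-0.70) were not past the threshold of camera, though the epidermis median lay above 99.0% of random lists. Without sox8 CRISPR replicate 2 these medians were 0.39, 0.91 and 0.81, and without replicate 1 they were -0.41, -0.41 and -2.39.

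Sox8 CRISPR replicate 2 listed 3862 genes at 0, of which 1588 had more than 5 reads in each other library. Fewer reads do not account for this, since the other libraries, brought to its depth, had at most 1290 genes at 0. A few genes taking most reads does not either: the most abundant 20 took 16.7% of its reads, less than in control replicate 1. Fewer captured molecules before amplification stay open: for each gene at 0 it had 0.403 genes with 1 to 5 reads, against 1.16 to 1.68 in the other libraries, but this ratio mostly restates the number of genes at 0, since its 1555 genes with 1 to 5 reads lie within the 773 to 2173 of the other libraries. A biological part was not tested. For kremen2.S, which fell in this library far more than in sox8 CRISPR replicate 1, 59 of 4433 genes with a matched control level (1.33%) fell as far between these replicates and 1 rose as far. Without replicate 2 its log2 fold change was -0.63. Both sox8 CRISPR libraries lay below both controls, but most of the size of the fall rests on replicate 2. From these libraries, a loss of reads and an effect of sox8 therefore cannot be told apart. The paper also reports lower kremen2 by in situ hybridization and by PCR, which were not re-examined here.

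The fold threshold alone was passed by 66.0% of genes with DESeq2 fold changes. In simulated counts with the spread of these libraries and 0 genes changed, 62.2% of genes passed, which suggests that most of that number may come from the spread between 2 replicates. Among the 3 groupings of the 4 libraries, 2 gave as many genes past the fold threshold as the real one, itself included: 14493 for the real grouping, and 15220 for control replicate 1 with sox8 CRISPR replicate 2 against the rest, where 0 genes were called and 1733 had an unadjusted p under 0.05. With limma calls, 1 of the 3 groupings, the real one, gave as many as 72. With 3 groupings no share under 0.05 can be had. Counted once per base symbol, the 72 called genes were 62, with both homeologs called in 10 pairs, so a change called for both homeologs accounts for 10 of the calls. The test of homeologs set before, the share of pairs with a called homeolog that had the same sign (96.7% of 30), decides nothing, since a pair counted apart would also move the same way.

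Against all protein-coding genes, all 6 pathway lists were over-represented among DESeq2 genes past the fold threshold. Against tested genes the highest odds ratio of the 6 lists was 1.23, so the lists may appear because they hold genes expressed in these explants. The test was first written on the TCA cycle and DNA replication lists, which the paper does not name and which were over-represented against all protein-coding genes (odds ratios 2.36 and 1.88), and left out the proteasome list, which was not (odds ratio 0.768, Fisher's exact p = 0.294). It was changed after these values were seen. Among called genes, the highest odds ratio of these 3 lists was 6.85 for the TCA cycle (Fisher's exact p = 0.140), from the single gene sdhb.S, named after its value was seen. That 1 gene leaves the test on these 3 lists open. Pooled, the 7 lists other than Wnt and TGF-β had 1 called gene of 703 (odds ratio 0.416, 95% confidence interval 0.0104 to 2.40, Fisher's exact test), below the odds ratio of 8.86 of the Wnt list, which argues against calls gathering in lists of expressed genes in general. Against genes with a mean of 50 or more, the odds ratios were 7.61 for the Wnt list and 26.0 for the TGF-β list, and the lowest limit of their 95% confidence intervals was 2.66, which argues against higher expression as the whole cause. These intervals count homeologs as separate genes, and with 1 entry per base symbol, against all tested genes, the odds ratios were 9.20 and 33.0. The TGF-β list also holds chrd.1.L and chrd.2.L of Fig. 4F, which the paper chose from these libraries.

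A list of genes induced by Wnt signaling, written after the data were seen and sharing 12 of its 24 genes with the Wnt inhibitors, had a median of -0.42, at the 17.2 percentile of random lists, and at the 4.59 and 2.22 percentiles in sox8 CRISPR replicates 1 and 2. Camera gave an adjusted p of 0.0487 for a fall and fry 0.249. The median was -1.53 without control replicate 1 and -1.24 without sox8 CRISPR replicate 1. None of these values is a rise. Wnt-induced transcription stays undecided, because the overall median lies within the random lists, 9 of the 24 genes rose, and the genes shared with the Wnt inhibitors also enter this list. A list of genes induced by BMP signaling fell (median -4.56, and -4.50 with genes at their bound), but it was written after its genes were seen falling and shares 30 of 35 with the ventral list, so that test is void, and lower BMP-induced transcription cannot be told apart from loss of ventral identity.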
